# Caspase‐6 Controls Lipid and Energy Metabolism in Diet‐Induced Obesity

**DOI:** 10.1002/advs.202514784

**Published:** 2026-04-13

**Authors:** Abhishek Gupta, Wenjing You, Linmeng Han, Jianfei Ji, Meixia Pan, Xianlin Han, Xiaoli Sun, Peng Zhao

**Keywords:** adipose tissue, ATGL, caspase‐6, lipid metabolism, obesity

## Abstract

Caspases are cysteine proteases that regulate programmed cell death. While caspase‐6, an executioner caspase, is known for its role in neurodegeneration and cell death, its broader physiological functions remain poorly understood. Our previous study revealed that caspase‐6 drives liver injury and fibrosis in metabolic dysfunction‐associate steatohepatitis. Here, we report that caspase‐6 deficiency protects against high fat diet‐induced obesity. Both global and adipocyte‐specific caspase‐6 knockout mice exhibit increased energy expenditure, reduced adiposity and inflammation, and improved glucose metabolism. Mechanistically, caspase‐6 directly cleaves peroxisome proliferator‐activated receptor gamma (PPARγ) and its cofactor specificity protein 1 (SP1), thereby suppressing adipose triglyceride lipase (ATGL) expression. Caspase‐6 deficiency restores ATGL, enhancing lipolysis and elevating fatty acyl esters of hydroxy fatty acids (FAHFAs), which alleviate inflammation and enhance insulin sensitivity. These findings uncover a novel Casp6‐PPARγ/SP1‐ATGL axis in adipose tissue and establish caspase‐6 as a potential therapeutic target for obesity and insulin resistance.

## 1 Introduction

Caspases are a family of cysteine proteases that play a pivotal role in programmed cell death [1]. Based on their functions, caspases are categorized into two classes: initiator and executioner caspases. Initiator caspases, including caspase‐2, ‐8, ‐9, ‐10, are responsible for the activation of executioners and the initiation of apoptotic cascade, whereas the executioner caspases, including caspase‐3, ‐6, ‐7, directly cleave cell structural components to cause cell death [1]. As a lesser studied family member, caspase‐6 is known for its pathogenic role in neurodegenerative diseases, such as Huntington's disease and Alzheimer's disease [2]. Our recent study revealed that caspase‐6 mediates hepatocellular death and liver injury in metabolic dysfunction‐associated steatohepatitis (MASH) [3], highlighting its involvement in metabolic diseases. However, it remains unknown whether caspase‐6 plays a role in the disruption of metabolic homeostasis.

Obesity has emerged as a global epidemic, primarily driven by a disruption of energy homeostasis caused by the imbalance between energy intake and energy expenditure [4, 5]. Adipose tissue plays a crucial role in maintaining systemic energy balance by regulating glucose and lipid metabolism [6, 7, 8, 9]. Adipose triglyceride lipase (ATGL) is a key enzyme catalyzing the breakdown of triglycerides, thereby reducing lipid storage in mature adipocytes [10, 11, 12]. Moreover, recent study demonstrated that ATGL catalyzes the synthesis of fatty acyl esters of hydroxy fatty acid (FAHFA), a class of lipids that improves glucose homeostasis and insulin sensitivity [13, 14, 15, 16, 17, 18]. Mechanistically, ATGL possesses transacylase activity, which allows it to transfer an acyl chain from di‐ and tri‐glyceride acyl donors to esterify hydroxy fatty acids [13]. FAHFAs, particularly palmitic‐acid‐hydroxy‐stearic acid (PAHSA), positively correlate with insulin sensitivity in humans. They have been shown to reduce proinflammatory cytokine production, enhance glucose stimulated insulin secretion, and promote GLP‐1 secretion, thus improving glucose metabolism and insulin sensitivity [14]. Consistently, overexpression of ATGL in adipose tissue has been shown to reduce triglyceride content, attenuate diet‐induced obesity, and enhance systemic insulin sensitivity [11]. Conversely, adipose‐specific deletion of ATGL exacerbates diet‐induced obesity and disrupts thermogenic capacity in brown adipose tissue [10]. Given the critical role of adipose ATGL in maintaining metabolic homeostasis, its activity is tightly regulated at both transcriptional and post‐translational levels [19, 20]. Transcriptional regulation of *Pnpla2* (the gene symbol of ATGL) involves a network of transcriptional factors, including peroxisome proliferator‐activated receptor gamma (PPARγ) and specificity protein 1 (SP1) [21, 22, 23]. PPARγ directly binds to the promoter of the *Pnpla2* gene and enhances its transcription, while SP1 functions as a co‐factor of PPARγ to upregulate *Pnpla2* expression in mature adipocytes [23]. In addition to regulating *Pnpla2* expression, PPARγ is a master regulator of metabolic processes, particularly those enhancing metabolic homeostasis [24, 25]. While stimulating adipogenesis in preadipocytes to increase lipid storage, PPARγ activation induces beiging of white adipocytes to promote catabolism and energy expenditure in high fat diet (HFD)‐fed mice [26, 27, 28, 29, 30]. It was shown that HFD feeding inhibits PPARγ activity in adipose tissues [31]. Thiazolidinediones (TZDs), a class of FDA‐approved synthetic ligands/agonists of PPARγ, leverage the beneficial effects of PPARγ to restore insulin sensitivity and glucose homeostasis in type 2 diabetes [27, 32, 33].

To further understand the role of caspase‐6 in metabolic disorders, we examined whether caspase‐6 contributes to metabolic dysregulation in diet‐induced obesity and insulin resistance. Our findings revealed that caspase‐6 expression is upregulated in a diet‐induced obesity mouse model and in human obesity. Knockout of caspase‐6 globally or in adipocytes improved energy metabolism and insulin sensitivity. Transcriptomic analysis indicated that caspase‐6 knockout increased *Pnpla2* (ATGL) expression in both white adipose tissues (WAT) and brown adipose tissue (BAT), while moderately increasing the expression of mitochondrial genes. Consistent with these results, lipidomic studies showed that caspase‐6 deficiency reduced triglycerides while increasing FAHFA levels in adipose tissue. Mechanistic studies uncovered that caspase‐6 directly cleaves both PPARγ and SP1 to regulate *Pnpla2* expression. Gene expression analysis of human datasets revealed a strong negative correlation between *Casp6* and PPARγ target genes. These discoveries not only enhance our understanding of the diverse functions of caspase‐6 beyond cell death regulation but also suggest potential therapeutic avenues for treating obesity and insulin resistance. As our previous study found that caspase‐6 is a potential therapeutic target in MASH [3], we now show that its inhibition can simultaneously improve obesity, diabetes, and MASH.

## 2 Results

### 2.1 Adipose Tissue Shows Elevated Caspase‐6 Expression in Obesity

Our previous study suggested that caspase‐6 contributes to the pathogenesis of metabolic disorders [3]. Other studies have identified upregulated expression of several caspase family members, including caspase‐3, ‐7, and ‐9, in obese individuals [34, 35, 36]. However, the expression profile of caspase‐6 in the context of obesity remained unclear. To address this question, we utilized a high fat diet (HFD)‐induced obesity mouse model to assess caspase‐6 levels. Western blot analysis revealed a significant upregulation of caspase‐6 in inguinal white adipose tissue (iWAT), epididymal white adipose tissue (eWAT), and brown adipose tissue (BAT) (Figure 1A,B; Figure S1A). Additionally, caspase‐6 activity was measured in eWAT and iWAT of chow diet and HFD‐fed mice. The results revealed a significant increase of caspase‐6 activity by HFD feeding (Figure 1C,D). Previous study from our group identified AMPK‐mediated phosphorylation of caspase‐6, which inhibits caspase‐6 activation [3]. As AMPK activity is repressed by HFD feeding, we assessed if phosphorylation of caspase‐6 at Ser^257^ is also reduced in HFD‐fed mice. Indeed, the results showed that HFD feeding significantly reduced caspase‐6 Ser^257^ phosphorylation in both eWAT and iWAT (Figure S1B,C). These results reaffirm our observation that HFD feeding promotes that activation of caspase‐6. To evaluate the relevance of our observation in mice to humans, we analyzed a human datasets (GSE59034) of adipose tissue from non‐obese (n = 16, age(y): 45 ± 11; BMI(kg/m^2^): 25.2 ± 2.5; Glucose(mmol/L): 5.1 ± 0.4; insulin(mU/L): 4.6 ± 2.3) and obese (n = 16, age(y): 46 ± 11; BMI(kg/m^2^): 41.4 ± 4.4; Glucose(mmol/L): 5.7 ± 1.2; insulin(mU/L): 16.0 ± 10.3) human subjects [37]. The result showed a significantly increased *CASP6* expression in obesity (Figure 1E). These findings underscore the association of adipose caspase‐6 with obesity.

**FIGURE 1:**
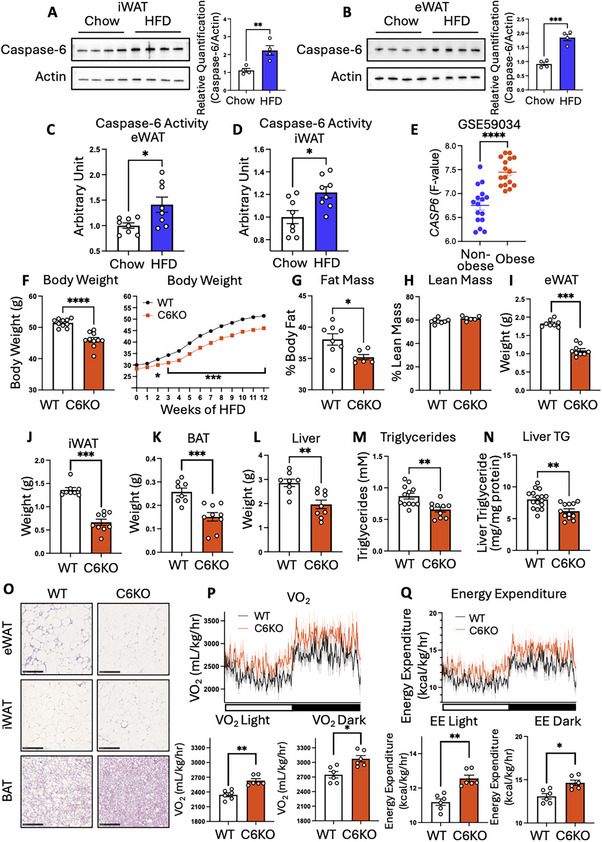
Caspase‐6 knockout attenuates diet‐induced obesity. (A, B). Immunoblot of caspase‐6 protein and quantification in iWAT (A) and eWAT (B) of C57BL/6J mice fed chow diet or 60% HFD for 12 weeks. (n = 4) Two tailed unpaired Student's *t*‐test. (C, D) Caspase‐6 activity in eWAT (C) and iWAT (D) of C57BL/6J mice fed chow diet or HFD for 12 weeks. (n = 8) Two tailed unpaired Student's *t*‐test. (E) *CASP6* expression in the subcutaneous adipose tissue of non‐obese and obese human subjects (GSE59034). (n = 16) Two tailed unpaired Student's *t*‐test. (F‐Q) WT and C6KO mice fed HFD for 12 weeks. (F) body weight (n = 10). (G) fat mass (n = 6‐8). (H) lean mass (n = 6‐8). (I‐L) Tissue weights (n = 8‐9): eWAT (I), iWAT (J), BAT (K), and liver (L). M‐N. Lipid levels (n = 10‐18): serum triglycerides (M), and liver triglycerides (N). Data show Mean ± SEM. Two tailed unpaired Student's *t*‐test. (O) H&E staining of eWAT, iWAT, and BAT. (P, Q) Indirect calorimetry (n = 6): oxygen consumption rate (VO_2_) (P) and energy expenditure (Q). ANCOVA analysis with body weight as a covariate. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.2 Caspase‐6 Knockout Attenuates Diet‐Induced Obesity

To investigate whether caspase‐6 contributes to HFD‐induced obesity, we generated caspase‐6 knockout (C6KO) mice. Knockout of caspase‐6 was confirmed in iWAT, eWAT, BAT, and liver (Figure S1D). Consistent with previous report [38], C6KO mice did not exhibit any developmental defect. Under normal chow diet, caspase‐6 knockout did not affect body weight or adipose tissue mass (Figure S1E‐H). Indirect calorimetry studies showed no differences in oxygen consumption rate, carbon dioxide production, energy expenditure, respiratory exchange ratio (RER), food intake, or activity between wildtype (WT) and C6KO mice (Figure S1I‐N). However, when fed a HFD, C6KO mice exhibited significantly lower body weight compared to the WT mice (Figure 1F). Analysis of body composition by EchoMRI showed that C6KO mice had significantly less fat mass, with no difference in lean mass compared to WT mice (Figure 1G,H). Tissue weight measurements confirmed that caspase‐6 knockout significantly reduced eWAT, iWAT, BAT, and liver weight (Figure 1I–L). These findings suggest a potential role for caspase‐6 in regulating fat accumulation and overall adiposity in diet‐induced obesity. Given that reductions in fat mass are often associated with improved lipid metabolism, we assessed circulating triglyceride levels and found a significant reduction in C6KO mice (Figure 1M). Liver triglyceride levels were also significantly reduced in C6KO mice (Figure 1N). Histological analysis of adipose tissue identified smaller adipocyte size in eWAT, iWAT, and BAT of HFD‐fed C6KO mice compared to HFD‐fed WT controls (Figure 1O). Indirect calorimetry showed that C6KO significantly increased oxygen consumption rate and energy expenditure in HFD‐fed mice, without affecting food intake or activity (Figure 1P,Q; Figure S2A‐C). As these mice were fed a HFD, the increase of lipid utilization in C6KO mice did not further reduce RER (Figure S2D). Overall, these results revealed that caspase‐6 knockout increased lipolysis and energy expenditure to attenuate obesity in HFD‐fed mice.

### 2.3 Caspase‐6 Deficiency Protects Against HFD‐Induced Insulin Resistance and Inflammation

The attenuation of diet‐induced obesity is frequently associated with an improvement in glucose metabolism [39]. We thus examined the impact of caspase‐6 deletion on glucose metabolism in both chow diet‐fed mice and HFD‐fed mice. Fasting glucose levels, glucose tolerance test (GTT) and insulin tolerance test (ITT) showed no differences between WT and C6KO mice under chow diet feeding (Figure S3A‐C). However, when fed HFD, C6KO mice exhibited significantly lower glucose levels during both GTT and ITT, indicating an improvement of glucose tolerance and insulin sensitivity (Figure 2A,B). Notably, despite improved glucose tolerance and insulin sensitivity, there were no significant differences in basal fasting glucose (Figure 2A) or serum insulin levels (Figure S3D) between WT and C6KO mice. These findings indicate that caspase‐6 knockout protects against HFD‐induced insulin resistance and glucose intolerance.

**FIGURE 2:**
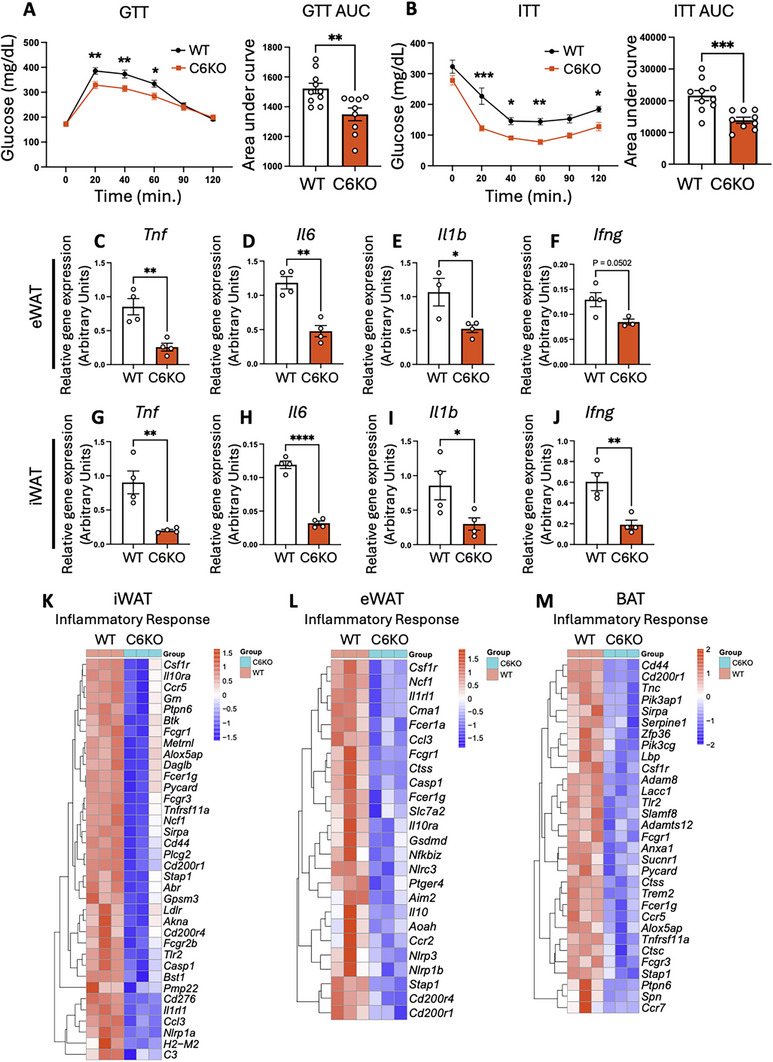
Caspase‐6 deficiency protects against HFD‐induced insulin resistance and inflammation. WT and C6KO mice fed 60% HFD for 12 weeks (A‐M). (A) Glucose tolerance test (GTT) and AUC quantification (n = 9‐10). (B) Insulin tolerance test (ITT) and AUC quantification (n = 9‐10). GTT/ITT: two‐way ANOVA followed by Šídák's‐corrected *post hoc* test. (C‐F) Expression of *Tnf* (C), *Il6* (D), *Il1b* (E), and *Ifng* (F) in eWAT. (G‐J) Expression of *Tnf* (G), *Il6* (H), *Il1b* (I), and *Ifng* (J) in iWAT. (n = 4) Two tailed unpaired Student's *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (K‐M) Relative expression values (Z‐scaled log2 [TPM + 1]) for inflammatory response genes in iWAT (K), eWAT (L), and BAT (M) from RNA‐seq (n = 3).

Obesity often results in a chronic low‐grade inflammation that impairs adipose tissue functions [8, 40]. The persistent low‐grade inflammation in adipose and other metabolic tissues disrupts insulin signaling and exacerbates metabolic dysfunction [8, 40]. To better understand the role of caspase‐6 in adipose inflammation, we examined the expression of inflammatory genes in adipose tissues from HFD‐fed WT and C6KO mice. The results revealed a significant reduction in inflammatory markers, including tumor necrosis factor‐α (*Tnf*), interleukin‐6 (*Il6*), interleukin‐1β (*Il1b*), and interferon‐gamma (*Ifng*), in both eWAT and iWAT of C6KO mice compared to WT mice (Figure 2C–J). 

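RNA was extracted from iWAT (inguinal white adipose tissue), eWAT (epididymal white adipose tissue) and BAT (brown adipose tissue) of male mice fed an HFD with 60% of calories from fat for 12 weeks, with 3 WT and 3 C6KO libraries per depot and 18 libraries in all. C6KO mice are global caspase-6 knockouts, and WT and C6KO mice came from breeding heterozygous mice. The authors sequenced poly(A) RNA on an Illumina NextSeq, aligned the reads to mm10 with STAR, counted the reads on the exons of each gene with HOMER, keeping 1 transcript per gene, and deposited these counts as whole numbers without normalization, in 1 table of 25124 genes per depot. Total counts in iWAT were between 16506034 and 17696904 in WT (median 16680043) and between 17468951 and 19043523 in C6KO (median 18620549). In eWAT they were between 16800043 and 18003880 in WT (median 16801324) and between 16717201 and 19139694 in C6KO (median 17572147). BAT libraries were shallower, with 7803108 to 11381959 counts in WT (median 9751802) and 8636760 to 12428683 in C6KO (median 9993308), so that genes with few reads were counted with more sampling error in BAT than in the white depots. Each depot was tested here on its own, 3 C6KO against 3 WT libraries, with edgeR's quasi-likelihood test on the deposited counts after TMM normalization, over the genes kept by edgeR's filterByExpr: 14533 in iWAT, 14889 in eWAT and 13595 in BAT. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an estimated fold change of at least 1.5, which are the thresholds the paper gives for DESeq2, and DESeq2 was run beside edgeR. WT and C6KO libraries with the same replicate number are different animals. In BAT, the deviations of same-numbered libraries from their group means had a mean correlation of -0.381, against 0.18 for libraries with other numbers. BAT results are therefore also given with the replicate number as a block, although an additive block fits shared deviations and does not account for opposite ones.
Casp6, listed as NM_009811 on chromosome 3 of mm10 from 129901415 to 129914112, was counted in every library. In iWAT, the WT libraries had 342, 338 and 289 counts and the C6KO libraries 99, 112 and 141, or 18.7 ± 2.27 against 6.55 ± 1.28 CPM (counts scaled to a common library size by TMM; SD, n = 3), a log2 fold change of -1.51 (standard error 0.199, adjusted p = 0.0751 from edgeR's quasi-likelihood test). In eWAT, counts were 322, 422 and 331 in WT and 100, 124 and 74 in C6KO, or 20.5 ± 2.26 against 5.65 ± 1.22 CPM, a log2 fold change of -1.85 (standard error 0.195, adjusted p = 0.0132 from the same test). BAT had 145, 127 and 139 counts in WT and 26, 65 and 71 in C6KO, or 14.6 ± 3.82 against 5.12 ± 1.93 CPM, a log2 fold change of -1.50 (standard error 0.326, adjusted p = 0.0671), and -1.52 with the replicate block (adjusted p = 0.141). In each depot, every C6KO library was below every WT library, and Casp6 reads remained in all 9 C6KO libraries. DESeq2 gave adjusted p-values of 3.19e-07 in iWAT, 1.28e-12 in eWAT and 0.00318 in BAT.

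**Figure D1:**
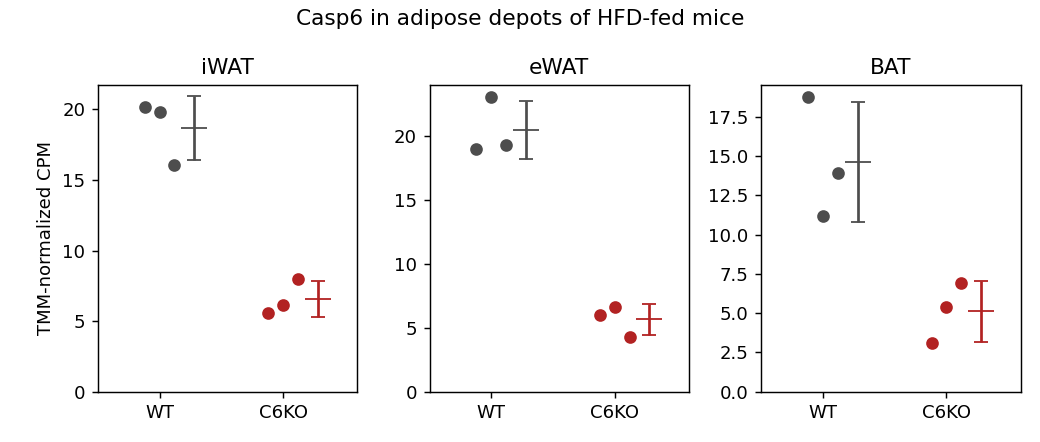
TMM-normalized CPM of Casp6 in iWAT, eWAT and BAT of HFD-fed mice. Each point is 1 library, the horizontal line beside the points is the group mean and the bar is the SD (n = 3), and in each depot all C6KO points lie below all WT points.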

To gain deeper insight into the transcriptomic changes in adipose tissues, we performed RNA sequencing to profile the transcriptomes of eWAT, iWAT, and BAT from HFD‐fed WT and C6KO mice. 

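For each depot, a principal component analysis was computed from the log2 CPM (prior count 1) of the 6 libraries, centred and unscaled. The genes were selected as the legend of Figure S3 describes, with a mean of at least 4 normalized tags in at least 1 group and a difference of at least 1.5-fold between WT and C6KO mice, which left 2982 genes in iWAT, 2313 in eWAT and 3463 in BAT. Genes selected for a difference between the groups favour a separation of the groups, so the components were also computed over all genes tested. With the selected genes, the first component held 52.38% of the variance in iWAT, where the WT libraries lay at -33.54, -38.39 and -30.07 and the C6KO libraries at 46.09, 50.57 and 5.34. In eWAT it held 47.45%, with WT libraries at -14.69, -42.66 and -22.62 and C6KO libraries at 30.43, 28.42 and 21.13. In BAT it held 51.47%, with WT libraries at 56.59, -86.88 and 12.39 and C6KO libraries at -12.44, 44.6 and -14.27, so that the genotypes overlapped on it. They separated on the second component of BAT, which held 29.5% of the variance and placed the WT libraries at -50.92, -32.03 and -19.82 and the C6KO libraries at 40.47, 29.49 and 32.81. Over all genes tested, the first component held 47.71% of the variance in iWAT, 39.18% in eWAT and 51.7% in BAT, and it again separated the genotypes in iWAT and eWAT but not in BAT. Over the 500 genes with the largest variance, it separated the genotypes in iWAT only: in eWAT the WT libraries lay at 5.61, -19.05 and -21.32 and the C6KO libraries at 20.28, 33.0 and -18.52, and the genotypes overlapped in BAT as well.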

PCA analysis showed that C6KO altered the transcriptomic profile of all fat depots (Figure S3E‐G). 

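The inflammatory response genes labelled in Figure 2K-M are 36 genes for iWAT, 25 for eWAT and 31 for BAT, and all were tested here but Ccr7 in BAT, which had too few counts. Each list was drawn from the paper's differentially expressed genes in these libraries, so its direction is given with the list. In iWAT, all 36 genes had a lower estimate in C6KO mice, with a median log2 fold change of -1.29 (range -4.17 to -0.66), and the libraries of the groups did not overlap for any of them. None of the 36 was called over all genes tested (36 had an unadjusted p below 0.05 from edgeR's quasi-likelihood test), 36 passed when the adjustment was made over the list alone, and the smallest adjusted p was that of Cd200r1, with a log2 fold change of -1.90 (adjusted p = 0.0853). In eWAT, all 25 genes were lower, with a median of -0.80 (range -1.75 to -0.55) and no overlap between groups. Called were 3 genes, Cma1 (log2 fold change -1.16, adjusted p = 0.0490), Il1rl1 (-0.91, adjusted p = 0.0445) and Stap1 (-0.95, adjusted p = 0.0262), and 20 passed over the list alone. In BAT, all 30 genes tested were lower without overlap, with a median of -1.61 (range -3.58 to -0.76), and 30 passed over the list alone. Called were 12 genes, among them Trem2, Cd200r1, Adam8, Ctss, Sucnr1, Lbp, Cd44, Anxa1, Tnc, Lacc1 and Pik3ap1, with log2 fold changes of -3.58 for Trem2, -2.94 for Cd200r1 and -2.68 for Adam8, and 9 were called with the replicate block. DESeq2 called 36 genes in iWAT, 20 in eWAT and 31 in BAT.
In each depot, the mean log2 CPM of the list was lower in every C6KO library than in every WT library. In iWAT the WT libraries had means of 4.74, 4.84 and 4.85 and the C6KO libraries 3.02, 3.08 and 4.04. In eWAT these were 5.38, 5.81 and 5.29 in WT and 4.56, 4.74 and 4.70 in C6KO, and in BAT 4.29, 4.36 and 4.11 in WT and 2.65, 2.47 and 2.63 in C6KO. Macrophage marker genes outside the lists were lower as well, with median log2 fold changes of -1.41 over 20 genes in iWAT, -0.55 over 20 genes in eWAT and -1.40 over 19 genes in BAT.

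**Figure D2:**
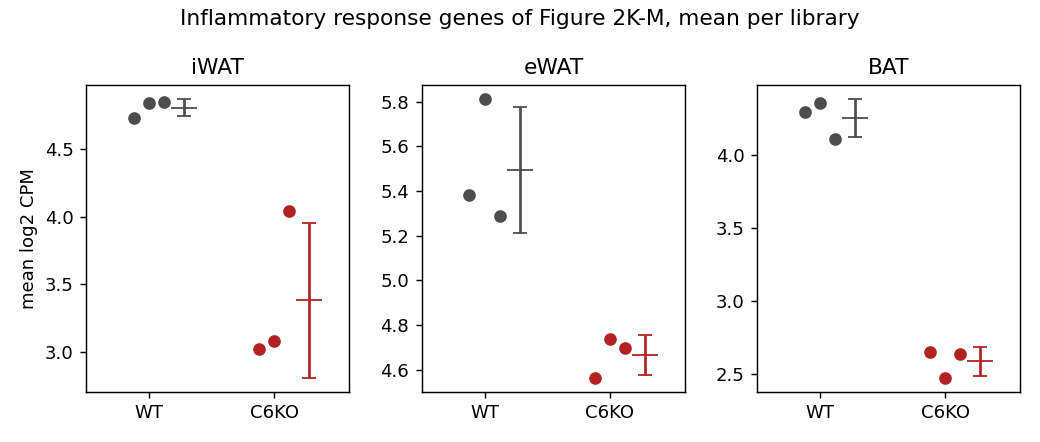
Mean log2 CPM of the inflammatory response genes labelled in Figure 2K-M, by depot, on vertical axes that do not start at 0. Each point is 1 library and the line and bar are the group mean and SD (n = 3); in each depot the C6KO points lie below the WT points, with replicate 3 of the iWAT C6KO libraries, at 4.04, closest to WT.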

Consistent with the qPCR results, transcriptomic analysis revealed a broad downregulation of inflammatory response genes in all three fat depots of C6KO mice (Figure 2K‐M). 

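Gene sets were tested for an excess of called genes with a one-sided Fisher's exact test against all genes tested in the depot. The sets were written from gene symbols before the data were examined and stand in for the pathway databases, which were not used here. Of the chemokine and chemokine receptor genes, 43 were tested in iWAT, 46 in eWAT and 32 in BAT, with median log2 fold changes of -0.53, -0.40 and -0.78. Called lower in iWAT were 0 of them (12 with an unadjusted p below 0.05 and a fold change of at least 1.5) and in eWAT 0 (7 unadjusted). In BAT, 2 were called lower, among them Ccl9 (log2 fold change -1.78, adjusted p = 0.00999), an excess with p = 0.0455 (one-sided Fisher's exact test), and 3 with the replicate block. With the adjustment over the set alone, 3 genes were lower in iWAT, 2 in eWAT and 8 in BAT. Other chemokine genes went the other way. In eWAT, Ccl2 was called higher, with a log2 fold change of 0.73 (adjusted p = 0.0432 from edgeR's quasi-likelihood test). With an unadjusted p below 0.05 and a fold change of at least 1.5, 1 gene was higher in iWAT, 5 in eWAT and 3 in BAT. Over the set alone, 1 was higher in iWAT, 2 in eWAT and 2 in BAT. DESeq2 called 6 chemokine genes lower in iWAT, 4 in eWAT and 9 in BAT, and 1, 3 and 1 higher.
Of the cytokine and cytokine receptor genes, which include the chemokines, 152 were tested in iWAT, 170 in eWAT and 123 in BAT, with median log2 fold changes of -0.39, -0.21 and -0.27. Called lower were 0 in iWAT (29 unadjusted), 1 in eWAT (Il1rl1) and 4 in BAT (among them Ccl9, Il7r and Lep; one-sided Fisher's exact test, p = 0.0426), and 5 in BAT with the replicate block. Over the set alone, 2 were lower in iWAT, 1 in eWAT and 16 in BAT, and DESeq2 called 17, 11 and 20 lower. Other genes of the set went the other way in eWAT, where 2 were called higher, 2 over the set alone and 6 by DESeq2. In iWAT and BAT, edgeR called 0 higher, and DESeq2 3 and 2.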

Both Gene Ontology Biological Process (GO BP) and KEGG pathway analyses of significantly downregulated genes confirmed robust enrichment of proinflammatory pathways in C6KO adipose tissues (Figures S4–S6). Specifically, compared to WT mice, iWAT from HFD‐fed C6KO mice showed a significant downregulation of genes involved in cell adhesion, chemokine signaling, cytokine‐cytokine receptor interaction, and NF‐κB signaling pathways (Figure S4B‐G). Similarly, eWAT showed decreased expression of genes involved in cytokine‐cytokine receptor interaction, chemokine signaling pathway, cell adhesion molecules, and TLR signaling (Figure S5B‐G). 

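For iWAT, Figure S4 labels 14 cell adhesion genes, 16 chemokine signaling genes, 16 cytokine-cytokine receptor interaction genes and 8 NF-κB signaling genes, and all were tested here. Every one had a lower estimate in C6KO mice, and for every one the 3 C6KO libraries lay below the 3 WT libraries. The cell adhesion genes had a median log2 fold change of -1.17 (range -4.17 to -0.56), with H2-M2 the lowest. None was called over all genes tested (13 unadjusted), with the smallest adjusted p at Ptprs (log2 fold change -0.98, adjusted p = 0.121 from edgeR's quasi-likelihood test). Chemokine signaling genes had a median of -1.38 (range -3.28 to -0.65), none called (16 unadjusted) and the smallest adjusted p at Plcg2 (-1.14, adjusted p = 0.145). The cytokine-cytokine receptor interaction genes had a median of -1.39 (range -3.28 to -0.82), none called (16 unadjusted) and the smallest adjusted p at Csf2ra (-1.09, adjusted p = 0.121). NF-κB signaling genes had a median of -1.41 (range -3.28 to -1.0), none called (8 unadjusted) and the smallest adjusted p at Cxcl2 (-3.28, adjusted p = 0.154). DESeq2 called 13 of the cell adhesion genes and all of the other lists, and the same numbers passed in edgeR when the adjustment was made over each list alone. The lists were taken from the paper's own calls on these libraries, so these numbers show no stability of their own.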

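For eWAT, the genes labelled in Figure S5 were all tested and all had a lower estimate in C6KO mice. Of the 12 cytokine-cytokine receptor interaction genes, the median log2 fold change was -0.97 (range -2.65 to -0.55), and the groups did not overlap for 10, with Tnfrsf4 and Il18rap the exceptions. Called was 1 of them, Il1rl1, while 11 passed over the list alone and 11 by DESeq2. The 11 chemokine signaling genes had a median of -0.63 (range -1.03 to -0.55), and the groups did not overlap for 10, Pik3cd being the exception. None of the 11 was called (6 unadjusted), 6 passed over the list alone and 6 by DESeq2, and the smallest adjusted p was at Ncf1 (log2 fold change -0.58, adjusted p = 0.0535 from edgeR's quasi-likelihood test). The 5 cell adhesion molecule genes had a median of -0.75 (range -1.63 to -0.61) without overlap, and 1 was called, Cadm1 (-0.78, adjusted p = 0.0432), with 5 past the threshold over the list alone and by DESeq2. The 4 TLR signaling genes had a median of -0.70 (range -0.75 to -0.57), and 3 had no overlap. None was called (3 unadjusted), 3 passed over the list alone and by DESeq2, and the smallest adjusted p was at Tlr8 (-0.57, adjusted p = 0.0632). For 3 libraries against 3, chance gives 10% of genes without overlap.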

In BAT, genes involved in chemokine signaling, NF‐κB signaling, and cytokine‐cytokine receptor interaction were also downregulated (Figure S6B‐F). 

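For BAT, Figure S6 labels 17 chemokine signaling genes, 8 NF-κB signaling genes and 20 cytokine-cytokine receptor interaction genes, of which 14, 7 and 17 had enough counts to be tested. All of those tested were lower in C6KO mice without overlap between the groups. The chemokine signaling genes had a median log2 fold change of -1.67 (range -2.81 to -1.13), and 4 were called, among them Ccl9, Adcy7 (-1.43, adjusted p = 0.0299 from edgeR's quasi-likelihood test) and Gng2 (-1.22, adjusted p = 0.0449), with 4 also called under the replicate block. NF-κB signaling genes had a median of -1.72, and 3 were called, among them Lbp (-2.04, adjusted p = 0.0298) and Blnk (-1.72, adjusted p = 0.0366), but 0 under the replicate block. Cytokine-cytokine receptor interaction genes had a median of -1.62 (range -4.13 to -0.69), and 4 were called, among them Ccl9, Lep (-3.35, adjusted p = 0.0146) and Il7r (-4.13, adjusted p = 0.0469), with 4 under the replicate block. Adjusted over each list alone, every gene tested passed, and DESeq2 called all 17, 8 and 20 genes listed. Same-numbered BAT libraries are different animals, but they deviated in opposite directions, with a mean correlation of -0.381 against 0.18 for other numbers. The numbers are thus not without structure in BAT, and the counts with the block stand beside the main ones. An additive block fits deviations that same-numbered libraries share, so it does not account for opposite ones. It also leaves fewer degrees of freedom, so a lower count with the block does not decide against the main one.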

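edgeR's quasi-likelihood test called 1 gene higher and 3 lower in iWAT of C6KO mice, 80 higher and 31 lower in eWAT, and 23 higher and 145 lower in BAT. With an unadjusted p below 0.05 and the same fold change minimum, these numbers were 379 and 977 in iWAT, 625 and 416 in eWAT, and 356 and 853 in BAT. With the replicate block, BAT had 12 genes higher and 101 lower. When libraries were scaled by total counts only, eWAT had 39 genes higher and 28 lower. DESeq2 called 169 higher and 505 lower in iWAT, 429 and 189 in eWAT, and 156 and 389 in BAT, and these included every gene that edgeR called. The 3 C6KO libraries lay outside the range of the 3 WT libraries for 23.17% of the genes tested in iWAT, 23.18% in eWAT and 20.16% in BAT, where chance gives 10%.
Of the genes the paper lists as higher in Table S1, 178 were tested here, all had a higher estimate, and the groups did not overlap for 169; of those listed as lower, 505 were tested, all were lower, and 499 had no overlap. For Table S2, 482 genes listed as higher and 236 listed as lower were tested, all in the listed direction, and 463 and 224 had no overlap. For Table S3, 160 and 380 were tested, all in the listed direction, and 157 and 374 had no overlap. Every gene called by edgeR here is in the paper's table for that depot. The paper's tables are its own calls on these same libraries, so the direction and most of the separation come with the selection and show no stability.
Several genes with large decreases lay near Casp6 itself. Within 10 Mb of Casp6 on chromosome 3, 83 other genes were tested in iWAT, 85 in eWAT and 79 in BAT. Called lower were 3, 6 and 4 of them, and called higher were 0, 1 and 0. With an unadjusted p below 0.05, 15 were lower and 5 higher in iWAT, 10 lower and 11 higher in eWAT, and 12 lower and 3 higher in BAT. Rpl34, on chromosome 3 from 130726827 to 130730337, had log2 fold changes of -5.05 in iWAT (adjusted p = 0.000181), -5.74 in eWAT (adjusted p = 1.47e-06) and -5.50 in BAT (adjusted p = 0.000102). The pseudogene Rpl34-ps1, listed from 130726837 to 130730329 inside Rpl34, had -6.46, -7.10 and -7.47, and its reads cannot be told from those of Rpl34 with certainty. Adh6b, from 138341639 to 138358843, was lower in iWAT (log2 fold change -4.93, adjusted p = 0.00185), and in eWAT its estimate of -2.19 was not called (adjusted p = 0.0760). In BAT, Adh6b had 52, 31 and 43 counts in WT and 1, 0 and 3 in C6KO, at least 15.4-fold lower. Mcub, which starts next to Casp6 and runs from 129914960 to 129970206, had log2 fold changes of -1.89 in iWAT (adjusted p = 0.113), -1.05 in eWAT (adjusted p = 0.0419) and -1.81 in BAT (adjusted p = 0.0546).

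**Figure D3:**
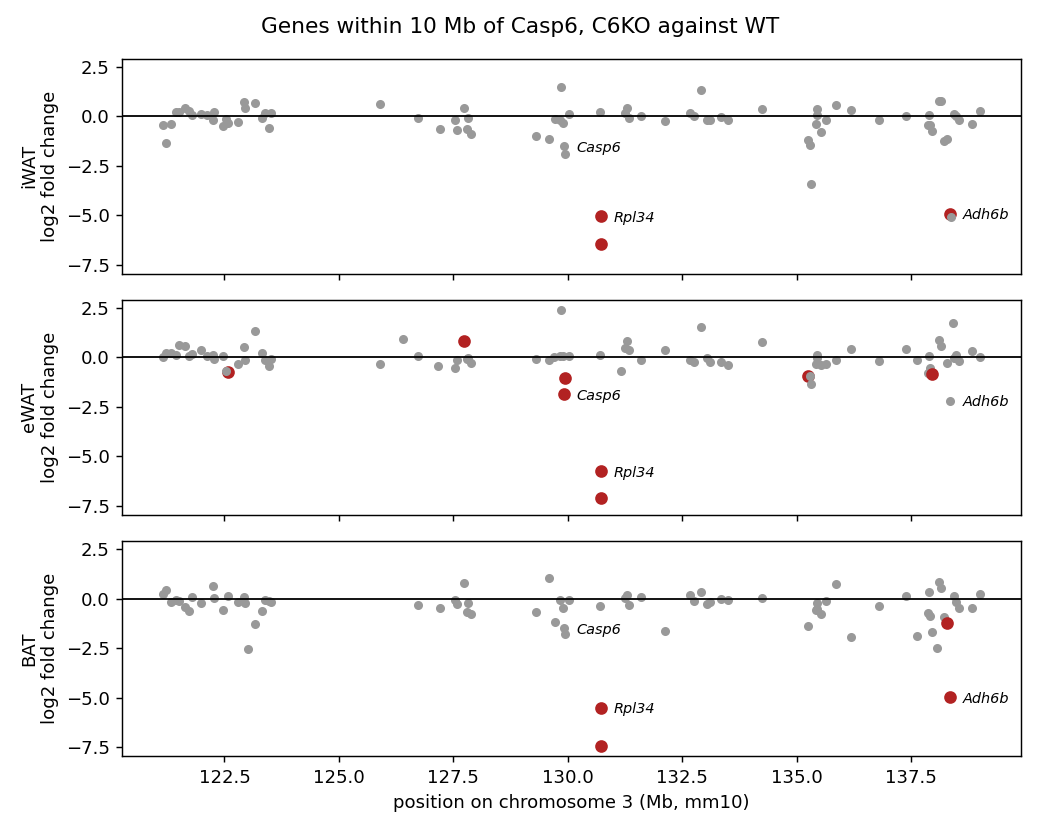
Log2 fold change of C6KO against WT for the genes tested within 10 Mb of Casp6, by position on chromosome 3 (Mb, mm10), in iWAT, eWAT and BAT. Each point is 1 gene and red points were called by edgeR; Rpl34 and the pseudogene below it were called in all 3 depots, and the point of Adh6b in BAT is an estimate from C6KO libraries with at most 3 counts.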

Differentially expressed gene lists in C6KO mice are provided as Table S1 (iWAT), Table S2 (eWAT) and Table S3 (BAT). These findings indicate that C6KO mitigates adipose tissue inflammation during HFD‐induced obesity. 

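Genes that moved in the same direction in all 3 depots were few by edgeR: 0 were higher (17 with an unadjusted p below 0.05 and a fold change of at least 1.5 in each depot) and 2 were lower, Rpl34 and Rpl34-ps1 (73 unadjusted). With the replicate block in BAT, Rpl34 was called (adjusted p = 0.000290) but Rpl34-ps1 was not (adjusted p = 0.144). DESeq2 called 6 genes higher in all depots, Acacb, Cyp2e1, Ehhadh, Net1, Pnpla2 and Sh3d21, and 27 lower. Among the 27 were the complement genes C1qa, C1qb and C1qc, the receptors Fcer1g, Fcgr1, Tlr1, Clec4a2, Cd72, Cd83, Slamf7 and Folr2, the leukocyte genes Ptprc, Cybb, Ms4a7, Fyb, Evi2, Evi2b, Stap1 and Tbxas1, the proliferation genes Mki67 and Top2a, and Casp6 with the nearby genes Rpl34, Rpl34-ps1, Adh6b and Mcub. Across the 13132 genes tested in all 3 depots, the log2 fold changes correlated at 0.514 between iWAT and eWAT, 0.493 between iWAT and BAT, and 0.254 between eWAT and BAT, a correlation across genes, which are not independent replicates. From its findings in these depots, the paper proposes that C6KO mitigates adipose tissue inflammation during HFD-induced obesity.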

Together, these results suggest that caspase‐6 plays a key role in regulating systemic insulin sensitivity and inflammatory responses. C6KO alleviates the activation of inflammatory pathways, thereby preserving insulin signaling and improving metabolic dysfunction during obesity.

### 2.4 Caspase‐6 Deletion Upregulates ATGL and Alters Systemic Lipid Homeostasis

As C6KO reduced adiposity and attenuated diet‐induced obesity, we analyzed the expression of genes involved in lipid metabolism and found a consistent upregulation of *Pnpla2* (gene symbol of ATGL) in different adipose depots of C6KO mice (Figure 3A). 

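Pnpla2, listed as NR_028142 on chromosome 7 of mm10 from 141455188 to 141460743, encodes ATGL, the lipase that starts the breakdown of stored triglycerides. In iWAT it had 2731 ± 266 CPM in WT and 4528 ± 731 in C6KO mice (SD, n = 3), a log2 fold change of 0.73 (standard error 0.178, adjusted p = 0.158 from edgeR's quasi-likelihood test). In eWAT it had 1019 ± 127 CPM in WT and 1759 ± 250 in C6KO, a log2 fold change of 0.79 (standard error 0.151, adjusted p = 0.0524). In BAT it had 2880 ± 168 CPM in WT and 4268 ± 229 in C6KO, a log2 fold change of 0.57 (standard error 0.167, adjusted p = 0.162), and 0.57 with the replicate block (adjusted p = 0.348). In each depot all 3 C6KO libraries were above all 3 WT libraries, but the adjusted p over all genes tested did not pass 0.05. With DESeq2, Pnpla2 was called in each depot, with adjusted p-values of 0.00175 in iWAT, 1.63e-05 in eWAT and 0.00283 in BAT. The effect of C6KO did not differ detectably between depots: the difference of the log2 fold changes was 0.23 between eWAT and BAT (standard error 0.223, adjusted p = 0.772), 0.17 between iWAT and BAT (adjusted p = 0.867) and -0.06 between iWAT and eWAT (adjusted p = 1), from an edgeR fit of all 18 libraries. Beside Pnpla2, a list of 18 adipocyte marker genes had median log2 fold changes of 0.35 in iWAT, 0.58 in eWAT and 0.06 in BAT.

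**Figure D4:**
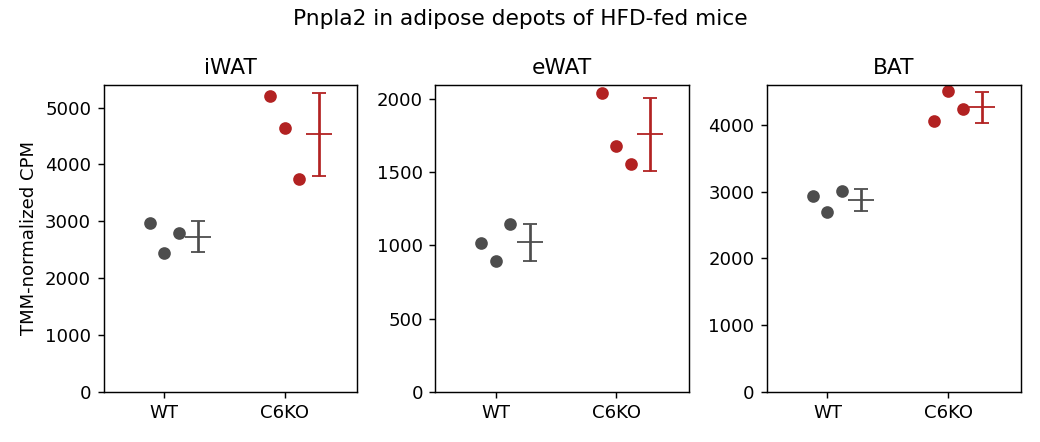
TMM-normalized CPM of Pnpla2 in iWAT, eWAT and BAT of HFD-fed mice. Each point is 1 library and the line and bar beside the points are the group mean and SD (n = 3); in each depot all C6KO points lie above all WT points.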

Western blot analysis confirmed significantly elevated ATGL protein levels in both eWAT and iWAT of C6KO mice compared to HFD‐fed WT mice (Figure 3B,C). Previous studies showed that HFD feeding reduce ATGL levels in adipose tissue [41]. Therefore, our results suggest that C6KO restores ATGL expression and improves lipid metabolism in HFD‐induced obesity. To further examine the role of caspase‐6 in regulating lipolysis, we isolated primary preadipocytes from white and brown adipose tissues of WT and C6KO mice. These preadipocytes were differentiated and treated with the β3‐adrenergic receptor agonist CL‐316,243 to stimulate lipolysis. Measurements of free glycerol and non‐esterified fatty acids (NEFAs) in the culture medium showed enhanced basal lipolysis in C6KO adipocytes, as evidenced by increased release of free glycerol and non‐esterified fatty acids (NEFAs) (Figure 3D–G). Interestingly, CL‐316,243‐stimulated lipolysis was increased in brown adipocytes from C6KO mice, but not in white adipocytes. Since CL‐316,243 activates the cyclic adenosine monophosphate (cAMP)‐protein kinase A (PKA) pathway, which in turn activates hormone sensitive lipase (HSL) to hydrolyze diacylglycerol (DAG) into fatty acids and monoacylglycerol (MAG), this observation suggests that enhanced lipolysis in brown adipocytes might depend on ATGL‐mediated DAG production, which provides the substrate for HSL to hydrolyze the second fatty acid. To further validate these findings, we performed in vivo lipolysis study, in which we injected WT and C6KO mice on chow diet or HFD with either PBS or 0.5 mg/kg CL‐316,243. CL‐316,243 induced lipolysis to increase serum glycerol and NEFAs in both chow diet and HFD‐fed mice. Interestingly, the results showed that C6KO increased basal levels of serum glycerol and NEFAs, and further enhanced CL‐316,243‐induced release of glycerol and NEFAs in HFD‐fed mice, but not in chow diet‐fed mice (Figure S7A).

**FIGURE 3:**
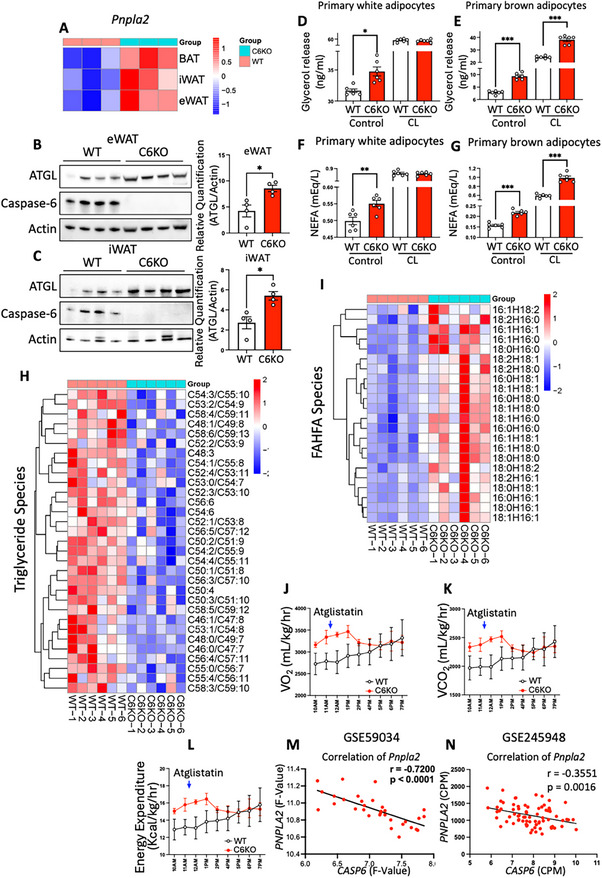
Caspase‐6 deletion upregulates ATGL and alters systemic lipid metabolism. WT and C6KO mice fed 60% HFD for 12 weeks. (A) Relative expression values (Z‐scaled log2 [TPM+1]) of ATGL (*Pnpla2*) in eWAT, iWAT, and BAT from RNA‐seq (n = 3). (B, C) Western blot and quantification of ATGL and caspase‐6 in eWAT (B) and iWAT (C). (n = 4) Two tailed unpaired Student's *t*‐test. (D‐G) Glycerol and NEFA release from white and brown adipocytes with/without CL‐316243 treatment (n = 6). Two tailed unpaired Student's *t*‐test. (H, I) Lipidomic analysis of triglyceride (H) and FAHFA (I) species in eWAT (n = 6). For each species: two tailed unpaired Student's *t*‐test. (J‐L) Indirect calorimetry on mice i.p. injected 800 µmol/kg Atglistatin (n = 3). Oxygen consumption rate (J), Carbon dioxide production (K), and energy expenditure (L). ANCOVA analysis with body weight as a covariate. (M, N) Pearson correlation between expression of *CASP6* and ATGL (*PNPLA2*) in human adipose tissue GSE59034 (M, n = 32) and GSE245948 (N, n = 76). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To validate the increase of ATGL activity in vivo, we performed lipidomics analysis on adipose tissues from HFD‐fed WT and C6KO mice. C6KO significantly reduced the levels of most triglyceride species (Figure 3H; Figure S7B‐F and Table S4). Notably, a previous study identified ATGL as a biosynthetic enzyme responsible for the production of FAHFAs, a class of lipids exhibiting metabolically beneficial effects. They were shown to attenuate inflammation and improve glucose metabolism via reducing proinflammatory cytokine production and enhancing GLP‐1 secretion [13, 14, 15, 16, 17, 18]. This connection between ATGL activity and FAHFAs highlights the potential role of caspase‐6 in modulating FAHFA levels through its regulation of ATGL. To investigate whether C6KO affects ATGL activity to regulate FAHFAs, we quantified FAHFA species in white adipose tissue from HFD‐fed WT and C6KO mice. The results showed a significant increase of FAHFAs in C6KO adipose tissue, further supporting enhanced ATGL activity in C6KO mice (Figure 3I; Figure S7G,H and Table S4). This increase of FAHFA may contribute to reduced inflammation and improved insulin sensitivity in HFD‐fed C6KO mice. Together, these data provide compelling evidence that caspase‐6 is a critical regulator of ATGL levels in adipose tissue.

To determine whether increased ATGL‐mediated lipolysis is responsible for the elevated energy expenditure in C6KO mice, we treated HFD‐fed WT and C6KO mice with Atglistatin, a selective ATGL inhibitor, and assessed energy expenditure by indirect calorimetry. ATGL inhibition reduced oxygen consumption rate and energy expenditure in C6KO mice and completely diminished the metabolic difference between C6KO mice and WT mice (Figure 3J–L; Figure S7I‐L). The results confirmed that the increased ATGL activity drives the elevated energy expenditure in C6KO mice during HFD feeding.

Our studies utilizing a transgenic mouse model suggest that caspase‐6 is a key regulator of ATGL activity in diet‐induced obesity. To evaluate the relevance of our findings in humans, we analyzed two independent human transcriptomic datasets. The first dataset (GSE59034) analyzes subcutaneous adipose tissues from non‐obese (n = 16, age(y): 45 ± 11; BMI(kg/m^2^): 25.2 ± 2.5; Glucose(mmol/L): 5.1 ± 0.4; insulin(mU/L): 4.6 ± 2.3) and obese (n = 16, age(y): 46 ± 11; BMI(kg/m^2^): 41.4 ± 4.4; Glucose(mmol/L): 5.7 ± 1.2; insulin(mU/L): 16.0 ± 10.3) human subjects [37]. Transcriptomic analysis revealed a significant negative correlation between *CASP6* and *PNPLA2* (ATGL) expression (Figure 3M), suggesting that lower *CASP6* expression is associated with higher *PNPLA2* expression. A second dataset (GSE245948), which included subcutaneous adipose tissue samples from 76 individuals (age(y): 52 (44‐57); BMI(kg/m^2^): 38.6 (34.6‐43.5); HOMA‐IR: 4.4 (3.1‐7.7)) with obesity and prediabetes [42], confirmed this negative correlation (Figure 3N). Collectively, these findings reinforce the conclusion that caspase‐6 negatively regulates ATGL levels in adipose tissues, with implications for both murine and human metabolic health.

### 2.5 Caspase‐6 Regulates Mitochondrial Function in Diet‐Induced Obesity

As C6KO increased lipolysis and energy expenditure in HFD‐fed mice, we examined if C6KO also affects mitochondrial function and thermogenesis. Gene expression analysis by qPCR showed that C6KO significantly upregulated *Ucp1* expression in white adipose tissues (Figure 4A,B), suggesting an elevation of thermogenesis in adipose tissues. To determine whether caspase‐6 affects mitochondria biogenesis and function, we examined the mRNA and protein levels of different complexes of mitochondrial respiratory chain (MRC). Primary mature adipocytes were isolated from white and brown adipose tissues of HFD‐fed WT and C6KO mice. Western blot analysis revealed that C6KO moderately increased MRC proteins, with significant upregulation of complex IV and V in white adipocytes (Figure 4C,D), and complex III, IV, and V in brown adipocytes (Figure 4C,E). QPCR analysis further revealed that C6KO upregulated expression of key MRC and mitochondrial biogenesis genes, including *Cox4i1* and *Ndufv1* in eWAT, *Atp5f1b*, *Ndufv1*, and *Ppargc1a* in iWAT (Figure S8A‐J). To assess whether this moderate increase in mitochondrial content translates to improved mitochondrial function, we performed Seahorse assays on differentiated primary preadipocytes isolated from white adipose tissue of WT and C6KO mice. C6KO adipocytes exhibited significantly enhanced basal respiration, maximal respiration, and spare respiratory capacity, with no change in non‐respiratory oxygen consumption when electron transport chain is completely inhibited (Figure 4F–J). These findings suggest that caspase‐6 deletion improves mitochondrial function in adipocytes, potentially contributing reduced adiposity in HFD‐fed mice.

**FIGURE 4:**
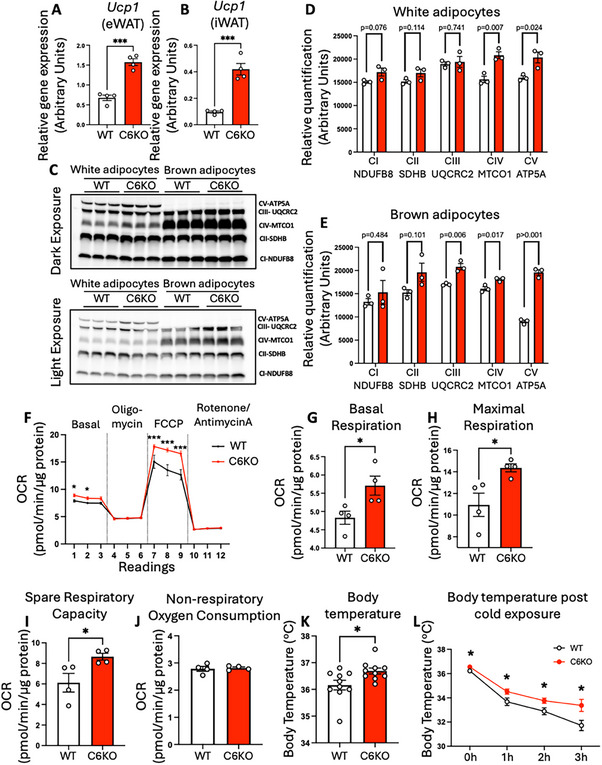
Caspase‐6 regulates mitochondrial function in diet‐induced obesity. WT and C6KO mice fed 60% HFD for 12 weeks. (A, B) *Ucp1* mRNA levels in eWAT (A) and iWAT (B) (n = 4). Two tailed unpaired Student's *t*‐test. (C) Immunoblot of OXPHOS complexes I‐V in white and brown adipocytes. (D, E) Quantification of mitochondrial complexes (n = 3). Two tailed unpaired Student's *t*‐test. (F) Seahorse assay on primary white adipocytes (n = 4). Two‐way ANOVA followed by Šídák's‐corrected *post hoc* test. (G‐J) Basal (G), maximal (H), spare respiratory capacity (I), and non‐respiratory oxygen consumption (J) from Seahorse assay (n = 4). Two tailed unpaired Student's *t*‐test. (K, L) Rectal temperature at ambient temperature (K) and after 4°C cold exposure (L) (n = 8‐10). Two tailed unpaired Student's *t*‐test for K; two‐way ANOVA followed by Šídák's‐corrected *post hoc* test for L. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To validate if improved mitochondrial function by C6KO enhances thermogenesis in vivo, we measured rectal temperatures in HFD‐fed WT and C6KO mice. C6KO mice exhibited significantly higher basal body temperature, indicating enhanced thermogenesis (Figure 4K). Additionally, during a cold tolerance test, C6KO mice maintained higher body temperatures compared to WT mice, further supporting enhanced thermogenic capability (Figure 4L). Indirect calorimetry also showed that HFD‐fed C6KO mice exhibited markedly increased oxygen consumption rate and energy expenditure during cold exposure (Figure S8K‐M), supporting that caspase‐6 deficiency enhanced cold‐induced thermogenesis. In contrast, the thermoneutral condition (30°C) that represses thermogenesis diminished the difference in oxygen consumption rate and energy expenditure in WT and C6KO mice (Figure S8N‐P). Collectively, these studies suggest that caspase‐6 deficiency enhances mitochondrial function and thermogenesis, contributing to improved metabolic outcomes in the context of HFD‐induced obesity.

### 2.6 Caspase‐6 Cleaves PPARγ and SP1 to Control ATGL Expression in Adipocytes

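A list of 81 PPAR signaling genes, written from gene symbols before the data were examined, was tested for an excess of genes called higher in C6KO mice, with a one-sided Fisher's exact test against all genes tested in the depot. In iWAT, 63 of the genes were tested, 45 had a higher estimate, and the median log2 fold change was 0.20. Called was 1 gene, Plin5, with a log2 fold change of 1.90 (standard error 0.177, adjusted p = 0.00823 from edgeR's quasi-likelihood test), which gave p = 0.00434 (Fisher's exact test). Plin5 was the only gene called higher in iWAT, so this p rests on 1 gene and cannot show an excess across the list. With the adjustment over the list alone, 5 genes passed. In eWAT, 66 were tested, 54 had a higher estimate, and the median was 0.31. Called were 4 genes (Fisher's exact test, p = 0.000433), with 16 over the list alone: Cyp4a10 (log2 fold change 2.67, adjusted p = 0.0468), Ehhadh (1.12, adjusted p = 0.0419), Plin1 (0.62, adjusted p = 0.0468) and Slc27a2, which had 2, 0 and 3 counts in WT and 18, 49 and 57 in C6KO and was at least 13.6-fold higher. Liver marker genes were higher in the same eWAT libraries, with a median log2 fold change of 2.12 over 18 genes. In BAT, 62 were tested, 40 had a higher estimate, and the median was 0.10. Called were 2 genes, Slc27a2 (1.59, adjusted p = 0.0168) and Ehhadh (1.42, adjusted p = 0.0282), with p = 0.00487 (Fisher's exact test) and 2 over the list alone, but 0 with the replicate block (5 with an unadjusted p below 0.05 without it). DESeq2 called 6 genes in iWAT, 16 in eWAT and 3 in BAT (one-sided Fisher's exact test, p = 0.000106, 5.78e-11 and 0.0298). limma's camera, run on the whole list, put it higher in each depot (adjusted p = 8.83e-06 in iWAT, 5.99e-15 in eWAT and 0.00367 in BAT). It was run at a fixed inter-gene correlation of 0.01, which was not estimated for this list. Adipocyte marker genes had median log2 fold changes of 0.35 in iWAT, 0.58 in eWAT and 0.06 in BAT. A larger share of adipocyte RNA is therefore not excluded as a source of the shift. With all 18 libraries in one fit, 0 were called in eWAT and 1 in BAT.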

To understand how caspase‐6 regulates adipose biology, particularly ATGL expression, we performed KEGG pathway analysis of RNAseq data from WT and C6KO mice and found a consistent upregulation of PPAR signaling pathway across all three adipose depots (Figure S9A‐C). PPARγ is a critical transcriptional regulator of adipocyte function and metabolic homeostasis [21]. The cleavage of PPARγ leads to its degradation, thus reducing PPARγ protein levels in adipocytes [43]. Moreover, previous study showed that PPARγ and its cofactor SP1 coordinately control *Pnpla2* expression in adipocytes [23]. In our study, we found that HFD feeding reduces PPARγ and its cofactor SP1 in different fat depots (Figure S9D‐F). To determine if PPARγ is a substrate of caspase‐6 and mediates the regulation of ATGL, we first examined the mRNA and protein levels of PPARγ in adipose tissues of HFD‐fed WT and C6KO mice. The results showed that C6KO significantly increased both PPARγ and ATGL proteins in adipose tissues of HFD‐fed mice, without affecting PPARγ mRNA levels (Figure 5A,B; Figure S9G,H). To uncover how caspase‐6 regulates PPARγ, we performed an in vitro cleavage assay [3] using recombinant PPARγ and active caspase‐6 and found that caspase‐6 directly cleaved PPARγ, generating truncated protein fragments (Figure 5C), which could be degraded in cells and in vivo. To confirm the regulatory role of PPARγ on *Pnpla2* expression, we treated 3T3‐L1 adipocytes with T0070907 (a potent PPARγ antagonist), or Rosiglitazone (a PPARγ agonist). The results confirmed that PPARγ inhibition significantly reduced both mRNA and protein levels of ATGL (Figure S9I,J). Conversely, Rosiglitazone significantly upregulated ATGL mRNA and protein levels (Figure S9K,L). These results confirmed that PPARγ directly regulates *Pnpla2* (ATGL) expression in adipocytes. Furthermore, these results suggest that caspase‐6 regulates PPARγ protein levels to modulate the expression of PPARγ target genes, including *Pnpla2*. To investigate the role of caspase activation in PPARγ regulation, we treated 3T3‐L1 adipocytes with low dose cycloheximide (CHX) and TNFα, with or without caspase inhibitor Emricasan. Activation of caspase‐6 reduced both PPARγ and ATGL levels, while this effect was attenuated by Emricasan (Figure 5D). To further validate that caspase‐6 deficiency increases PPARγ activity in adipose tissue, we compared the effects of C6KO and PPARγ activation by analyzing the gene expression profiles in adipose tissues from WT/C6KO mice and HFD‐fed mice treated with the PPARγ agonist rosiglitazone (GSM2420483). Interestingly, this analysis revealed 47 overlapping upregulated genes including multiple canonical PPARγ target genes. 

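The 47 genes that the paper lists were all tested here in each depot, and the rosiglitazone profiles were not analysed here. The list holds genes that the paper found higher in C6KO mice, so a higher estimate and groups without overlap come with the selection in the depot it was drawn from, which the paper does not name. In iWAT, all 47 had a higher estimate in C6KO mice, with a median log2 fold change of 0.83 (range 0.55 to 1.90), and the groups did not overlap for 46, with Slc22a23 the exception. Over all genes tested, edgeR's quasi-likelihood test called 1 of them, Plin5, while 42 passed with the adjustment over the list alone and DESeq2 called 41. In eWAT, 46 had a higher estimate, with a median of 0.71, and 36 had no overlap. Called in eWAT were 5, Ehhadh, Pdk2, A530053G22Rik, Adig and Acer2, with 26 over the list alone and 20 by DESeq2. In BAT, 41 had a higher estimate, with a median of 0.41, and 18 had no overlap. Called in BAT was 1, Ehhadh, with 2 over the list alone, 4 by DESeq2 and 0 with the replicate block (6 with an unadjusted p below 0.05 without it).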

Notably, *Pnpla2* (ATGL) was among the commonly upregulated genes (Figure S9M). This finding further supports the notion that caspase‐6 deficiency enhances PPARγ‐induced gene transcription that contributes to the improved metabolic phenotypes. Overall, these data provide compelling evidence that caspase‐6 directly cleaves PPARγ, thereby reducing ATGL expression and impairing lipolytic function and adipose tissue metabolism.

**FIGURE 5:**
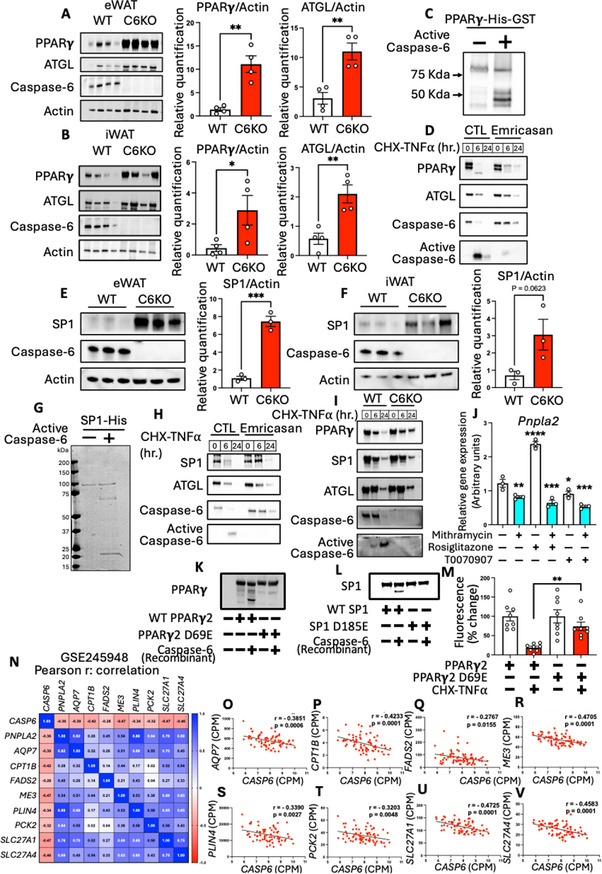
Caspase‐6 cleaves PPARγ and SP1 to control ATGL expression in adipocytes. (A, B) Immunoblot of PPARγ and ATGL proteins in eWAT (A) and iWAT (B) of WT and C6KO mice fed 60% HFD for 12 weeks (n = 4). Two tailed unpaired Student's *t*‐test. (C) In vitro cleavage of recombinant PPARγ by active caspase‐6. Immunoblot of PPARγ. (D) Immunoblot of lysates from 3T3‐L1 adipocytes treated with cycloheximide (5 µg/ml) and TNFα (25 ng/ml) for indicated time with or without pretreatment of Emricasan (50 µg/ml) for 1 hr. (E, F) Immunoblot SP1 protein in eWAT (E) and iWAT (F) of WT and C6KO mice fed HFD for 12 weeks (n = 3). Two tailed unpaired Student's *t*‐test. (G) In vitro cleavage of recombinant SP1 by active caspase‐6. Coomassie blue staining of gel. (H) Immunoblot of lysates from 3T3‐L1 adipocytes treated with cycloheximide (CHX, 5 µg/ml) and TNFα (25 ng/ml) for indicated time with or without pretreatment of Emricasan (50 µg/ml) for 1 hr. (I) Immunoblot of lysates from ex vivo cultured eWAT from WT or C6KO, treated with CHX (15 µg/ml) and TNFα (75 ng/ml) for indicated time. (J) Pnpla2 expression in 3T3‐L1 adipocytes treated with Rosiglitazone (5µM) or T0070907 (100 nM) in the presence or absence of Mithramycin (10 µM) for 6 h (n = 3). Two tailed unpaired Student's *t*‐test. (K) In vitro cleavage of WT and mutant (D69E) PPARγ2 expressed in HEK293T by recombinant active caspase‐6. (L) In vitro cleavage of WT and mutant (D185E) SP1 expressed in HEK293T by recombinant active caspase‐6. (M) PPARγ activity reporter assay in HEK293T cell expressing PPRE‐H2B‐eGFP along with WT PPARγ or PPARγ D69E mutant in the absence or presence of CHX‐TNFα treatment (n = 8). Two tailed unpaired Student's *t*‐test. (N‐V) Pearson correlation between *CASP6* and PPARγ target genes in human adipose tissues (GSE245948): Correlation matrix (N), *AQP7* (O), *CPT1B* (P), *FADS2* (Q), *ME3* (R), *PLIN4* (S), *PCK2* (T), *SLC27A1* (U), and *SLC27A4* (V). (n = 76). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Functioning as a cofactor of PPARγ, SP1 also regulates the expression of *Pnpla2* [23]. Interestingly, we found that C6KO significantly increased SP1 protein levels in both eWAT and iWAT of HFD‐fed mice, without altering its mRNA levels (Figure 5E,F; Figure S9N,O). This observation led us to examine if SP1 is a direct substrate of caspase‐6. In an in vitro cleavage assay using recombinant SP1 and active caspase‐6, we observed that SP1 was cleaved into two fragments, confirming it as a caspase‐6 substrate (Figure 5G). To further investigate the role of caspase‐6 activation in SP1 regulation, we treated 3T3‐L1 cells with CHX and TNFα, in the absence or presence of Emricasan. Caspase‐6 activation reduced SP1 and ATGL levels, and the effect is attenuated by Emricasan (Figure 5H). Considering that Emricasan acts as a pan caspase inhibitor, to confirm the specific role of caspase‐6 in regulating PPARγ and SP1 proteins, we performed an *ex vivo* experiment, in which adipose tissue from WT and C6KO mice was isolated and subjected to TNFα and CHX treatment. The results showed that caspase‐6 KO attenuated TNFα and CHX‐induced reduction of PPARγ and SP1, indicating a specific role of caspase‐6 in mediating proteolytic degradation of PPARγ and SP1. (Figure 5I). These findings supported that caspase‐6 directly regulates PPARγ and SP1 levels. Furthermore, we examined if SP1 is required for PPARγ‐mediated induction of *Pnpla2* expression. 3T3‐L1 adipocytes were treated with Rosiglitazone (PPARγ agonist) or T0070907 (antagonist), with or without the SP1 inhibitor mithramycin. Mithramycin downregulated basal *Pnpla2* expression and completely abrogated its induction by Rosiglitazone. Although T0070907 alone already reduced the expression of *Pnpla2*, co‐treatment with mithramycin produced an additive inhibitory effect (Figure 5J). These findings supported that PPARγ and SP1 act synergistically to regulate *Pnpla2* expression in adipocytes. Together, these data indicate that caspase‐6 cleaves PPARγ and SP1 to modulate the expression of ATGL in adipocytes.

PPARγ1 and PPARγ2 are alternative transcription and splicing products of *Pparg* gene. PPARγ2 contains 30 additional amino acid at the N‐terminus, while the remaining sequence is completely identical between PPARγ1 and PPARγ2, including all potential caspase‐6 substrate motif. Previous studies showed that PPARγ2 is predominantly expressed in adipocytes and plays a critical in metabolic regulation [44, 45]. To further understand caspase‐6‐mediated cleavage of PPARγ and SP1, we performed in silico analysis to identify caspase‐6 cleavage sites by comparing amino acid sequences of PPARγ2 and SP1 with caspase‐6 substrate motif. The analysis identified 5 potential caspase‐6 cleavage sites on PPARγ2 and 2 potential sites on SP1 (Figure S9P). Next, we conducted site‐directed mutagenesis to introduce Asp(D) to Glu(E) mutation at the potential caspase‐6 cleavage sites in PPARγ2 and SP1. The D to E mutation makes the substrate uncleavable while maintaining the negatively charged side chain. Wildtype (WT) and mutants of PPARγ and SP1 were expressed in HEK293T cells. Cell lysates were used for in vitro cleavage assay by recombinant active caspase‐6. The results revealed that caspase‐6 cleaves PPARγ2 at Asp^69^ (equivalent to PPARγ1 Asp^39^) and SP1 at Asp^185^ (Figure 5K,L). To further validate the impact of caspase‐6‐mediated cleavage on PPARγ activity, we adopted a PPARγ activity reporter assay using HEK293T cells expressing the PPRE(PPARγ response element)‐H2B‐eGFP (addgene #84393) [46]. These cells were transfected with either WT PPARγ2 or the non‐cleavable PPARγ2 D69E mutant. Following transfection, cells were subjected to CHX‐TNFα treatment for 8 h, and GFP fluorescence intensity was quantified (Figure 5M). After CHX‐TNFα treatment, cells expressing WT PPARγ2 exhibited a marked reduction in GFP fluorescence, indicating diminished PPARγ activity upon cleavage. In contrast, cells expressing the PPARγ2 D69E mutant were able to maintain fluorescence intensity even after CHX‐TNFα treatment. This observation confirms that the D69E mutation prevents caspase‐6‐mediated PPARγ cleavage and subsequent loss of PPARγ activity. These results provide strong evidence that caspase‐6 cleaves PPARγ2 Asp^69^ to regulate its activity.

To uncover the fate of cleaved PPARγ fragment, we pretreated 3T3‐L1 adipocytes with the proteasome inhibitor MG132 to block proteasomal degradation, then treated them with CHX‐TNFα. Inhibition of proteasome resulted in the stabilization and accumulation of cleaved PPARγ fragment. Interestingly, MG132 also attenuated the cleavage of PPARγ, possibly due to the accumulation of truncated PPARγ fragment (Figure S9Q). These findings indicate that the cleaved product is targeted for proteasomal degradation. Moreover, to further confirm the role of caspase‐6 in the cleavage of PPARγ and SP1, as well as its impact on ATGL expression, we overexpressed Myc‐caspase‐6 in 3T3‐L1 adipocytes. Upon CHX‐TNFα treatment, adipocytes overexpressing caspase‐6 showed enhanced cleavage and loss of both PPARγ and SP1, accompanied by a concomitant reduction in ATGL levels (Figure S9R). Taken together, our data support that caspase‐6 cleaves both PPARγ and SP1 to inhibit *Pnpla2* expression in adipocytes. This regulation underscores a novel mechanism by which proteolytic regulation intersects with transcriptional control in adipose tissue.

To determine the human relevance of this mechanism, we analyzed those two independent transcriptomic datasets from human adipose tissues. In the first dataset (GSE245948), which includes subcutaneous adipose tissue samples from 76 individuals with obesity and prediabetes, correlation analysis revealed a strong negative association between *CASP6* and multiple PPARγ target genes, as illustrated in the correlation matrix (Figure 5N). Further statistical analysis confirmed significantly negative correlations between caspase‐6 and PPARγ target genes, such as *AQP7, ME3, PLIN4, etc* (Figure 5O–V). Consistent results were observed in the second dataset (GSE59034), which includes subcutaneous adipose tissue of non‐obese and obese patients. The analysis of this dataset confirmed a strong negative correlation between *CASP6* and PPARγ target genes (Figure S9S‐AA). Collectively, these results support our hypothesis that caspase‐6 negatively regulates PPARγ signaling in adipose tissue, thereby downregulating ATGL levels.

### 2.7 Adipocyte‐Specific Caspase‐6 Knockout Protects Against Diet‐Induced Obesity and Insulin Resistance

In this study, we have shown that global caspase‐6 knockout attenuates HFD‐induced obesity and insulin resistance. To confirm that these protective effects attribute to the loss of caspase‐6 in adipocytes, we generated adipocyte‐specific caspase‐6 knockout (ACKO) mice. Caspase‐6 flox (Flox) mice were created by flanking Exon 5 of the *Casp6* gene with LoxP sites and were then crossed with adiponectin‐Cre^ERT2^ mice, which express tamoxifen‐inducible Cre recombinase under the control of the adiponectin promoter (Figure 6A). Following tamoxifen injection, we confirmed successful deletion of caspase‐6 in eWAT, iWAT, and BAT, but not in the liver (Figure 6B). Under chow diet condition, ACKO and Flox mice showed comparable body weights and adipose tissue masses (eWAT, iWAT, BAT) (Figure S10A‐D). Fasting glucose levels, GTT and ITT showed no differences in glucose metabolism or insulin sensitivity between the two groups (Figure S10E‐G). Indirect calorimetry analysis also showed no significant differences in oxygen consumption rate, energy expenditure, respiratory exchange rate, food intake, or physical activity (Figure S10H‐M). These findings suggest that adipocyte‐specific deletion of caspase‐6 does not alter glucose or energy metabolism under normal chow diet feeding.

**FIGURE 6:**
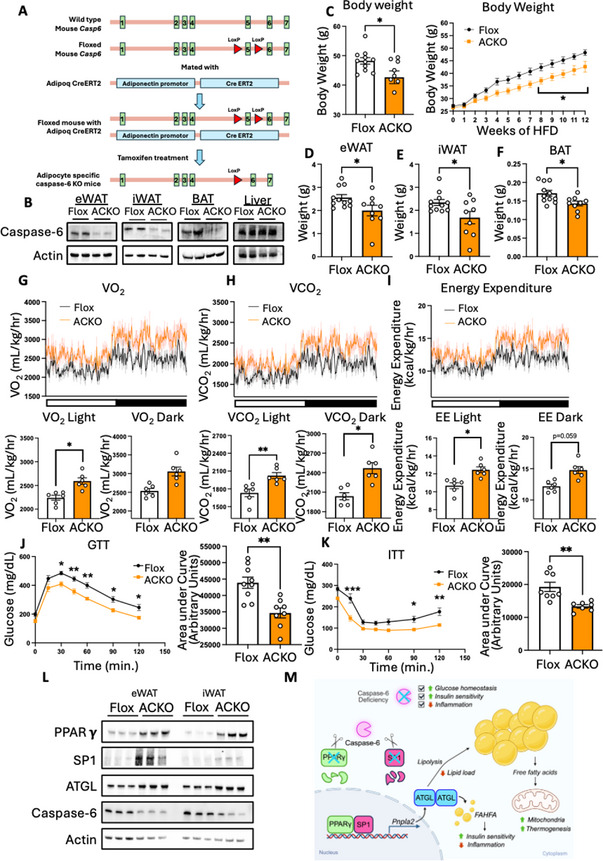
Adipocyte‐specific caspase‐6 knockout protects against diet‐induced obesity and insulin resistance. Flox and adipocyte‐specific caspase‐6 knockout (ACKO) mice fed 60% HFD for 12 weeks. (A) Schematic diagram of generating Casp6 flox (Flox) mice and adipocyte‐specific Casp6 knockout (ACKO) mice. (B) Immunoblot of caspase‐6 protein in adipose tissues and livers. (C) Body weight (n = 9‐11). (D‐F) Tissue weights (n = 9‐11): eWAT (D), iWAT (E), BAT (F). Two tailed unpaired Student's *t*‐test. (G–I) Indirect calorimetry (n = 6): oxygen consumption rate (G), carbon dioxide production (H), and energy expenditure (I). ANCOVA analysis with body weight as a covariate. (J, K) GTT (J, n = 9‐10) and ITT (K, n = 8‐9) with AUC quantification. GTT/ITT: two‐way ANOVA followed by Šídák's‐corrected *post hoc* test. (L) Immunoblots for the expression levels of PPARγ, SP1 and ATGL in eWAT and iWAT of Flox and ACKO mice fed HFD for 12 weeks. (M) Graphical summary. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

However, under HFD feeding, ACKO mice exhibited significantly lower body weight and reduced eWAT, iWAT, and BAT mass compared to Flox mice (Figure 6C–F). Indirect calorimetry analysis revealed that adipocyte‐specific caspase‐6 knockout significantly increased oxygen consumption rate and energy expenditure, without altering respiratory exchange rate, food intake, or activity (Figure 6G–I; Figure S10N‐P). These data confirmed that adipocyte‐specific caspase‐6 knockout increases energy expenditure and protects against diet‐induced obesity, recapitulating the phenotype observed in whole body caspase‐6 knockout mice. Next, we examined if ACKO also improves glucose metabolism and insulin sensitivity, we performed GTT and ITT in HFD‐fed mice. While fasting blood glucose was moderately lower in ACKO mice, adipocyte‐specific caspase‐6 knockout resulted in significantly improved glucose tolerance and insulin sensitivity in HFD‐fed mice (Figure 6J,K). Furthermore, consistent with our observation in C6KO mice, PPARγ, SP1, and ATGL levels were markedly increased in both eWAT and iWAT of HFD‐fed ACKO mice, compared to the Flox mice. (Figure 6L). Taken together, our studies showed that adipocyte‐specific caspase‐6 knockout attenuates HFD‐induced obesity and insulin resistance, mirroring the effects observed in whole body caspase‐6 knockout mice. These results highlight a critical role of adipocyte caspase‐6 in modulating systemic metabolic homeostasis under conditions of HFD feeding.

## 3 Discussion

Our previous study established caspase‐6 as a mediator of hepatocellular death and liver injury in MASH [3], suggesting its involvement in metabolic diseases. In this study, we found that caspase‐6 is induced in adipose tissue during HFD‐induced obesity and plays a crucial role in regulating energy and lipid metabolism. Both whole body and adipocyte‐specific caspase‐6 knockout attenuate diet‐induced obesity by increasing lipolysis and energy expenditure. Transcriptomic analysis revealed that caspase‐6 deficiency upregulated the expression of *Pnpla2* (ATGL), a key lipase in adipose tissues. Mechanistic studies revealed that caspase‐6 directly cleaves PPARγ and SP1, two transcription factors that control *Pnpla2* expression. Lipidomic analysis confirmed increased ATGL activity in C6KO mice, evidenced by reduced triglyceride accumulation in adipose tissue. Pharmacological inhibition of ATGL with Atglistatin attenuated the metabolic benefits of caspase‐6 deficiency, validating that enhanced ATGL activity drives the observed increase in energy expenditure. In addition to its established role in triglyceride hydrolysis, ATGL was recently shown to catalyze the synthesis of FAHFAs via its transacylase activity [13, 14, 15, 16, 17, 18]. Our lipidomics study showed that FAHFA species were significantly increased in adipose tissue of C6KO mice, further explaining the beneficial metabolic phenotype associated with caspase‐6 deficiency. Collectively, our study revealed a new Casp6‐PPARγ/SP1‐ATGL axis that governs lipid mobilization and energy balance in the context of diet‐induced obesity (Figure 6M), positioning caspase‐6 as a potential therapeutic target for metabolic disorders.

ATGL is a rate limiting enzyme for the hydrolysis of triglycerides [11, 12, 47, 48]. Studies have shown that adipocyte specific overexpression of ATGL decreases adipocyte triglycerides content and attenuates diet induced obesity [11]. In contrast, ATGL deficient mice exhibit increased fat mass and ectopic deposition of triglycerides, impaired cold adaptation, and cardiac myopathy as a result of excessive lipid accumulation [49]. In humans, ATGL mutations are associated with Neutral lipid storage disease (NSLD) with myopathy [50]. Additionally, ClinVar identifies at least 55 mutations in *Pnpla2* (ATGL) to be pathogenic due to the disruption of lipid metabolism [51]. These clinical and preclinical data align with our findings, reinforcing that enhanced ATGL expression driven by caspase‐6 deficiency improves metabolic health.

The transcriptional regulation of ATGL is a complex process involving multiple factors [52, 53, 54]. Notably, transcription factors PPARγ and SP1 have been identified as key regulators [23, 54]. Systemic PPARγ deletion causes severe type 2 diabetes, characterized by hyperglycemia and hyperinsulinemia [55]. Furthermore, adipocyte‐specific knockout of PPARγ leads to insulin resistance [56]. In contrast, activation of PPARγ by thiazolidinediones enhances insulin sensitivity and protects against inflammation and obesity associated metabolic diseases [57, 58]. Human studies revealed that adipose tissue PPARγ levels were positively associated with weight loss after sleeve gastrectomy [59]. Dominant negative mutations in human PPARγ are associated with severe insulin resistance, diabetes mellitus as well as hypertension [60]. Additionally, loss‐of‐function mutations in *PPARG* result in familial partial lipodystrophy type 3 (FPLD3) and are frequently associated with profound metabolic derangements in affected individuals [61]. These findings highlighted the critical roles of PPARγ in regulating glucose and lipid metabolism. In a previous study, Roy et al. demonstrated coordinated transcriptional control of adipocyte ATGL expression by PPARγ and SP1 [23]. Our study discovered the intricate interplay between caspase‐6 and transcription factors PPARγ and SP1. We found that caspase‐6 reduces PPARγ and SP1 levels via direct proteolytic cleavage, thus suppressing *Pnpla2* expression. Previous studies reported that, in cultured 3T3‐L1, caspase‐1, ‐3, ‐6, and ‐8 could contribute to the cleavage and degradation of PPARγ [43, 62]. Here, by combining new transgenic mouse models with in vitro cleavage assay using recombinant proteins, we show that caspase‐6 plays a predominant role in the cleavage and degradation of both PPARγ and SP1, thus regulating *Pnpla2* expression, in adipose tissues of HFD‐fed mice. HFD feeding downregulates ATGL in adipose tissues [41]. Our findings further show that caspase‐6 mediates this effect via reducing both PPARγ and SP1 in adipose tissues in diet‐induced obesity. Caspase‐6 knockout restores PPARγ, SP1, and ATGL levels, which are essential for maintaining metabolic homeostasis.

While PPARγ is required for the differentiation and lipid accumulation in preadipocytes, its activation induces beiging of white adipocytes to promote energy expenditure in HFD‐fed mice [26, 27, 28, 29, 30]. In our study, we observed a moderate increase of mitochondrial content and an elevation of mitochondrial function in adipocytes and adipose tissues of caspase‐6 knockout mice during HFD feeding. Two mechanisms could lead to this effect. First, activation of PPARγ is known to induce mitochondrial biogenesis by regulating PPARγ coactivation 1 alpha (PGC1α), the key transcription factor inducing mitochondrial biogenesis [63, 64, 65]. Second, previous studies demonstrated that fatty acids, particularly long chain fatty acids, released during lipolysis activate UCP1 to induce thermogenesis [66, 67]. In our study, the increased ATGL activity enhances fatty acid release from triglycerides, which could stimulate mitochondrial respiration and thermogenesis. It is possible that the moderate increase of mitochondrial function could be a collective effect from both mechanisms and act downstream of the increased lipolysis to enhance energy expenditure.

Interestingly, our study found that whole‐body knockout of caspase‐6 does not enhance adipogenesis like TZDs, despite stabilizing and increasing PPARγ protein. To understand why increased PPARγ protein does not recapitulate the strong adipogenic response seen with TZDs, it is important to consider how PPARγ activation is regulated. TZDs are synthetic PPARγ agonists that are substantially more potent than most endogenous ligands. Rosiglitazone has an EC50 of ∼60 nM and robustly induces differentiation of pluripotent C3H10T1/2 stem cell into adipocytes in vitro. In the absence of pharmacological activation, PPARγ activity in preadipocytes is determined by PPARγ protein abundance and the availability/activity of endogenous ligands. Also, the function of PPARγ is regulated by covalent modification and its interactions with other co‐factors. A previous study by Qiang et al. uncovered that SirT1‐mediated deacetylation activates PPARγ and induces its interaction with PRDM16, thus promoting browning/beiging of white adipocyte without affecting adipogenesis [29], highlighting the complexity of PPARγ regulation. In our study, although caspase‐6 deletion mitigates HFD‐induced reductions in PPARγ protein and enhances ATGL‐mediated lipolysis and energy expenditure, it does not appear to promote adipogenesis. This is possibly due to the increase of SP1, which acts as a cofactor of PPARγ. Prior work showed that SP1 attenuates PPARγ‐induced ATGL expression in preadipocytes, but is required for PPARγ‐induced ATGL expression in mature adipocytes [23] (Figure 5J), suggesting a complex interplay between PPARγ and SP1. Overall, our findings suggest that caspase‐6 may represent an attractive therapeutic target for obesity and related metabolic disorders, as it enhances PPARγ‐induced ATGL expression and energy expenditure without promoting adipose tissue expansion.

Protease‐mediated proteolytic cleavage and subsequent degradation represent a widely adopted strategy to regulate the activity of nuclear receptors. Multiple nuclear receptors have been reported to be regulated by proteolytic cleavage. It was shown that caspase‐1 cleaves glucocorticoid receptor (GR) to induce its degradation, resulting in glucocorticoid resistance in leukemia cells [68]. Cathepsin L was reported to cleave retinoid X receptor alpha (RXRα) to impair thyroid hormone response in hepatocytes, as RXRα functions as a cofactor of thyroid hormone receptor [69]. Calpain cleaves androgen receptor (AR) to mediate calcium‐induced AR breakdown in LNCaP prostate cancer cells [70]. Estrogen receptor (ER) and progesterone receptor (PR) were also reported to be cleaved by calpain [71, 72]. Extending this concept beyond prior cell‐based studies, our study using new transgenic mice and diet‐induced obesity models demonstrates the physiological relevance and functional impact of caspase‐6‐mediated PPARγ cleavage, establishing proteolytic regulation as a previously underappreciated yet fundamental mechanism governing nuclear receptor activity in vivo.

In summary, our studies reveal a novel Casp6‐PPARγ/SP1‐ATGL axis regulating lipid and energy homeostasis, shedding new light on the molecular mechanisms underlying metabolic dysfunction during diet‐induced obesity. We uncovered PPARγ and SP1 as direct substrates of caspase‐6, linking a classical cell death effector to metabolic regulation. Notably, transcriptomic data from human adipose tissues validated the inverse correlations between caspase‐6, and the PPARγ‐ATGL pathways, reinforcing the translational relevance of our findings. Given our prior demonstration that caspase‐6 inhibition improves liver injury and fibrosis in MASH [3], our study suggests that targeting caspase‐6 could provide a unified therapeutic strategy to treat obesity, insulin resistance, and MASH simultaneously.

Future Perspective: Our study utilized transcriptomic analyses across multiple adipose depots to identify pathways/targets regulated by caspase‐6 deficiency. However, to fully understand the functions of caspase‐6 at the molecular level, a comprehensive and unbiased proteomic approach will be needed to define the full spectrum of caspase‐6 targets. Such proteomic profiling represents an important future direction that could further expand the molecular mechanisms uncovered in the present study.

## 4 Experimental Section

### 4.1 Animals

All animal experiments were conducted in accordance with institutional guidelines and were approved by the Institutional Animal Care and Use Committee of University of Texas Health science Center San Antonio (Approved protocol number: 20200115AR). Mice were housed under controlled conditions with an ambient temperature and a 12‐hour light/dark cycle with ad‐libitum access to food and water. All mouse models used in the study were on C57BL/6J background, including newly generated Caspase‐6 Flox mouse, which were backcrossed with C57BL/6J mice for at least 8 generations. Male mice were used for mouse models, while female mice were used for the isolation of primary cells or tissues for in vitro and *ex vivo* studies. For mice of different genotypes/groups, littermates and cagemates were used for experimental cohorts. Pups were randomly assigned to separate cages at weaning without genotype information. Entire cages were used for experiments. Diet feeding was initiated in mice between 10 and 14 weeks of age, with most studies starting at approximately 12 weeks. All phenotypic studies were performed in a blinded manner. Chow Diet vs. HFD‐fed mice: 12‐week‐old C57BL/6J mice were fed with either chow diet or 60% high fat diet (HFD) (Research diet #D12492). After 12 weeks of feeding, the mice were fasted 10 hrs before being euthanized with carbon dioxide. Epididymal adipose tissue, inguinal adipose tissue, brown adipose tissue, and liver were weighted, and snap‐frozen for analysis. Caspase‐6 KO mice: Caspase‐6 KO mice were obtained from The Jackson Laboratory (Stock# 006236). WT and Caspase‐6 KO mice were generated by breeding heterozygous mice to heterozygous mice. Flox and adipocyte‐specific caspase‐6 KO mice: Caspase‐6 Flox mice were generated by Ingenious Targeting Laboratory. Exon 5 of *Casp6* gene was flanked by two LoxP sites in Flox mice. To generate adipocyte‐specific caspase‐6 knockout mice, Flox mice were bred with C57BL/6‐Tg(Adipoq‐iCre/ERT2)1Soff/J mice (Strain# 025124, The Jackson laboratory). 12‐week‐old both Flox and ACKO were injected with 1 mg tamoxifen dissolved in corn oil (i.p.) for 5 consecutive days. One week after injection, both Flox and ACKO mice were fed a chow diet or 60% high‐fat diet for 12 weeks. At the conclusion of the study, mice were fasted 10 hrs, euthanized with carbon dioxide and then sacrificed for blood and tissue collection. Body composition analysis: Body composition analysis was performed with EchoMRI 3‐in‐1 system (Echo Medical Systems Ltd.).

### 4.2 Insulin Tolerance Test

Mice were fed chow diet or 60% HFD for 12 weeks, and fasted for 3 h before performing insulin tolerance test (ITT). After basal blood glucose levels were measured from tail‐vein blood, mice were intraperitoneally injected Humulin R at a dose of 0.75 IU/kg (chow diet‐fed mice) or 1 IU/kg (HFD‐fed mice). Blood glucose levels were subsequently measured at 15, 30, 45, 60, 90, and 120 min post‐injection using an EasyTouch blood glucose meter.

### 4.3 Glucose Tolerance Test

Mice were fed chow diet or 60% HFD for 12 weeks, and fasted for 10 hrs before performing glucose tolerance test (GTT). Fasting blood glucose levels were measured from tail‐vein blood. Mice were then intraperitoneally injected glucose at a dose of 2 g/kg (chow diet‐fed mice) or 1.2 g/kg (HFD‐fed mice). Blood glucose levels were then measured at 15, 30, 45, 60, 90, and 120 min post‐injection using an EasyTouch blood glucose meter.

### 4.4 Indirect Calorimetry

Promethion Core Behavioral System for Mouse (Sable Systems International) was used for indirect calorimetry study. Each mouse was singly housed under ambient temperature with free access to food and water. Mice were acclimatized to the environment for two days before data collection. Data were recorded to analyze oxygen consumption rate (VO_2_), carbon dioxide production rate (VCO_2_), energy expenditure, respiratory exchange rate (RER), physical activity, and food consumption. ANCOVA (body weight as a covariate) was used to assess the difference between the groups in VO_2_, VCO_2_, and energy expenditure.

### 4.5 Caspase‐6 Activity Measurement

Abcam Caspase‐6 Assay Kit (Cat No. ab39709) was used to measure the activity of caspase‐6 in adipose tissue following manufacturer's instructions.

### 4.6 Cell Culture

3T3‐L1 preadipocytes and isolated mouse primary preadipocytes were used in this study. 3T3‐L1 preadipocytes (originally from Howard Green Lab) were cultured in DMEM supplemented with 10% newborn calf serum. Cells were seeded in cell culture plates and grown until full confluence. Upon confluence, the medium was replaced with DMEM supplemented with 10% fetal bovine serum. For adipocyte differentiation, cells were induced with 0.5 mM IBMX, 250 nM dexamethasone, and 1 µg/ml insulin for 4 days. The medium was then replaced with 10% fetal bovine serum DMEM with 1 µg/ml insulin for 2–3 days to achieve full differentiation into mature adipocytes. Mouse primary preadipocytes were isolated from inguinal adipose tissue or brown adipose tissue. Tissues were collected, minced in a sterile petri dish, and digested with 2 mg/ml collagenase at 37°C. The digestion was stopped by adding fetal bovine serum. The cell suspension was then passed through a 100 µm cell strainer, and the flow‐through was washed twice with sterile phosphate‐buffered saline (PBS). Mouse primary preadipocytes were differentiated into mature adipocytes following the same protocol as 3T3‐L1 preadipocyte differentiation with the addition of 1 µM rosiglitazone.

### 4.7 Protein Isolation and Western Blotting

Cells were briefly washed with cold PBS and collected in cell lysis buffer (G‐Bioscience #786‐180) supplemented with a protease inhibitor cocktail (Roche #11836170001). The protein samples were then resolved on Bio‐Rad precast gels and transferred to an activated PVDF membrane. The membrane was blocked with 5% skimmed milk powder for 1 h before incubation with the primary antibody in a 2% BSA solution. This was followed by incubation with the secondary antibody. The membranes were developed using a chemiluminescence reagent (Millipore Sigma, WBKLS0500). The list of antibodies used is as follows, all the primary antibodies were diluted 1:1000 for use in western blotting.

Caspase‐6 Cell signaling technology#9762
Active caspase‐6 Cell signaling technology#9761
ATGL Cell signaling technology#2138
Beta actin Life Technologies#MA5‐32540
PPARγ Santa Cruz Biotechnology#Sc‐7273
SP1 Santa Cruz Biotechnology#Sc‐17824
OXPHOS Rodent WB cocktailThermo Fisher Scientific #45‐8099

### 4.8 RNA Isolation and Realtime qPCR

RNA was isolated from either cultured cells or animal tissues. For cultured cells, lysis was performed using the lysis buffer from the PureLink RNA Mini Kit (Life Technologies #12183025), and RNA was isolated following the manufacturer's instructions. For RNA isolation from mouse tissues, the tissues were homogenized in TRIzol reagent (Thermo Fisher Scientific #15596026) using a bead‐beater. Chloroform (20%) was added to the mixture, followed by vortex and centrifugation. The upper layer containing RNA was collected and further purified using the PureLink RNA Mini Kit according to the manufacturer's instructions. 1 µg of RNA was used to synthesize cDNA using 5X PrimeScript RT Master Mix (Takara #RR036A‐1) following the manufacturer's instructions. The resulting cDNA was then used for real‐time qPCR with PowerTrack SYBR Green Master Mix (Applied Biosystems #C14512). qPCR data were recorded using the CFX Opus 384 Real‐Time PCR System (Bio‐Rad Laboratories) and analyzed with Bio‐Rad CFX Maestro software. Primer sequences used for gene expression analysis are as follows:

**Table:** 

Gene Name	Forward Primer	Reverse Primer
*Casp6*	CATGGTGGATCACCAGACAGAC	GGAGCCATTCACAGTTTCTCGG
*Rplp0*	GCAGACAACGTGGGCTCCAAGCAGAT	GGTCCTCCTTGGTGAACACGAAGCCC
*Il6*	TAGTCCTTCCTACCCCAATTTCC	TTGGTCCTTAGCCACTCCTTC
*Il1b*	GCAACTGTTCCTGAACTCAACT	ATCTTTTGGGGTCCGTCAACT
*Tnf*	CCCTCACACTCAGATCATCTTCT	GCTACGACGTGGGCTACAG
*Ifng*	ATGAACGCTACACACTGCATC	CCATCCTTTTGCCAGTTCCTC
*Il10*	GCTCTTACTGACTGGCATGAG	CGCAGCTCTAGGAGCATGTG
*Atp5f1b*	GGTTCATCCTGCCAGAGACTA	AATCCCTCATCGAACTGGACG
*Cox4i1*	ATTGGCAAGAGAGCCATTTCTAC	CACGCCGATCAGCGTAAGT
*Ndufv1*	TTTCTCGGCGGGTTGGTTC	GGTTGGTAAAGATCCGGTCTTC
*Ppargc1a*	TATGGAGTGACATAGAGTGTGCT	CCACTTCAATCCACCCAGAAAG
*Ucp1*	AGGCTTCCAGTACCATTAGGT	CTGAGTGAGGCAAAGCTGATTT
*Uqcrc2*	AAAGTTGCCCCGAAGGTTAAA	GAGCATAGTTTTCCAGAGAAGCA
*Pnpla2*	GGATGGCGGCATTTCAGACA	CAAAGGGTTGGGTTGGTTCAG

Table 1. QPCR primer sequences

### 4.9 Lipid Measurements

#### 4.9.1 Triglycerides

Triglyceride levels in mouse serum samples were estimated using the Triglyceride Quantification Kit (Abcam #ab65336) following the manufacturer's instructions. Free Glycerol: Free glycerol levels in mouse serum or cell culture supernatant were measured using the Free Glycerol Reagent (Sigma‐Aldrich #F6428) according to the manufacturer's manual. Non‐Esterified Fatty Acids (NEFA): NEFA levels in cell culture supernatant were determined using the HR Series NEFA‐HR Kit (Fujifilm #999‐34691, #991‐34891, #995‐34791, #993‐35191), following the manufacturer's manual.

### 4.10 Insulin ELISA

Mouse serum insulin levels were measured using the Ultra‐Sensitive Mouse Insulin ELISA Kit (Crystal Chem #90080) following the manufacturer's instructions. Briefly, 5 µL of mouse serum sample or insulin standard was mixed with 95 µL of sample diluent and added to the precoated plate. After 2 h of incubation at 4°C, the plate was washed, and 100 µL of conjugate solution was added to each well, followed by a 30‐min incubation at room temperature. The plate was then washed again, and 100 µL of substrate solution was added to each well, incubated for 20 min at room temperature, and then 100 µL of stop solution was added. The absorbance was recorded at 450/630 nm, and absolute insulin levels were calculated accordingly.

### 4.11 Seahorse Assay

Cell oxygen consumption rate (OCR) was measured using the Agilent Seahorse XFe96 Analyzer [73]. Mouse primary pre‐adipocytes were isolated form the inguinal adipose tissue of wild type or caspase‐6 KO mice. Cells were seeded in the XFe96 cell culture plate and differentiated into mature adipocytes following the differentiation protocol mentioned earlier. Post differentiation, cells were used to assess the oxygen consumption rate. One day before the experiment, the sensor cartridge was calibrated overnight with Seahorse Assay Buffer in a non‐CO_2_ incubator at 37°C. On the day of the experiment, the cell culture plate was washed twice with Seahorse Assay Media supplemented with 25 mM glucose and 1 mM pyruvate, then incubated in the same supplemented media for 1 h at 37°C in a non‐CO_2_ incubator. Simultaneously, the cartridge was loaded with oligomycin (2 µM) (Sigma Aldrich #O4876‐5 g), FCCP (5 µM) (SML‐2959‐1 mL), rotenone (8 µM) (Sigma Aldrich #R8875‐1 g) and antimycin A (8 µM) (Sigma Aldrich #A8674‐25 mg). The Mito Stress Test assay was initiated to calibrate the cartridge. The cell plate was then placed into the analyzer, and OCR measurements were recorded. Following the experiment, protein content was measured and utilized for normalization.

### 4.12 In Vitro Cleavage Assay

Recombinant active caspase‐6 was obtained from Enzo Life Sciences (#BML‐SE170), recombinant PPARγ from Sino Biological (#12019‐H20B), and recombinant SP1 from Active Motif (#81181). The 2x cleavage buffer consist of 100 mM HEPES, 6 mM EDTA, 300 mM NaCl, and 0.01% Tween‐20. For in vitro cleavage assay, 3 µg of substrate protein (PPARγ or SP1) was mixed with 1U of active caspase‐6, 10 mM DTT, and 50% 2x cleavage buffer. The total reaction volume was adjusted to 25 µl. The mixture was incubated at 37°C for 1 h.

### 4.13 Lipidomic Analysis for Triglyceride and FAHFA Species

Triglyceride and FAHFA species were analyzed using multidimensional mass spectrometry‐based shotgun lipidomic analysis [74]. The protein concentration of individual adipose sample was quantified using the Pierce BCA protein assay kit (Cat #23225, Thermo Scientific). Bovine serum albumin was used as standard. An adequate amount of each adipose tissue homogenate (equivalent to 0.2 mg protein) was accurately transferred into a disposable glass culture test tube. A premixture of lipid internal standard (IS) species, including T17:1 triacylglycereol (TG), 12‐d4‐16:0H18:0 fatty acid esters of hydroxy fatty acid (FAHFA), was added prior to conducting lipid extraction for quantification of the targeted classes of lipid species [75]. Lipid extraction was performed using a modified Bligh and Dyer procedure [74]. The organic phase was collected into a new glass tube, and then dried with N_2_ steam to minimize oxidation and preserve lipid integrity. after extraction, lipid extracts were resuspended in a chloroform (CHCl_3_): methanol (MeOH) mixture (1:1, v/v) at 400 µL/mg of protein. Aliquot 10 µL and 50 µL of individual lipid extract were used to perform derivatization for FAHFA [76] analysis, respectively. The TG analysis was analysis as described previously [77]. The lipid extracts were stored at ‐80°C till analysis.

*Derivatization of FAHFA species* Briefly, resuspended the lipid extract with 200 µL of CHCl_3_ and vortexed for 10 sec. Conditioned a SPE column (200 mg) with 15 mL of hexane, allow solvent to flow through the column by gravity. After hexane totally flowing through the column, load the 200 µL of sample onto the column. Washed the neutral lipids with 16 mL of 5% ethyl acetate in hexane. Then the FAHFA was eluted with 16 mL of ethyl acetate and dried under N_2_ stream. After evaporation of the solvent in a lipid solution under a N_2_ stream, added 10 µL of ice‐cold acetonitrile/N,N‐dimethylformamide (4:1, *v/v*) and 640 mM [3‐(dimethylamino)propyl]‐ethylcarbodiimide hydrochloride aqueous solution, respectively, into the conical tube containing the lipid residue. Briefly vortexed to mix the solutions and lipid residue, then added 10 µL of 10 mM N‐hydroxybenzotriazole in acetonitrile and 10 µL of 30 mM N‐[4‐(aminomethyl)phenyl]pyridinium in acetonitrile, respectively. The tube containing mixed solution was thoroughly vortexed, filled with nitrogen, capped, and incubated at 70°C for 90 min. After incubation, the derivatives were extracted with 4.5 mL of CHCl_3_/MeOH/distilled water (1:1:1, *v/v/v*). The bottom layer was collected, and the solvents were evaporated under a N_2_ stream. The residue was resuspended in 100 µL of CHCl_3_/MeOH (1:1, *v/v*) for mass spectrometric analysis.

For shotgun lipidomics, lipid extract was further diluted to a final concentration of ∼400 fmol total lipids per µL. Data acquisition for TG and FAHFA was performed on a TSQ Altis triple quadrupole mass spectrometer (Table1. TSQ Altis, Thermo Fisher Scientific, San Jose, CA), which was equipped with an automated nanospray device (TriVersa NanoMate, Advion Bioscience Ltd., Ithaca, NY) as described [78]. Internal standards were applied to correct extraction efficiency and matrix effects. Identification and quantification of lipid species were performed using an in‐house automated software program [79, 80]. Data processing (e.g., ion peak selection, baseline correction, data transfer, peak intensity comparison, and quantitation) was performed as described [80]. Details on the linear dynamic range, signal‐to‐noise threshold, and quality control procedures followed previously established protocols [74, 78]. The result was normalized to the protein content (nmol lipids/mg protein).

Table 2. MS scan modes and method information for analysis of lipid species

**Table:** 

Lipid Class	Polarity	Collision Energy [V]	Scan Model
TG	Positive	35	Neutral Loss Scan (228.2, 254.2, 256.2, 268.2, 278.2, 280.2, 282.2, 284.3, 302.2, 304.2, 306.2, 308.3, 310.3, 312.3, 328.2, 330.2, 332.2, 334.3, 336.3, 338.3, 340.3)
FAHFA	Positive	52	Neutral Loss Scan (254.2, 256.2, 260.3, 280.2, 282.2, 284.3)

### 4.14 RNA Sequencing

#### 4.14.1 Library Preparation

Tissues were homogenized in TRIzol reagent and total RNA was isolated using PureLink RNA Mini Kit following manufacturer's instructions (Life Technologies). RNA quality was assessed by Agilent 4200 TapeStation System. RNA‐seq libraries were prepared from poly(A)‐enriched mRNA as previously described [81, 82, 83, 84]. Libraries were then size selected and purified by SpeedBeads, quantified using a Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and sequenced on a NextSeq 2000 platform (Illumina, San Diego, CA) at the Genome Sequencing Facility of the University of Texas Health Science Center at San Antonio.

#### 4.14.2 RNA Sequencing Analysis

RNA‐seq analysis was performed following established protocols [81, 83, 85]. Sequencing data in FASTQ format were mapped to the mouse mm10 genome using STAR with default parameters [85]. To generate raw read counts, HOMER's analyzeRepeats.pl with the option rna and the parameters ‐condenseGenes and ‐count exons were used on three replicates per condition. Each sequencing experiment was normalized to a total of 10^7^ uniquely mapped tags by adjusting the number of tags at each position in the genome to the correct fractional amount given the total tags mapped. To generate TPM values, the parameters ‐count exons ‐condenseGenes ‐tpm were used. The TPM values were further processed by log_2_(TPM+1). Differential gene expression between specified groups was assessed with DESeq2 using HOMER's getDiffExpression.pl with the parameters p‐adj < 0.05 and FC (fold change) ≥ 1.5, utilizing three replicates per condition [82, 83, 84, 85, 86]. Functional enrichment and ontology analyses were carried out using KEGG and Metascape [83, 87].

### 4.15 Analysis of Published Datasets

Publicly available and anonymized RNA‐seq datasets were obtained from the GEO. The first dataset, GSE59034, contains human subcutaneous white adipose tissue transcriptomes from anonymized never obese donors (n = 16) and obese subjects prior to bariatric surgery (n = 16). The second dataset, GSE245948, includes human subcutaneous adipose depots from anonymized individuals with obesity (n = 76). The third dataset, GSM2420483, consists of inguinal white adipose tissue from C57BL/6J mice fed a 60% high fat diet for 12 weeks, with or without rosiglitazone treatment (3.6 mg/kg/d during the final 2 weeks). Normalized gene expression values and accompanying statistical metrics provided within each dataset were used to quantify transcript abundance and assess the relationship of *CASP6* expression with BMI and established PPARγ target genes.

### 4.16 PPARγ Reporter Assay

HEK293T cells were cultured and seeded into a 96‐well clear‐bottom imaging plate. Once the cells reached approximately 70% confluency, they were transfected with the PPRE‐H2B‐eGFP reporter construct (Addgene #84393), which express a fluorescent reporter of PPARγ activity, along with either WT PPARγ or PPARγ D69E mutant plasmids using Lipofectamine 3000.40 h after transfection, half of the wells from each condition were treated with CHX‐TNFα in phenol red–free DMEM. Fluorescence intensity was measured at baseline (0 h) and again after 8 h of treatment. The recorded values were normalized and presented as percentage of change in fluorescence intensity to indicate PPARγ activity.

### 4.17 Site‐Directed Mutagenesis

Site‐directed mutagenesis was performed as previously described [3]. Flag‐PPARγ2 D/E and Myc‐SP1 D/E plasmids were generated using Kapa Hifi DNA polymerase with 0.5 ng WT plasmid as template DNA in 50ul reaction. Template DNA was digested by DpnI (NEB). Stellar competent cell (Takara) was used for transformation and plasmids amplification. Plasmid was purified with Wizard Plus SV Minipreps DNA purification system (Promega). Mutation was confirmed by Sanger sequencing.

### 4.18 Ex Vivo Study

EWAT was isolated from chow diet‐fed female WT and C6KO mice. After collection, tissues were washed thoroughly with PBS and transferred into DMEM with 10% FBS. The tissue was then minced into small pieces using sterile scissors. Equal amounts of tissue were placed into each cell culture plate containing DMEM with 10% FBS. 2 hrs before treatment, the culture medium was replaced with DMEM supplemented with 2% BSA. Then tissues were treated with or without CHX (15 µg/ml) and TNFα (75 ng/ml). Tissue samples were harvested after 6 or 24 h of treatment. Samples were then lysed for protein isolation. Western blotting was performed to determine levels of indicated proteins.

### 4.19 Statistics

Data are presented as mean ± SEM (in vivo study) or mean± SD (in vitro study). Replicates are indicated in figure legends. Statistical significance between two groups was determined using Student's *t*‐test. For the insulin tolerance test (ITT) and glucose tolerance test (GTT), a two‐way ANOVA was performed, followed by Šídák's‐corrected *post hoc* test for multiple comparisons test. ANCOVA analysis was used for indirect calorimetry using body weight as a covariate. Statistical significance was set at p < 0.05. GraphPad Prism 10 was used for statistical analysis.

## Author Contributions

P.Z. and X.S. conceived the project. P.Z., X.S., and A.G. designed the study and performed the experiments. X.S., W.Y., and J.J. performed RNA‐seq experiments and bioinformatic analysis. L.H. assisted with histology staining and imaging. M.P. and X.H. performed lipidomics and data analysis. A.G., P.Z., and X.S. wrote the manuscript. The final version was reviewed by all authors.

## Conflicts of Interest

P.Z. is a named inventor of a patent application related to the use of caspase‐6 as a therapeutic target for MASH.

## Supporting information

**Supporting File 1**: advs73758‐sup‐0001‐SuppMat.docx.

**Supporting File 2**: advs73758‐sup‐0002‐Table S1.xlsx.

**Supporting File 3**: advs73758‐sup‐0002‐Table S2.xlsx.

**Supporting File 4**: advs73758‐sup‐0003‐Table S3.xlsx.

**Supporting File 5**: advs73758‐sup‐0004‐Table S4.xlsx.

**Supporting File 6**: advs73758‐sup‐0006‐DataFile.pdf.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNAseq dataset can be accessed in GEO DataSets (GSE311559).

# Supplementary material for: Caspase‐6 Controls Lipid and Energy Metabolism in Diet‐Induced Obesity
**Source:** Adv Sci (Weinh). 2026 Apr 13;13(21):e14784. doi: 10.1002/advs.202514784
**Supplement:** Supplementary file 1 — Supporting File 1: advs73758‐sup‐0001‐SuppMat.docx.

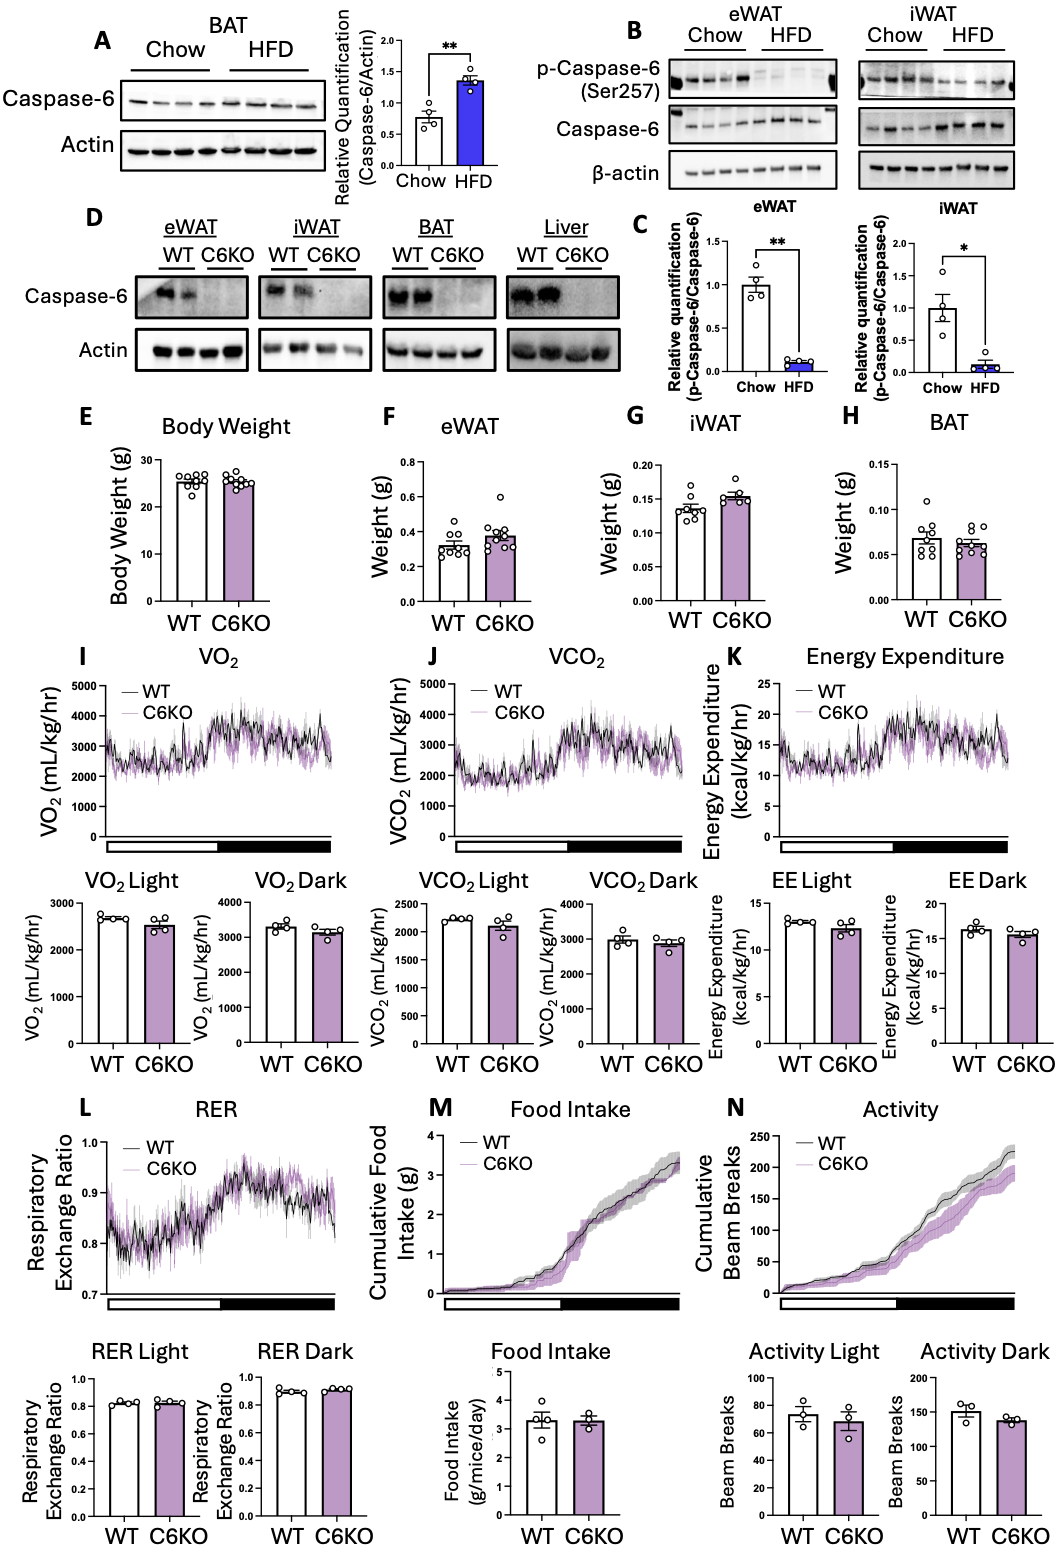

**Supplemental Figure 1. Caspase-6 deficiency does not alter energy metabolism in mice fed chow diet. A**. Immunoblot of caspase-6 protein and quantification in BAT of mice fed chow diet or HFD for 12 weeks (n=4). Two tailed unpaired Student’s *t*-test. **B-C.** Immunoblot (**B**) and quantification (**C**) of phospho-Ser^257^ Caspase-6 in eWAT and iWAT of mice fed chow diet or HFD for 12 weeks. Two tailed unpaired Student’s *t*-test. **D.** Immunoblot of caspase-6 protein in eWAT, iWAT, BAT, and liver of WT and C6KO mice. **E-N**. WT and C6KO mice fed chow diet for 12 weeks. **E.** Body weight (n=9-10). (**F-H**) Tissue weight (n=9-10): eWAT **(F**), iWAT **(G**), and BAT **(H**). Two tailed unpaired Student’s *t*-test. (**I-N**) Indirect calorimetry (n=4): (**I**) oxygen consumption rate, (**J**) carbon dioxide production, (**K**) energy expenditure, (**L**) respiratory exchange ratio (RER), (**M**) food intake. (**N**) Physical activity. (I-K) ANCOVA analysis with body weight as a covariate. (L-N) Two-way ANOVA followed by Šídák’s-corrected *post hoc* test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**
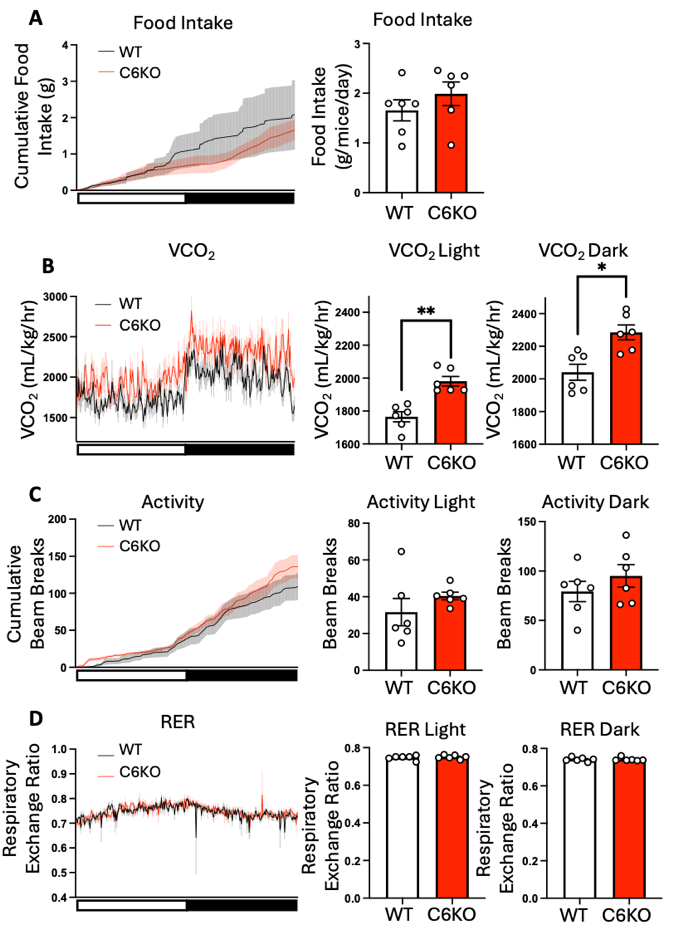
Supplemental Figure 2. Caspase-6 knockout alters energy metabolism in diet-induced obesity.** WT and C6KO mice fed HFD for 12 weeks. Indirect calorimetry (n=7): **A**. Food intake, **B**. carbon dioxide production, **C**. activity, **D**. RER. Data show Mean ± SEM; (A, C, D) Two-way ANOVA followed by Šídák’s-corrected *post hoc* test. (B) ANCOVA analysis with body weight as a covariate. *, p<0.05.

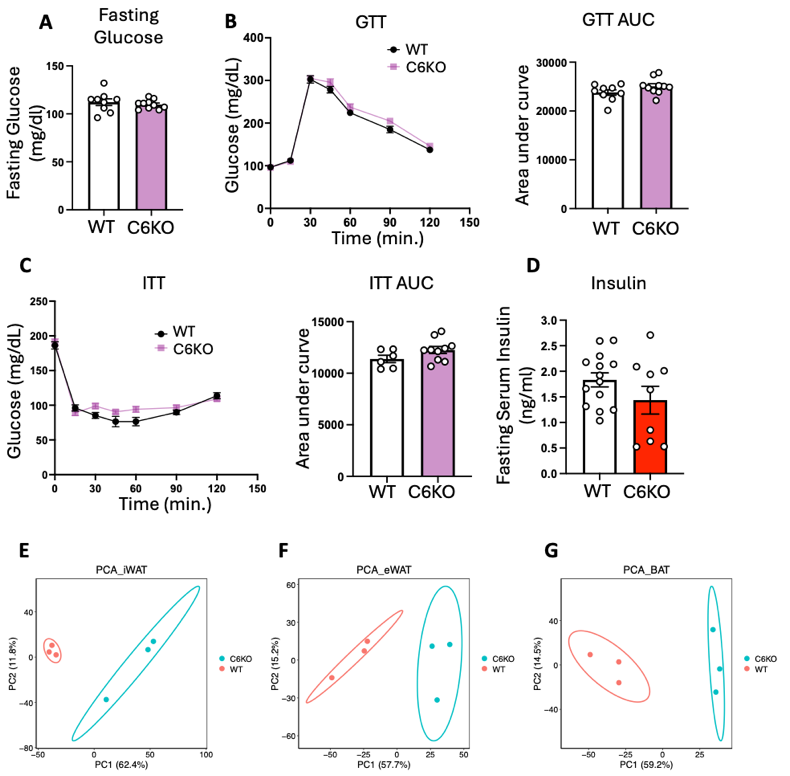

**Supplemental Figure 3. Caspase-6 deficiency does not affect glucose metabolism in chow diet-fed mice. A-C**. WT and C6KO mice fed chow diet for 12 weeks. (**A**) Fasting blood glucose (n=9-10). Two tailed unpaired Student’s *t*-test. (**B**) GTT and AUC quantification (n=9-10). (**C**) ITT and AUC quantification (n=6-10). GTT and ITT: two-way ANOVA followed by Šídák’s-corrected *post hoc* test. **D**. Fasting insulin levels in HFD-fed mice (n=9-13). Two tailed unpaired Student’s *t*-test. **E-G.** PCA plots of transcripts with a mean expression value of at least 4 normalized tags in at least one group, and differing in expression by at least 1.5-fold in comparison between WT and C6KO mice fed HFD for 12 weeks. Shown are PCA plots for iWAT (**E**), eWAT (**F**), and BAT (**G**). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

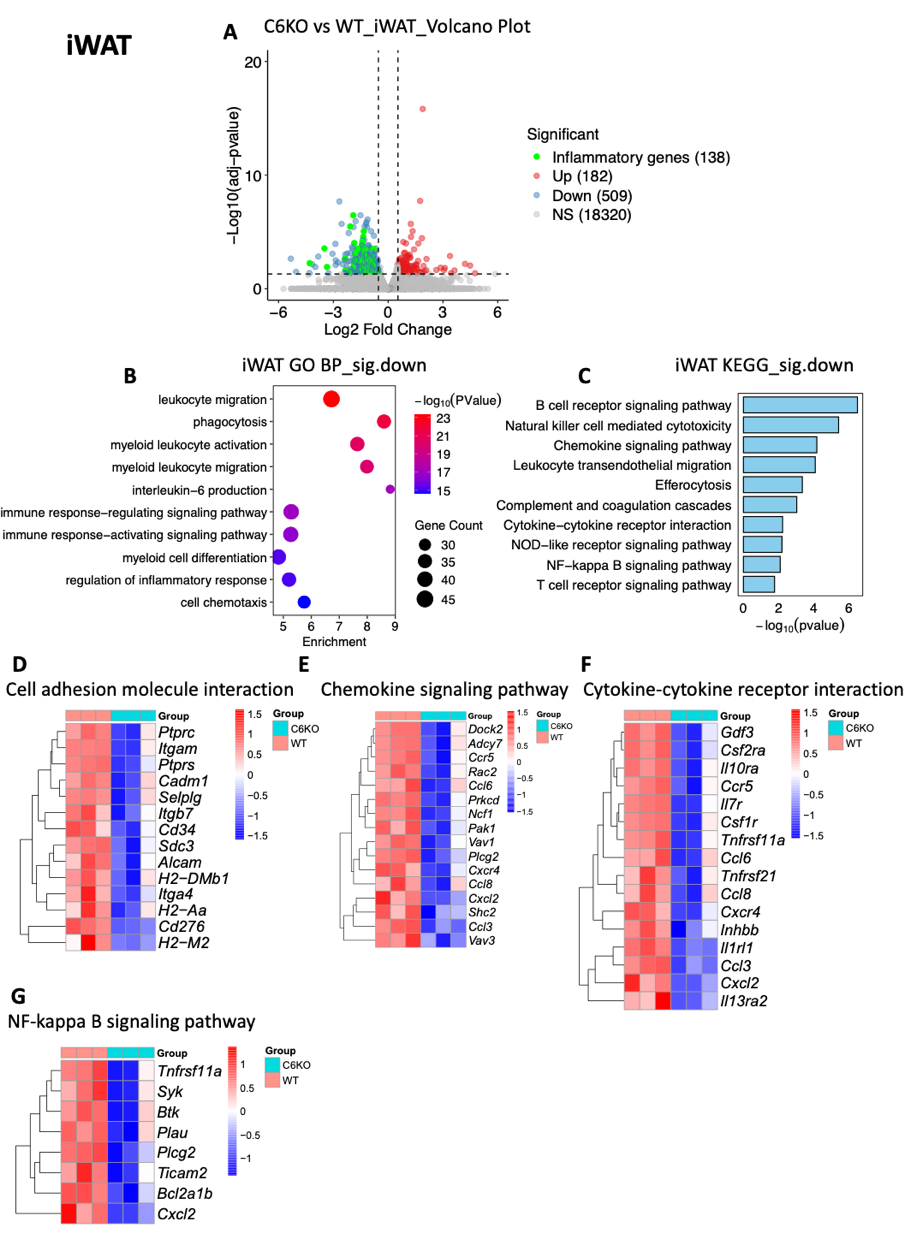

**Supplemental Figure 4. Transcriptomic analysis of iWAT from HFD-fed WT and C6KO mice.** Transcriptomic analysis of iWAT from WT and C6KO mice fed HFD for 12 weeks. **A**. Volcano plot showing differentially expressed genes (DEGs), with inflammatory genes highlighted in light green. **B**. Top 10 GO biological process terms for significantly downregulated genes. **C**. Top 10 KEGG pathways for downregulated genes. **D-G**. Relative expression values (Z-scaled log2 [TPM+1]) of downregulated genes in cell adhesion molecules interaction, chemokine signaling pathway, cytokine-cytokine receptor interaction and NF-κB signaling pathways.

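Of the 14533 genes tested in iWAT, the 4 called by edgeR were Plin5, Rpl34-ps1, Rpl34 and Adh6b. Plin5, on chromosome 17 from 56111601 to 56117298, was the only one higher in C6KO mice, with 23.1 ± 4.19 CPM in WT and 85.9 ± 14.4 in C6KO (SD, n = 3). The other 3, all on chromosome 3 within 10 Mb of Casp6, were lower.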

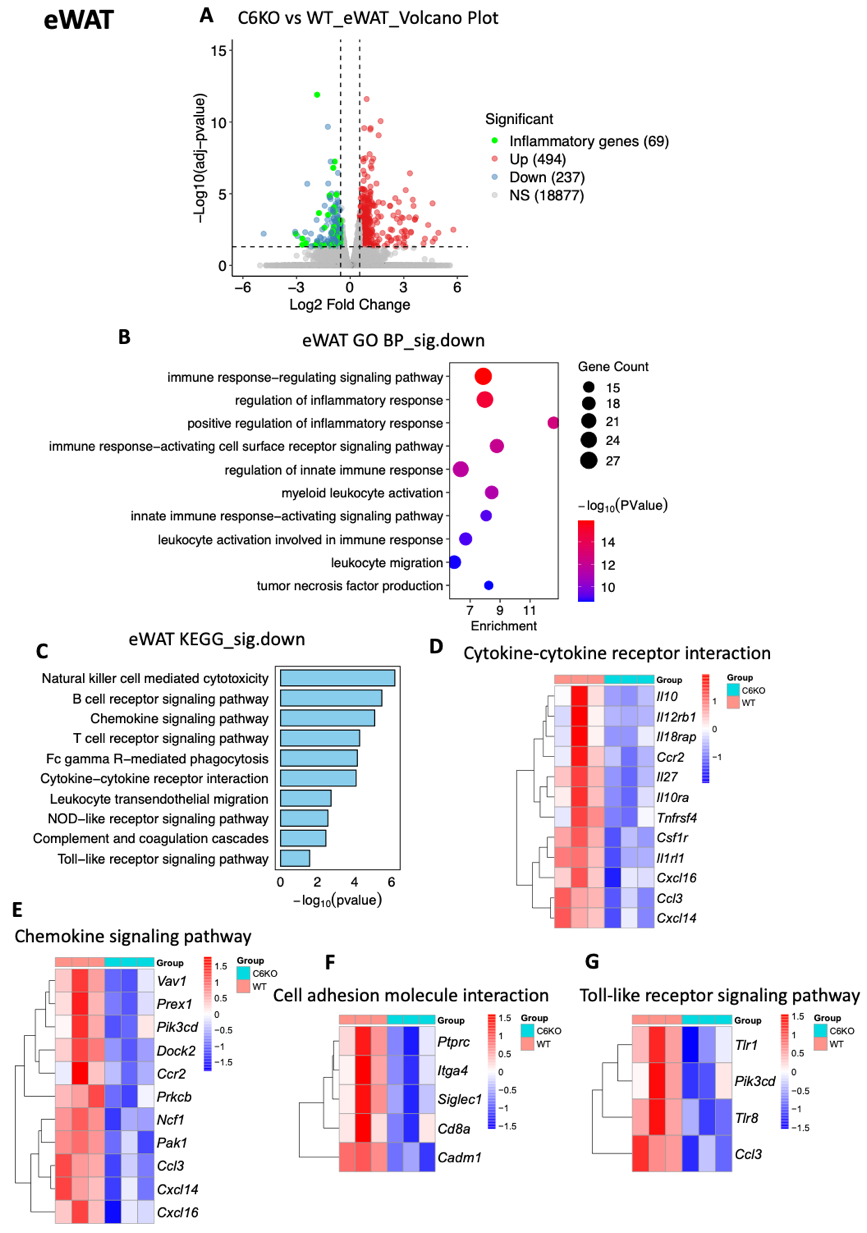

**Supplemental Figure 5. Transcriptomic analysis of eWAT from HFD-fed WT and C6KO mice.** Transcriptomic analysis of eWAT from WT and C6KO mice fed HFD for 12 weeks. **A**. Volcano plot showing DEGs, with inflammatory genes highlighted in light green. **B**. Top 10 GO biological process terms in downregulated genes. **C**. Top 10 KEGG pathways for downregulated genes. **D-G**. Relative expression values (Z-scaled log2 [TPM+1]) of downregulated genes in cytokine-cytokine receptor interaction, chemokine signaling pathway, cell adhesion molecules interaction, and Toll-like receptor signaling pathways.

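In eWAT, the called genes with the largest increases and with all 3 C6KO libraries above all 3 WT libraries were Slc27a2, Fga (log2 fold change 3.61, standard error 0.654, adjusted p = 0.0468 from edgeR's quasi-likelihood test) and Ttr (3.50, standard error 0.592, adjusted p = 0.0432). Fga and Ttr are made mainly in the liver. Largest among the decreases were Rpl34-ps1, Rpl34 and Epyc (-2.40, standard error 0.397, adjusted p = 0.0432).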

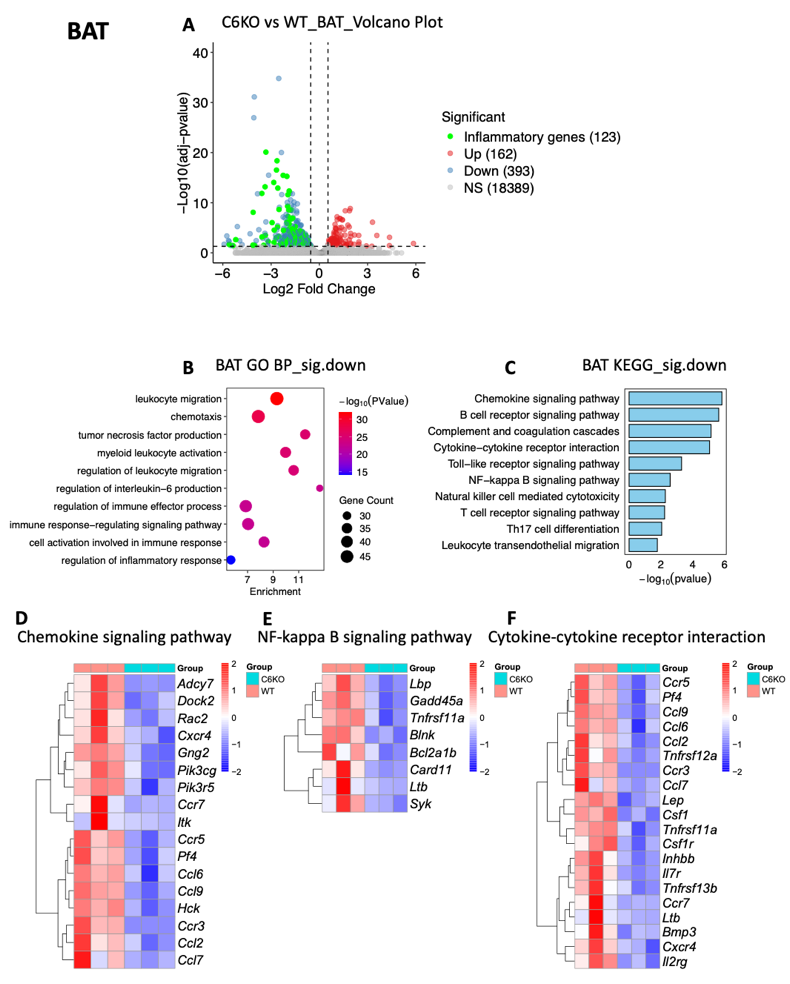

**Supplemental Figure 6. Transcriptomic analysis of BAT from HFD-fed WT and C6KO mice.** Transcriptomic analysis of BAT from WT and C6KO mice fed HFD for 12 weeks. **A**. Volcano plot showing DEGs, with inflammatory genes highlighted in light green. **B**. Top 10 GO biological process terms in downregulated genes. **C**. Top 10 KEGG pathways in downregulated genes. **D-F**. Relative expression values (Z-scaled log2 [TPM+1]) of downregulated genes in chemokine signaling pathway, NF-κB signaling pathway, and cytokine–cytokine receptor interaction pathways.

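In BAT, the called genes with the largest increases and with all 3 C6KO libraries above all 3 WT libraries were Gbp2b, Lrrn4 and Rassf6. Gbp2b, on chromosome 3 from 142594847 to 142619176, had 3, 0 and 4 counts in WT and 248, 417 and 379 in C6KO, a log2 fold change of 7.03 (standard error 0.542, adjusted p = 0.00243 from edgeR's quasi-likelihood test, and 0.0565 with the replicate block). It belongs to a family of related genes whose reads the authors' counting could have split. Lrrn4 had a log2 fold change of 2.41 (standard error 0.405, adjusted p = 0.0282, and 0.0573 with the replicate block) and Rassf6 of 1.92 (standard error 0.362, adjusted p = 0.0446, and 0.0833 with the replicate block). By edgeR's estimate, the largest decreases were those of Rpl34-ps1, Tph2 and Itgad. Tph2 and Itgad had at most 1 count in each C6KO library, so their order against Rpl34 (log2 fold change -5.50) is not decided. Tph2 had 44, 109 and 35 counts in WT and 1, 1 and 0 in C6KO, at least 21-fold lower (adjusted p = 0.00631, and 0.00728 with the replicate block). Itgad had 15, 78 and 17 counts in WT and 0, 1 and 1 in C6KO, at least 11.7-fold lower (adjusted p = 0.0249, and 0.0244 with the replicate block).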

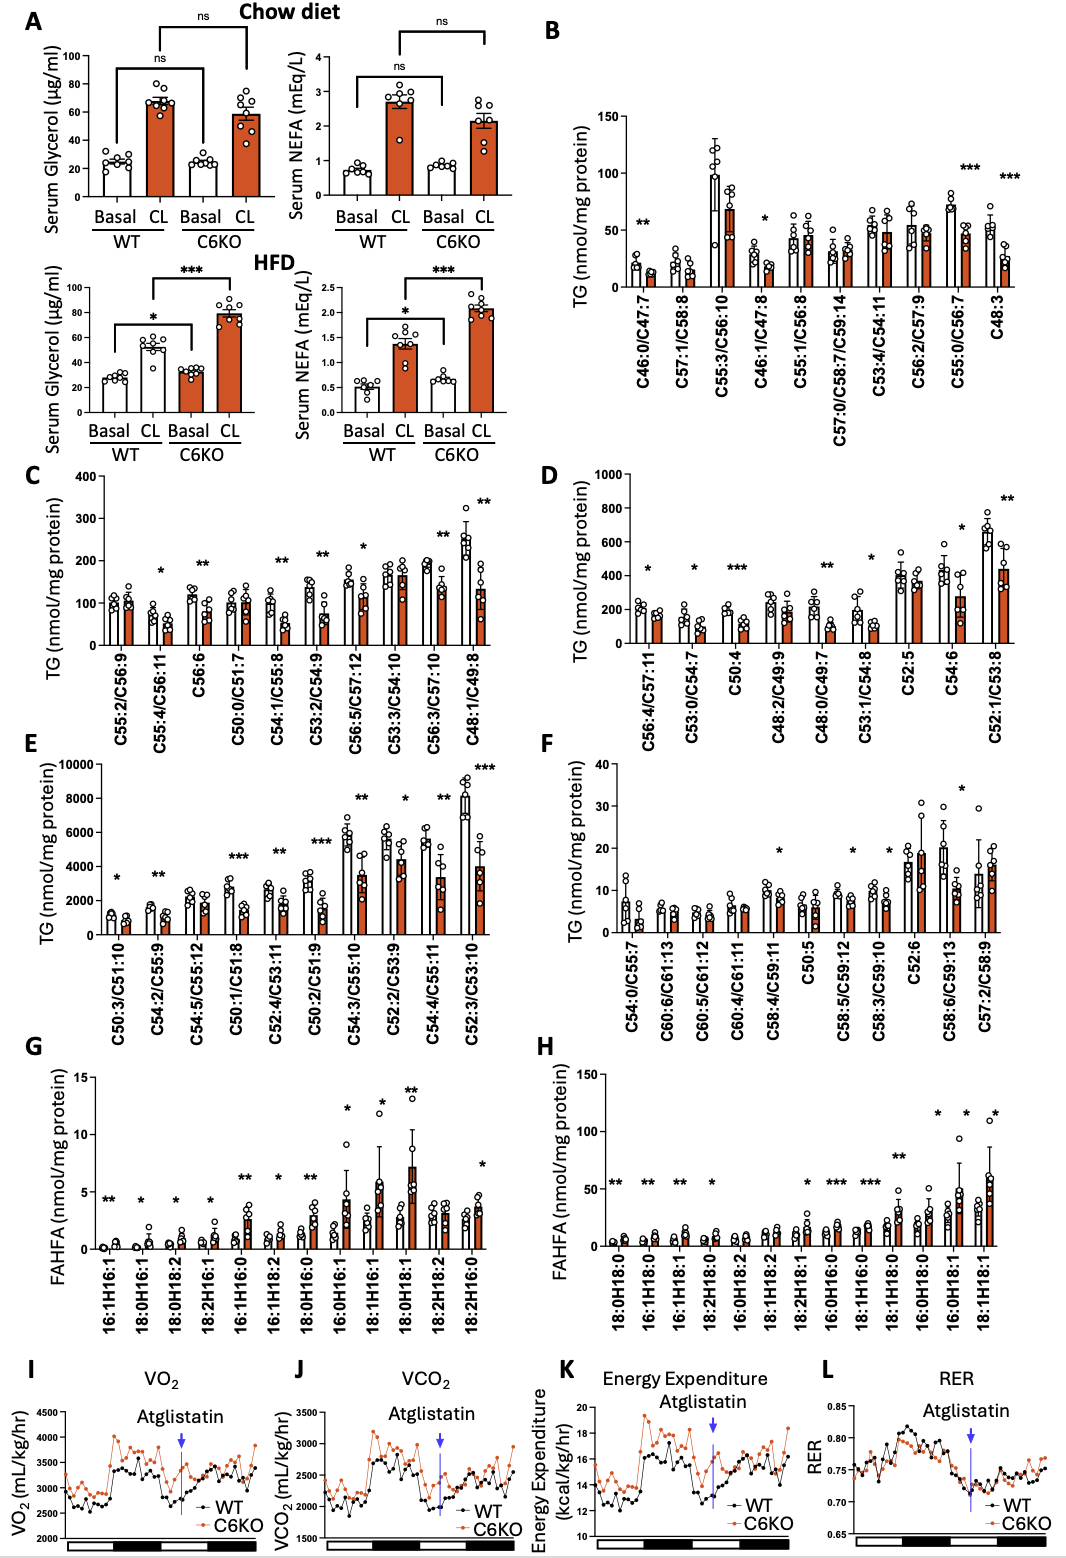

**Supplemental Figure 7. Lipid metabolism in adipose tissue from HFD-fed WT and C6KO mice. A.** In vivo lipolysis analysis in WT and C6KO mice fed chow diet or HFD for 10 weeks, fasted for 5hrs, and i.p. injected PBS or 0.5mg/kg CL-316,243 for 30min. Free Glycerol and NEFA were measured in mouse serum**.** Two-way ANOVA followed by Šídák’s-corrected *post hoc* test. **B-H** Lipidomic analysis of eWAT from WT and C6KO mice fed HFD for 12 weeks (n=6). **B-F**. Triglyceride species. **G-H**. FAHFA species. For each species: two tailed unpaired Student’s *t*-test. **I-L.** WT and C6KO mice fed HFD for 12 weeks. Indirect calorimetry on mice injected Atglistatin (n=3): oxygen consumption rate (**I**), carbon dioxide production (**J**), energy expenditure (**K**), and RER (**L**). ANCOVA analysis with body weight as a covariate. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

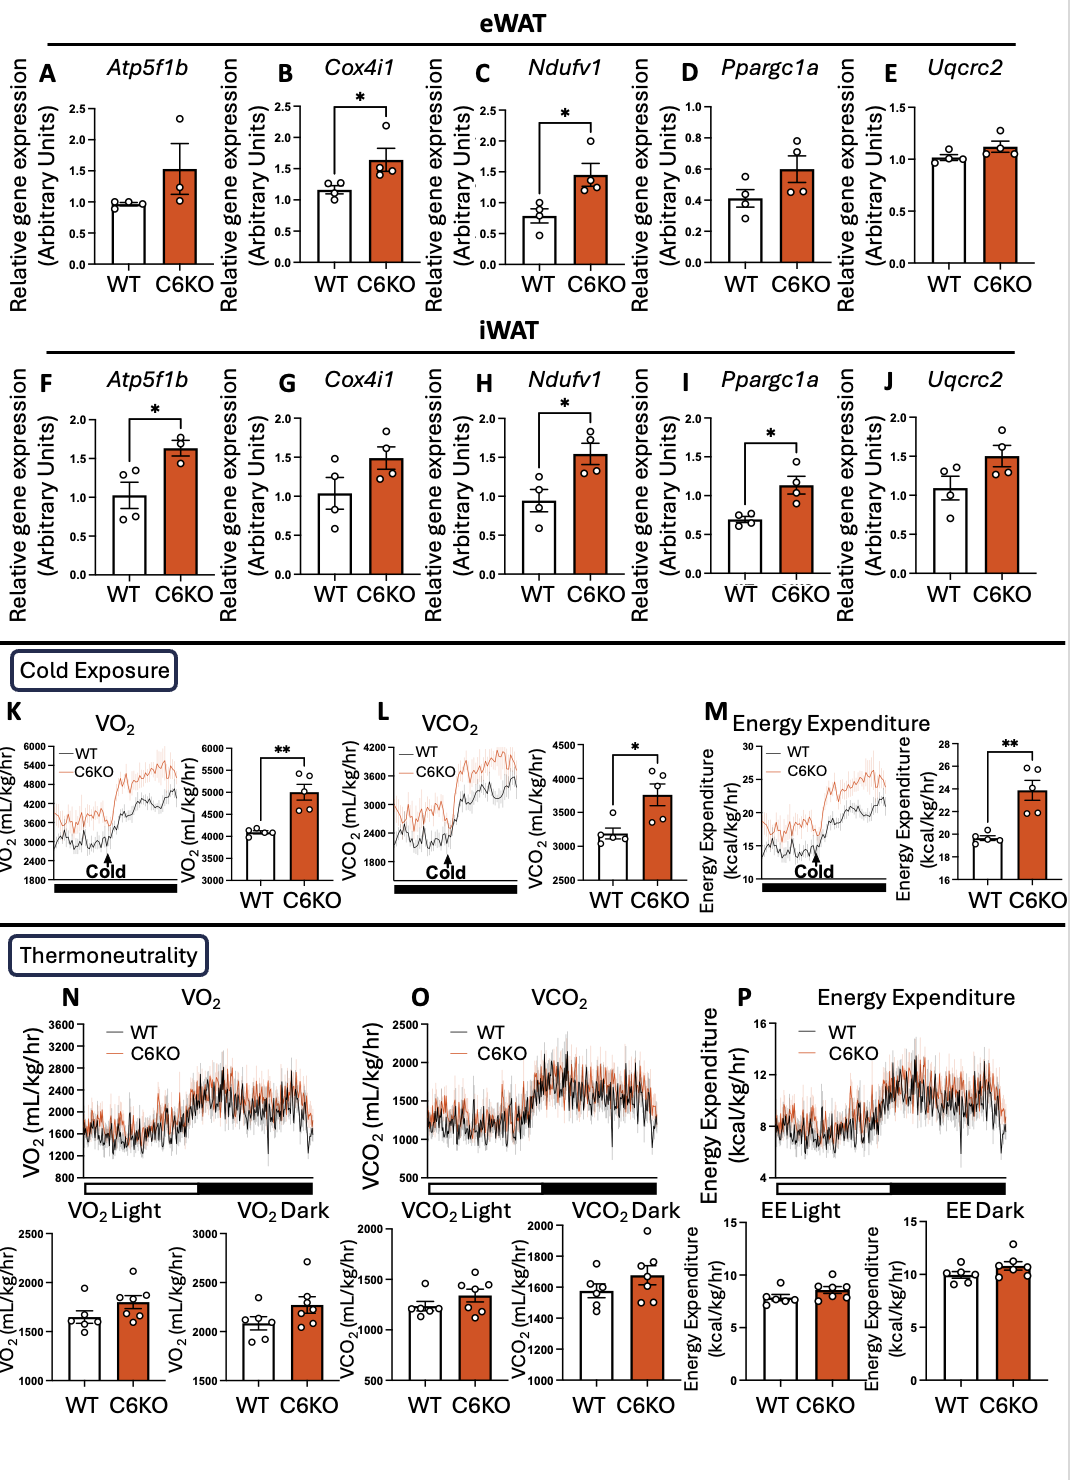

**Supplemental Figure 8. Caspase-6 deficiency modulates mitochondrial function. A-J.** WT and C6KO mice fed HFD for 12 weeks. A**-E**. Expression of mitochondrial markers in eWAT (n=4). **F-J**. Expression of mitochondrial markers in iWAT (n=4). Two tailed unpaired Student’s *t*-test. **K-M** WT and C6KO mice fed HFD for 12 weeks followed by 4°C cold exposure. Indirect calorimetry (n=5): oxygen consumption rate (**K**), carbon dioxide production (**L**), energy expenditure (**M**). ANCOVA analysis with body weight as a covariate. **N-P.** WT and C6KO mice fed HFD for 10 weeks, then housed under thermoneutral conditions (30^o^C). Indirect calorimetry (n=6-7): oxygen consumption rate (**N**), carbon dioxide production (**O**), energy expenditure (**P**). ANCOVA analysis with body weight as a covariate. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

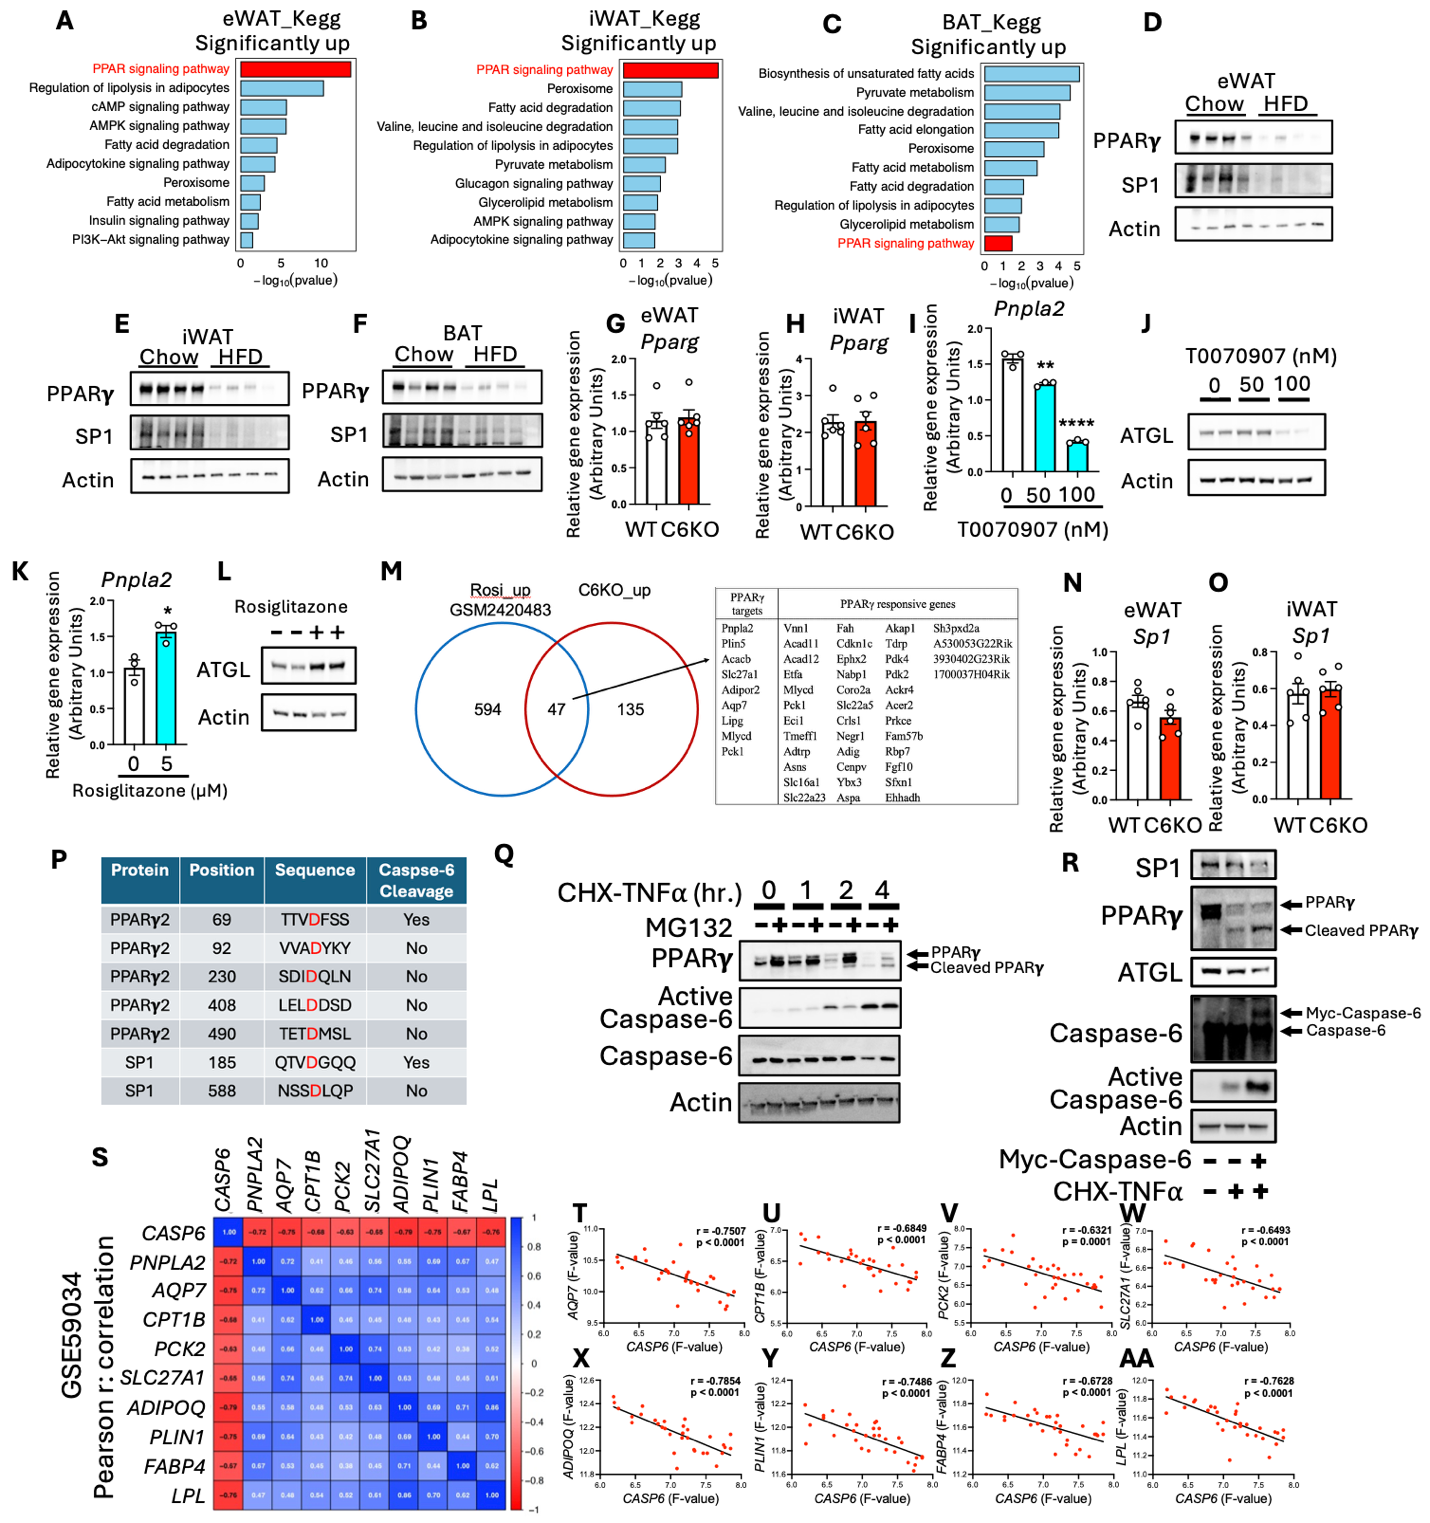

**Supplemental Figure 9. Caspase-6 cleaves PPARγ and SP1 to control ATGL expression. A-C**. KEGG pathway analysis of upregulated genes in RNAseq from eWAT (**A**), iWAT (**B**), and BAT (**C**) of C6KO mice fed HFD for 12 weeks. **D-F**. Immunoblot of PPARγ and SP1 proteins in eWAT (**D**), iWAT (**E**), and BAT (**F**) of mice fed chow diet or HFD for 12 weeks. **G-H.** Expression of *Pparg* in eWAT (**G**) and iWAT (**H**). Two tailed unpaired Student’s *t*-test. **I-J**. qPCR (**I**) and Immunoblot (**J**) of *Pnpla2* (ATGL) in 3T3-L1 adipocytes treated with T0070907 for 24hrs. Two tailed unpaired Student’s *t*-test. **K-L**. qPCR (**K**) and Immunoblot (**L**) of *Pnpla2* (ATGL) in 3T3-L1 adipocytes treated with rosiglitazone (5μM) for 24hrs. Two tailed unpaired Student’s *t*-test. **M.** Venn diagram showing genes upregulated by both C6KO and rosiglitazone treatment in adipose tissue of HFD-fed mice (RNAseq data of rosiglitazone-treated HFD-fed mice from GSM2420483). **N-O.** Expression of *Sp1* in eWAT (**N**) and iWAT (**O**). Two tailed unpaired Student’s *t*-test. **P**. Potential and identified caspase-6 cleavage sites in PPARγ2 and SP1. **Q**. Immunoblot of PPARγ and SP1 proteins in 3T3-L1 adipocytes treated with CHX (5μg/ml)-TNFα (25ng/ml) in the absence or presence of MG132 (20µM). **R.** Immunoblot of PPARγ, SP1 and ATGL in 3T3-L1 adipocytes overexpressing myc-caspase-6 treated with CHX (5μg/ml)-TNFα (25ng/ml). **S-AA**. Pearson correlation of *CASP6* and PPARγ target genes in human adipose tissue (GSE59034): **(S) Correlation matrix, (T)** *AQP7,* **(U)** *CPT1B,* **(V)** *PCK2,* **(W)** *SLC27A1,* **(X)** *ADIPOQ,* **(Y)** *PLIN1,* **(Z)** *FABP4, and* **(AA)** *LPL*. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

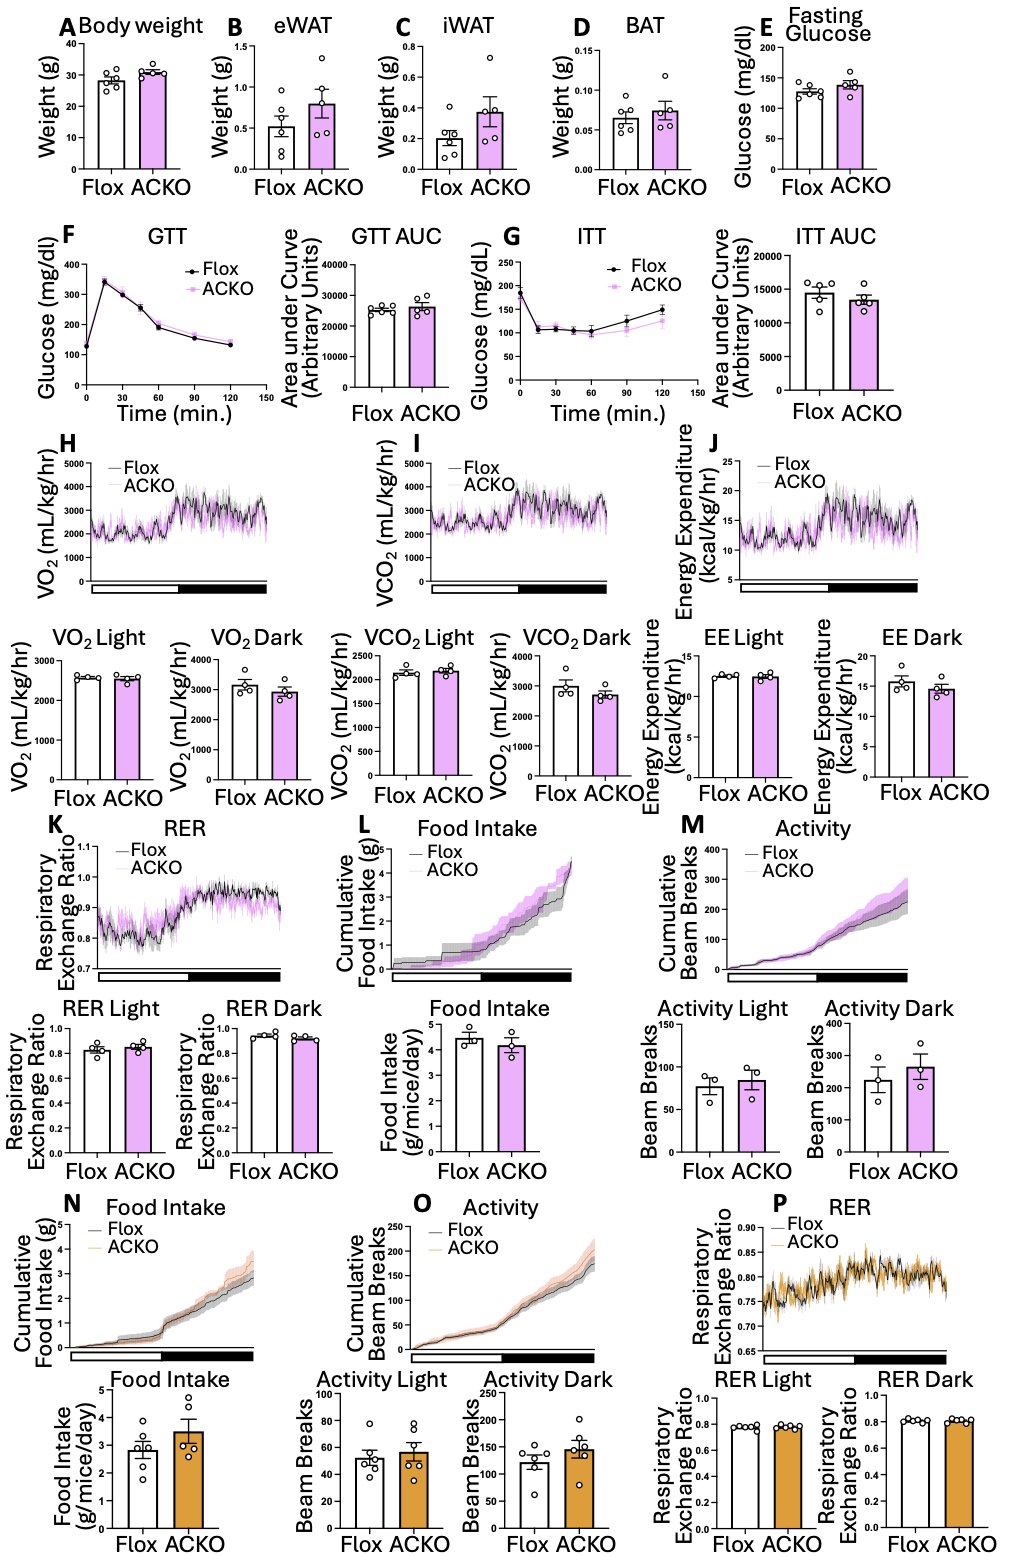

**Supplemental Figure 10. Adipocyte-specific caspase-6 knockout (ACKO) does not affect metabolism in chow diet-fed mice. A-M**. Flox and ACKO mice fed chow diet for 12 weeks. (**A**) Body weight (n=5-6). (**B-D**) Tissue weights (n=5-6): eWAT (**B**), iWAT (**C**), and BAT (**D**). (**E**) Fasting glucose (n=5-6). Two tailed unpaired Student’s *t*-test. (**F**) GTT with AUC quantification (n=5-6). (**G**) ITT with AUC quantification (n=5-6). GTT and ITT: two-way ANOVA followed by Šídák’s-corrected *post hoc* test. **H-M**. Indirect calorimetry of Flox and ACKO mice fed chow diet for 12 weeks (n=4): oxygen consumption rate (**H**), carbon dioxide production (**I**), energy expenditure (**J**). (H-J) ANCOVA analysis with body weight as a covariate. RER (**K**), food intake (**L**), physical activity (**M**). **(K-M)** Two-way ANOVA followed by Šídák’s-corrected *post hoc* test. **N-P**. Indirect calorimetry of Flox and ACKO mice fed HFD for 12 weeks (n=6): food intake (**N**), activity (**O**), and RER (**P**). Two-way ANOVA followed by Šídák’s-corrected *post hoc* test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Caspase‐6 Controls Lipid and Energy Metabolism in Diet‐Induced Obesity
**Source:** Adv Sci (Weinh). 2026 Apr 13;13(21):e14784. doi: 10.1002/advs.202514784
**Supplement:** Supplementary file 6 — Supporting File 6: advs73758‐sup‐0006‐DataFile.pdf.

1a

Caspase-6

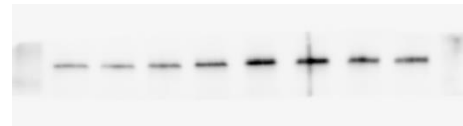

← 37KDa  
← 25KDa

Actin

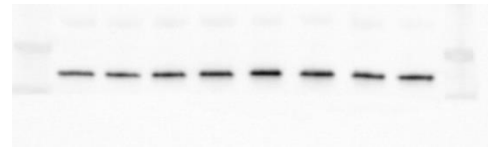

← 50KDa  
← 37KDa

1b

Caspase-6

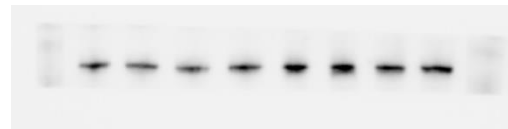

← 37KDa  
← 25KDa

Actin

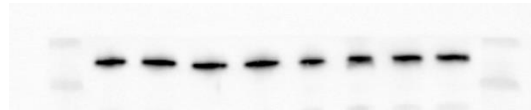

← 50KDa  
← 37KDa

**3b**

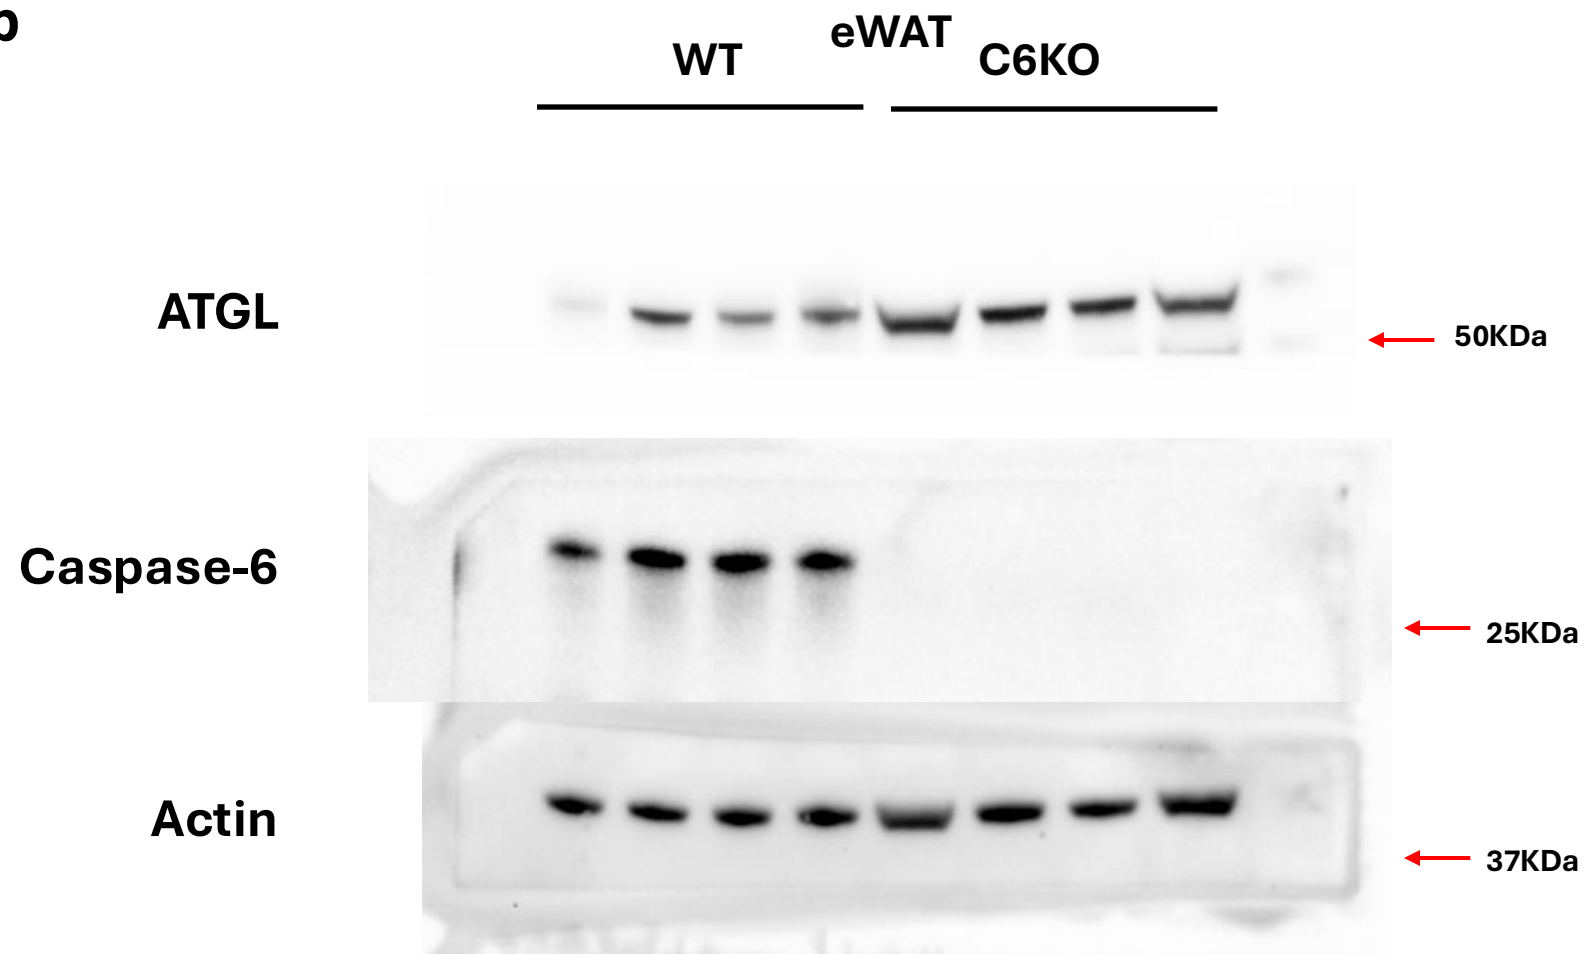

**3c**

**ATGL**

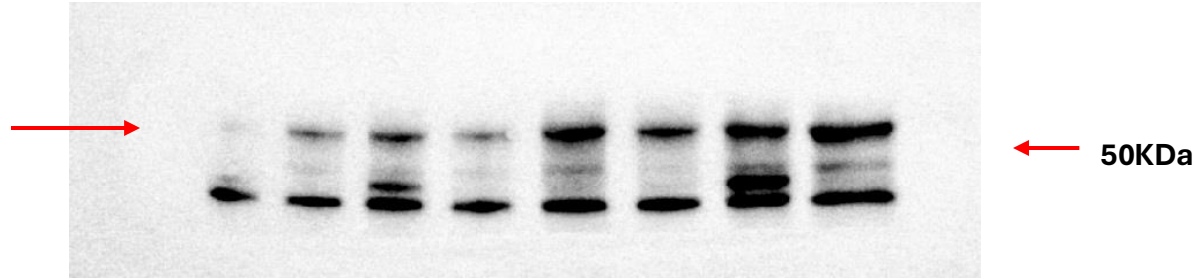

**Caspase-6**

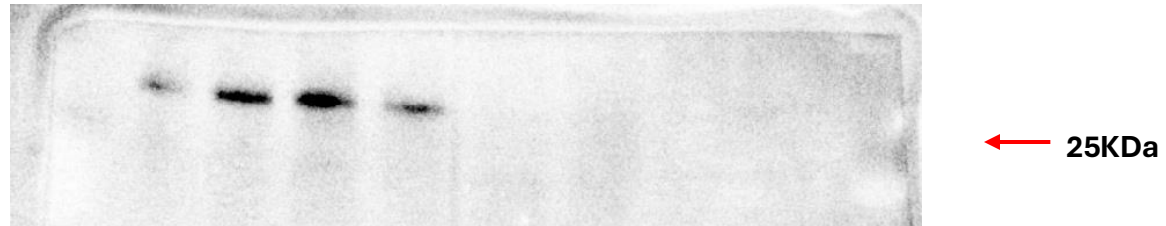

**Actin**

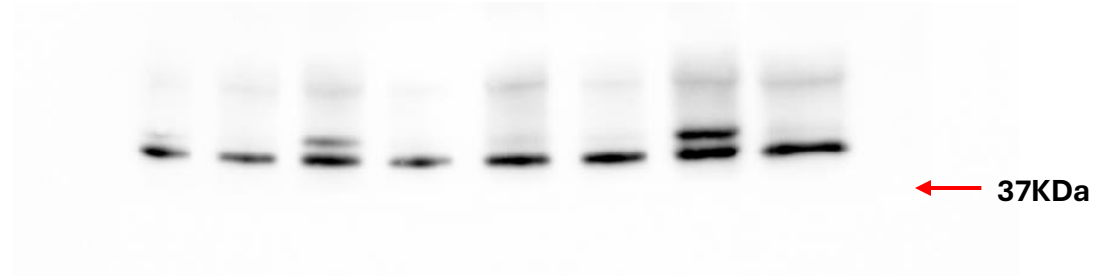

4c

Dark Exposure

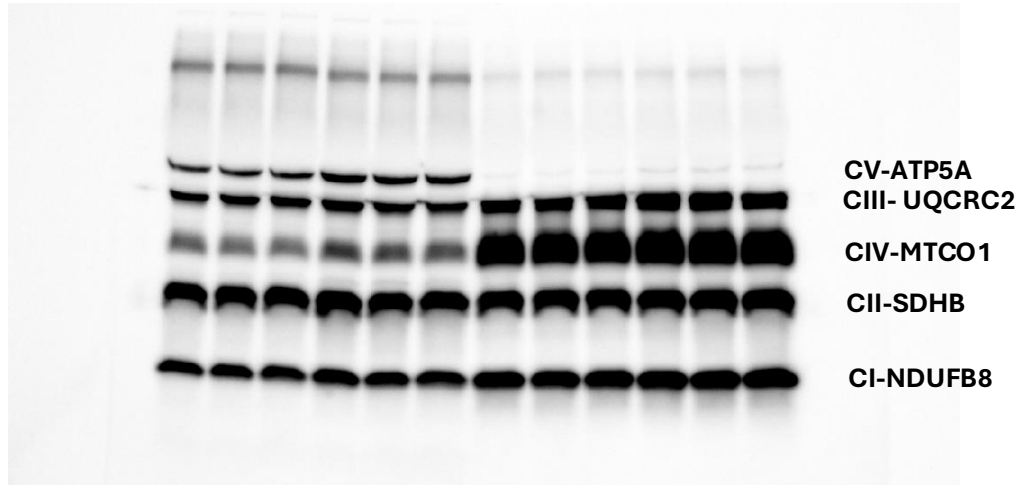

Light Exposure

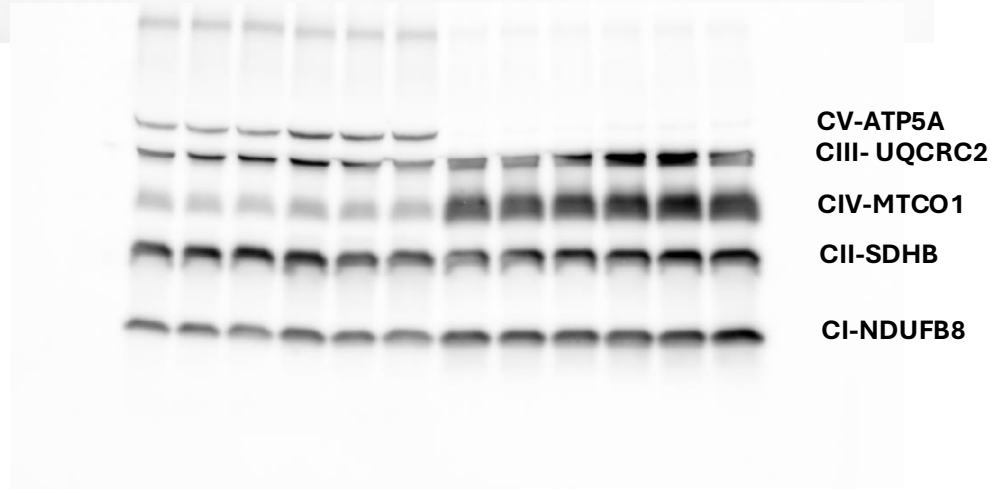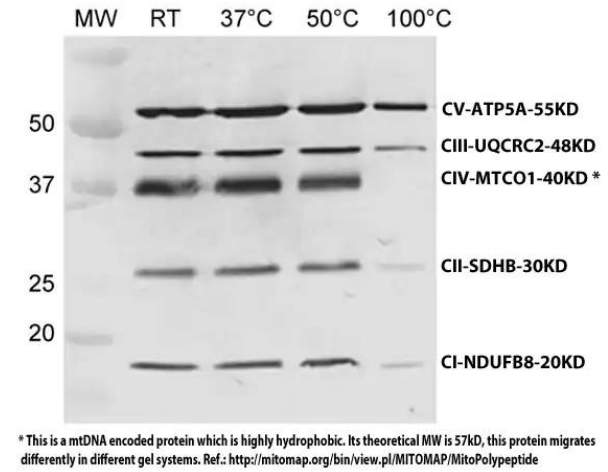

5a

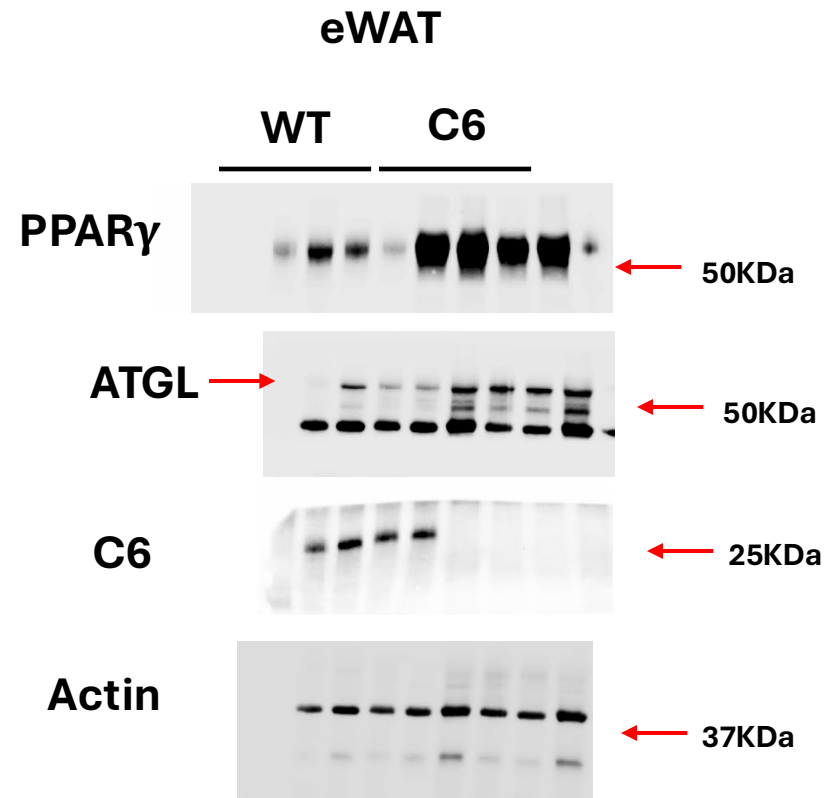

5b

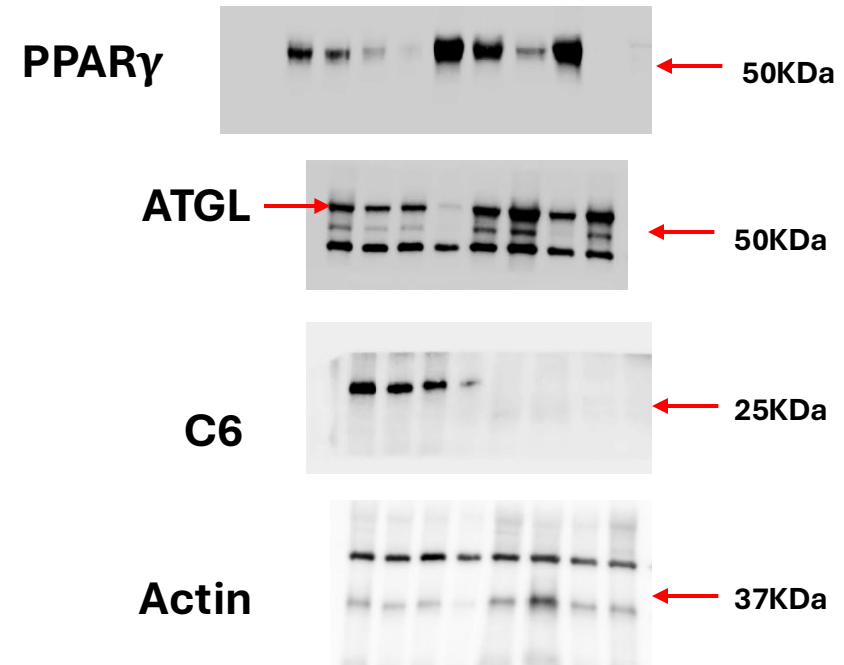

5c

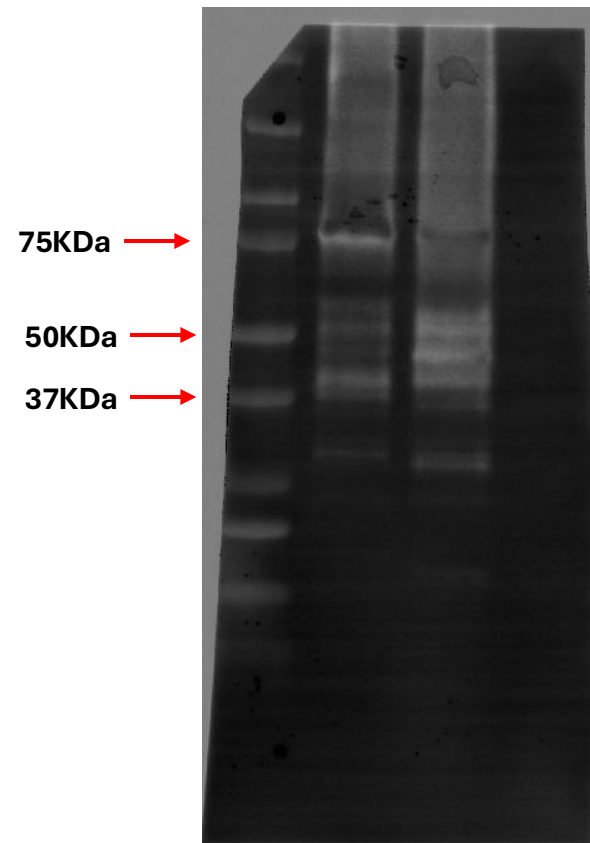

PPAR $\gamma$ -His-GST

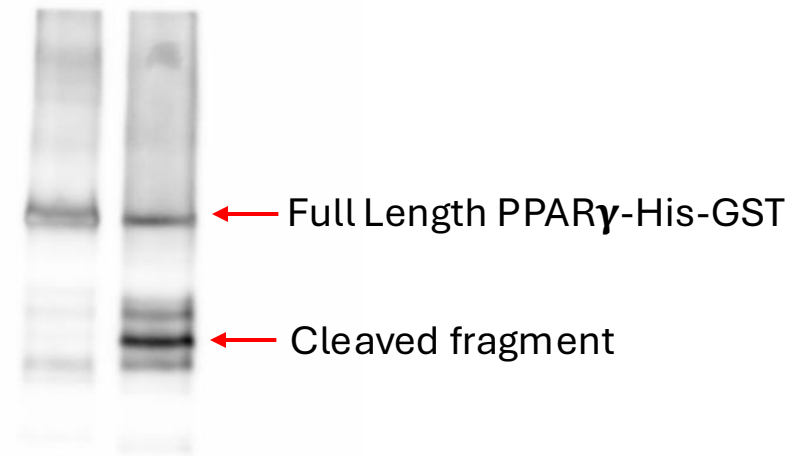

5d

**PPAR $\gamma$**

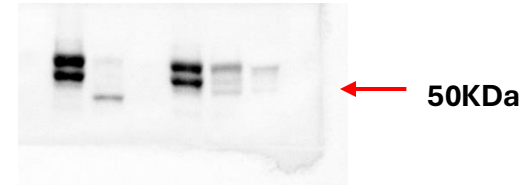

**ATGL**

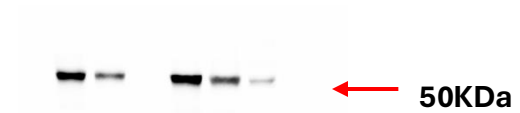

**Caspase 6**

**Active  
Caspase-6**

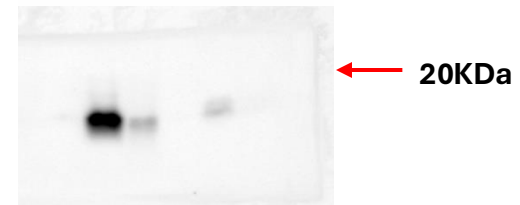

5e

**SP1**

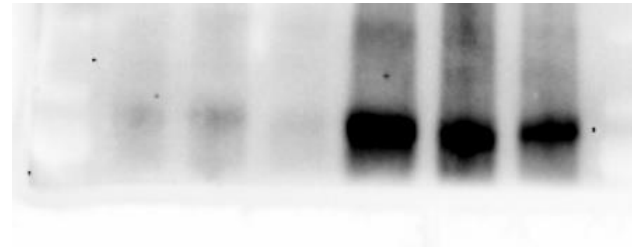

← 100KDa

**Caspase-6**

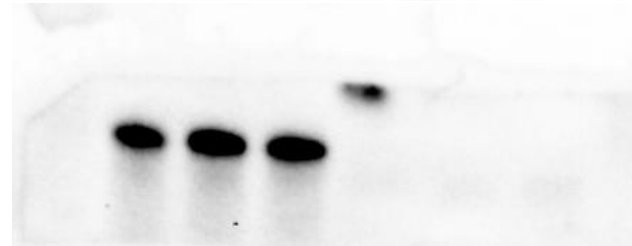

← 25KDa

**Actin**

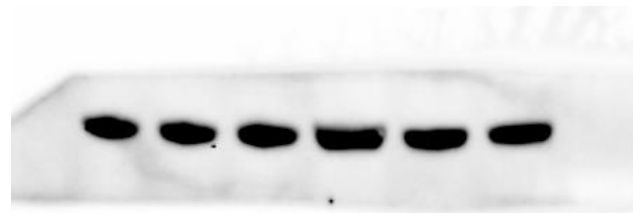

← 37KDa

5f

**SP1**

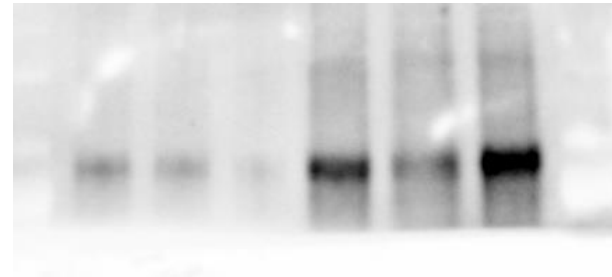

← 100KDa

**Casp6**

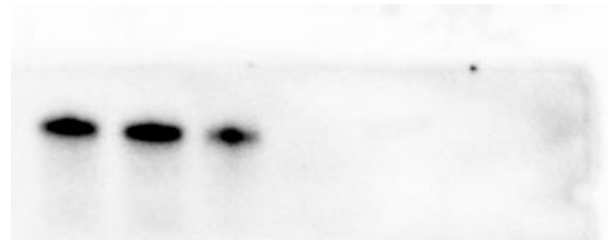

← 25KDa

**Actin**

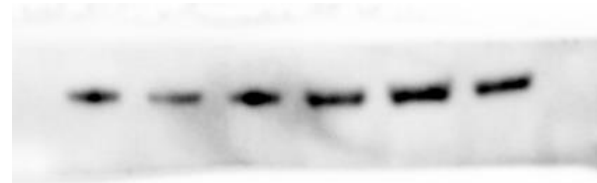

← 37KDa

5g

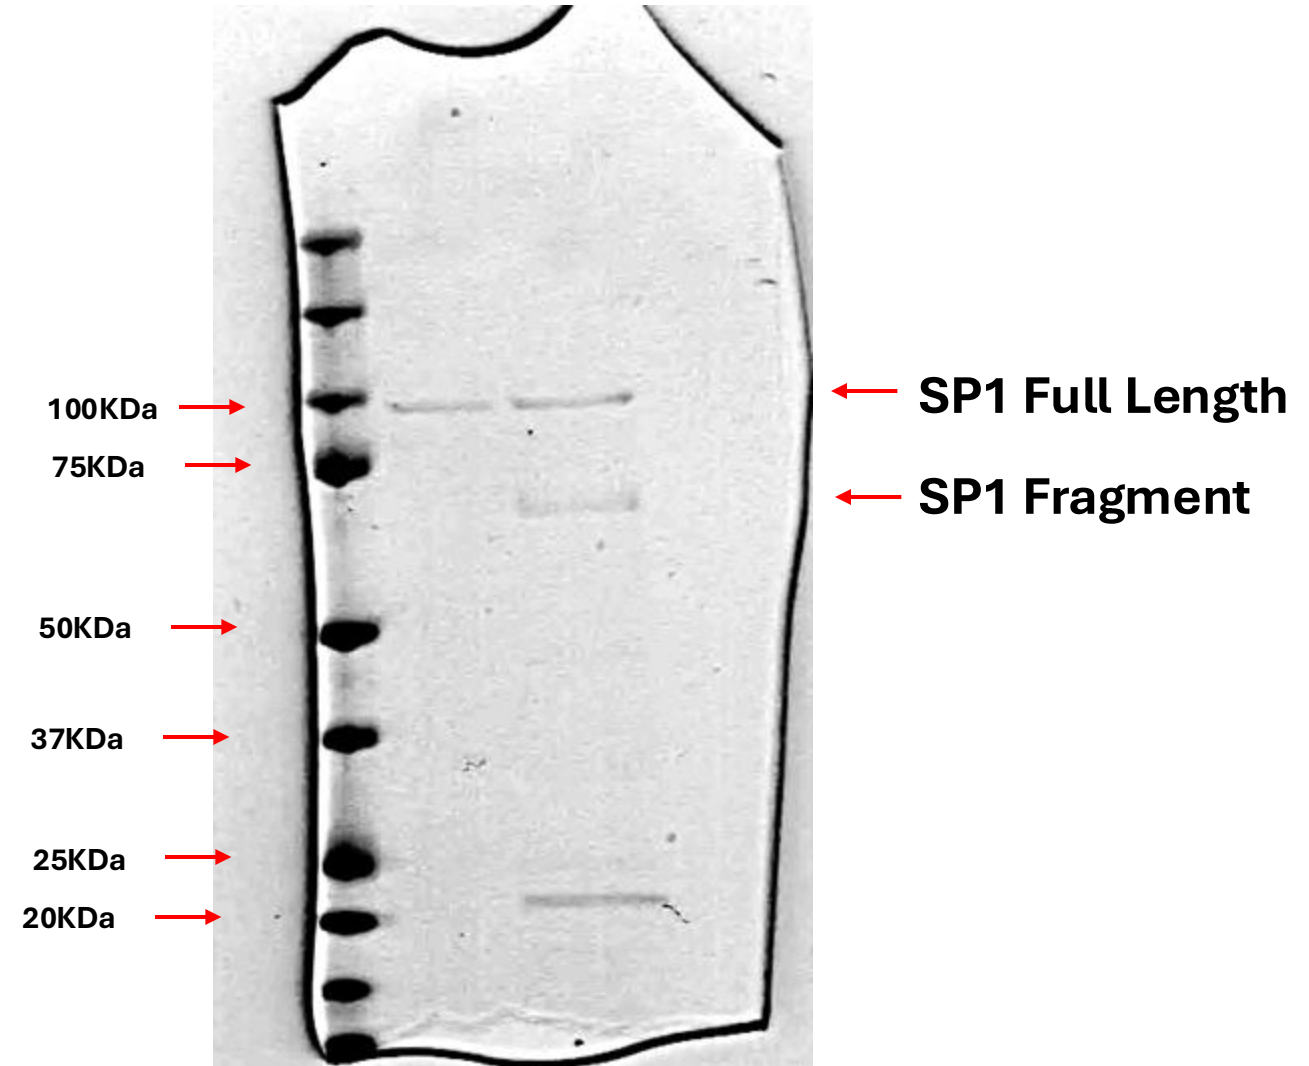

5h

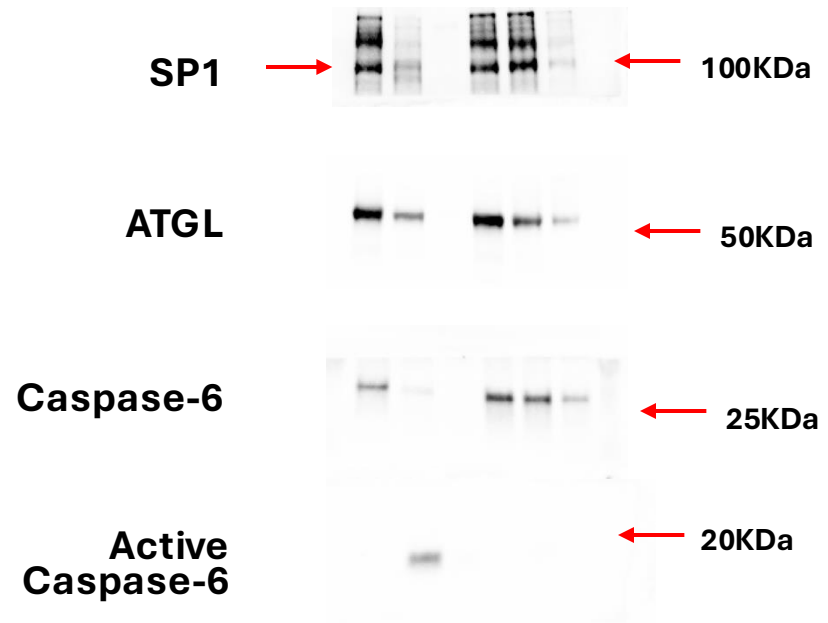

5i

PPAR $\gamma$

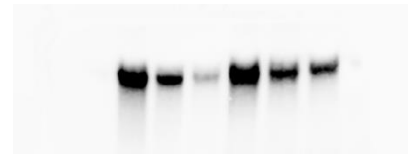

← 50KDa

SP1

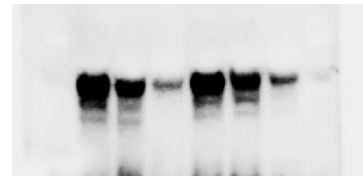

← 100KDa

ATGL

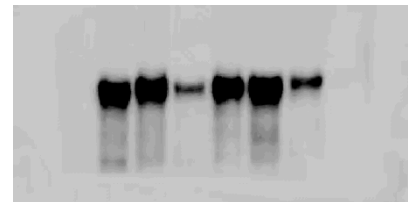

← 50KDa

Caspase-6

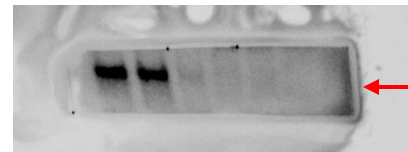

← 25KDa

Active  
Caspase-6

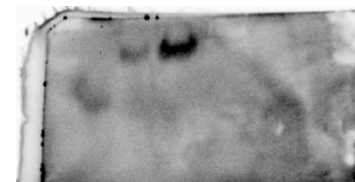

← 20KDa

5k

**PPAR $\gamma$**

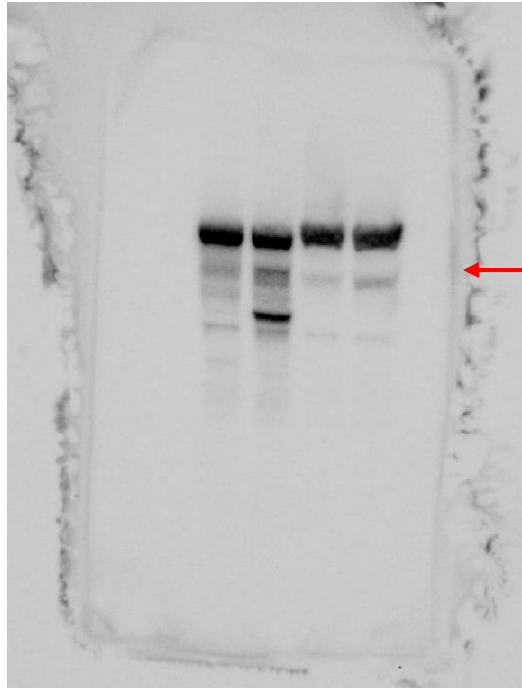

← 50KDa

5l

**SP1**

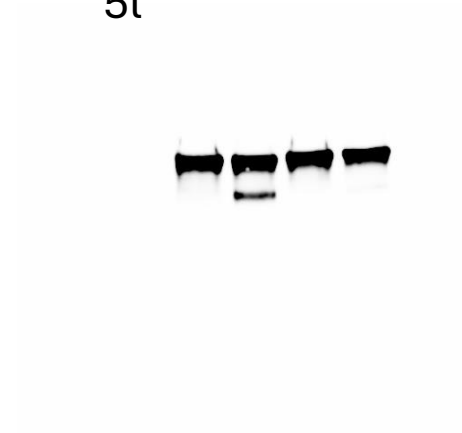

← 100KDa

6b

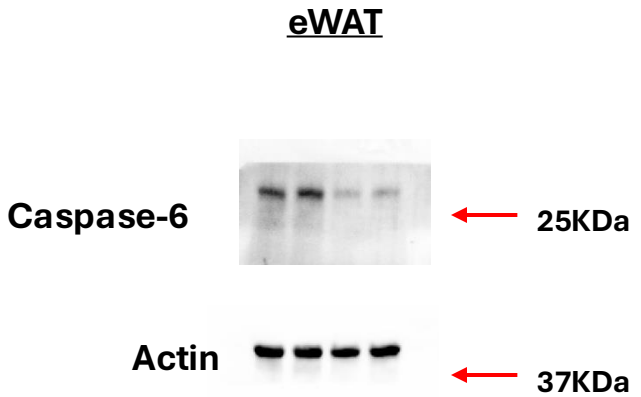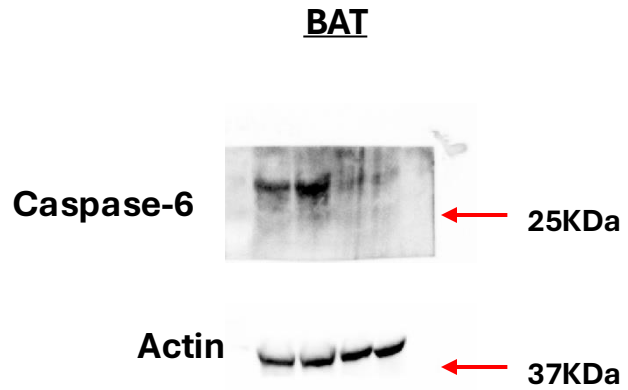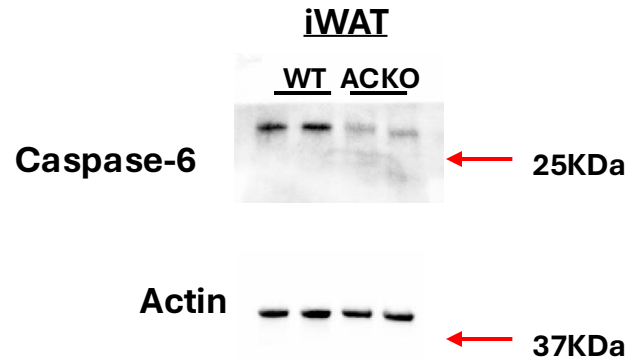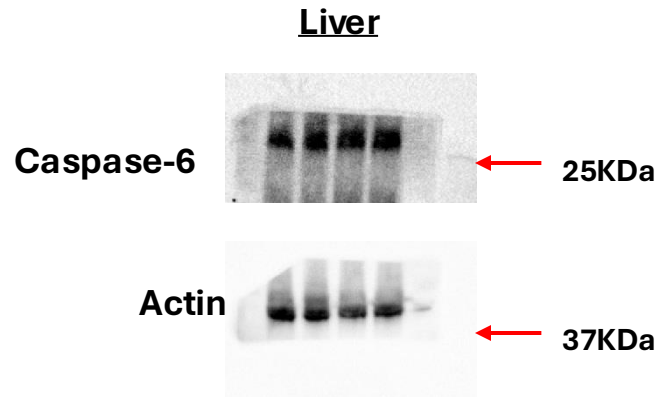

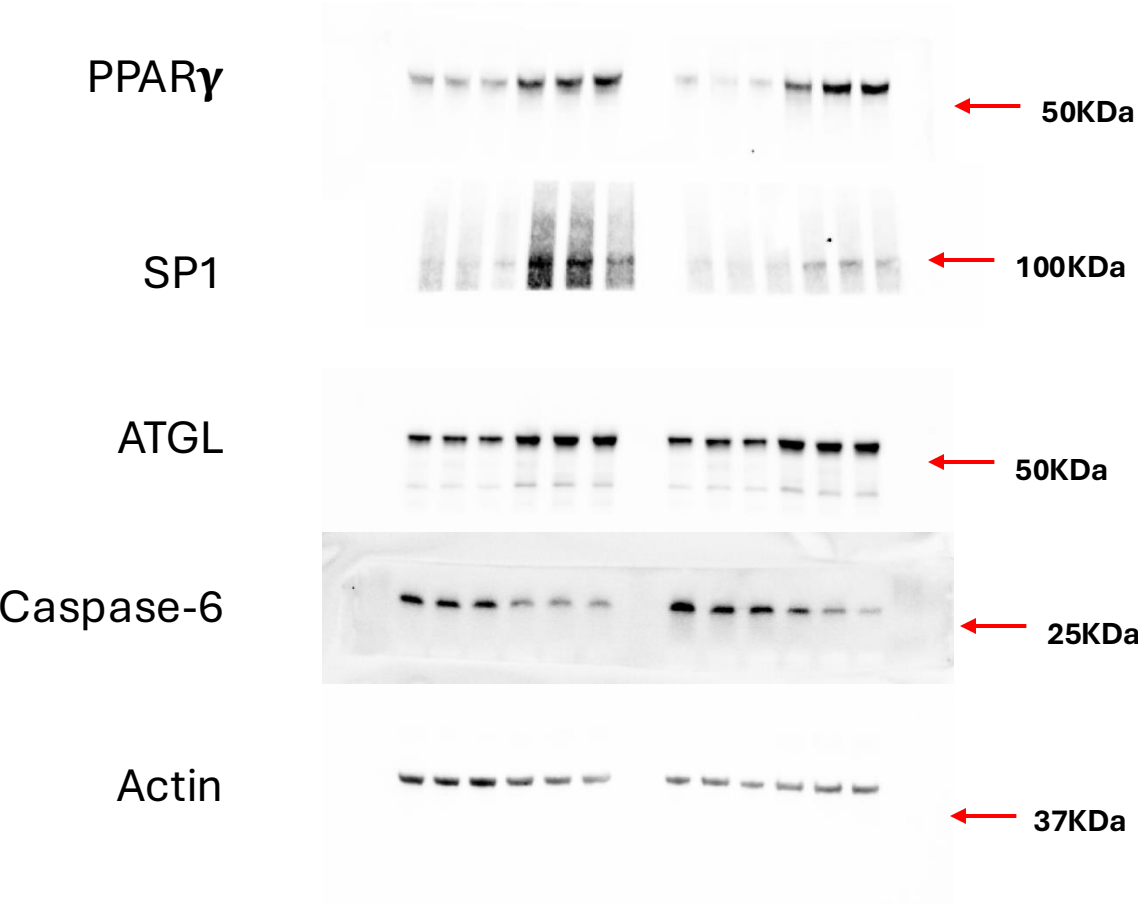

S1A

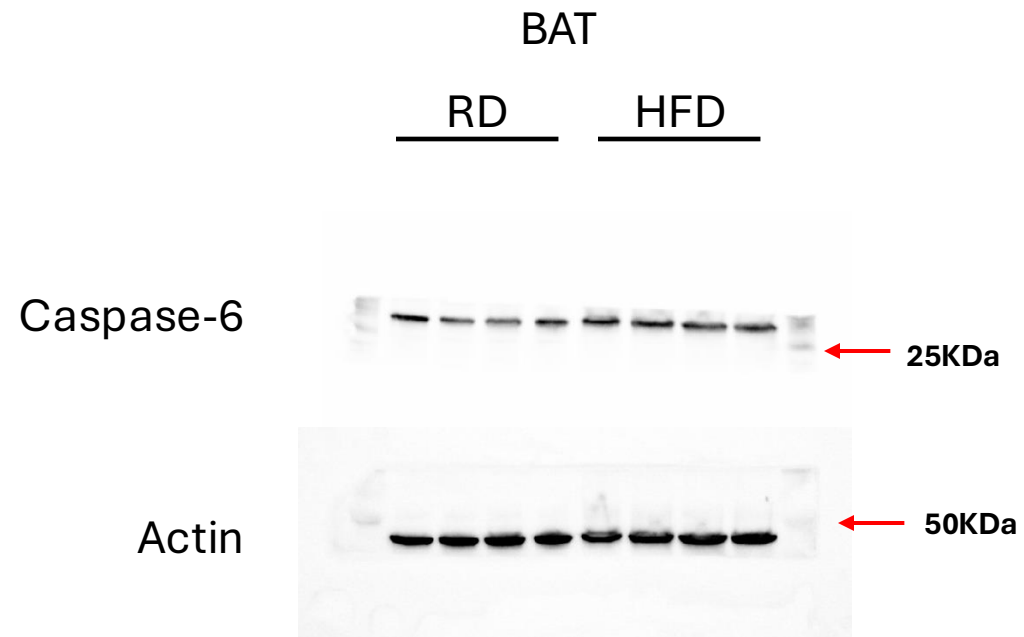

S1B

eWAT

p-Casp6 (Ser257)

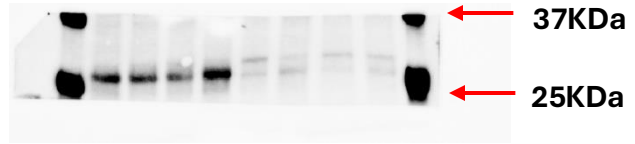

Caspase-6

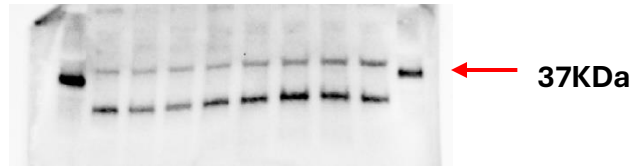

Actin

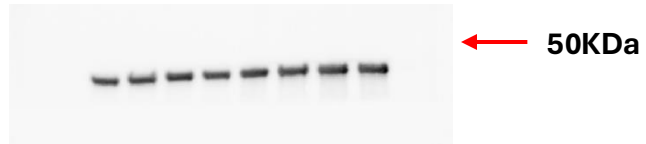

iWAT

p-Casp6 (Ser257)

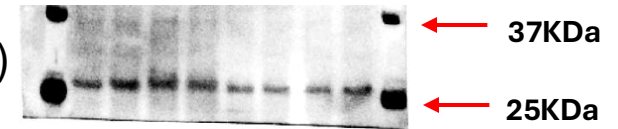

Caspase-6

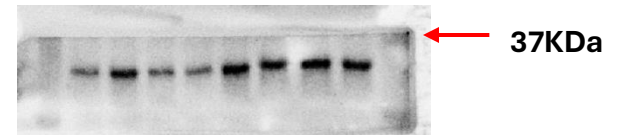

Actin

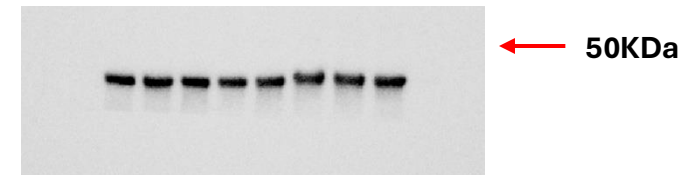

S1C

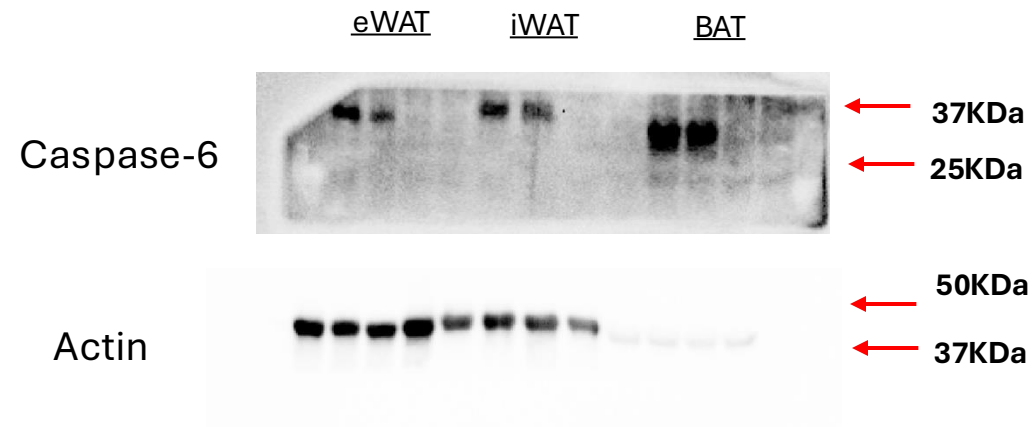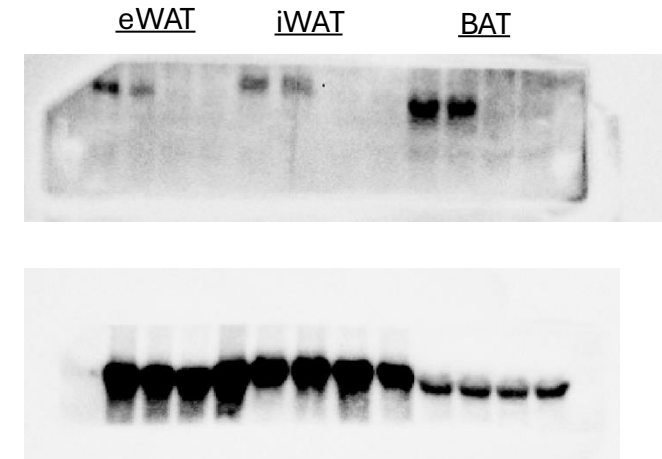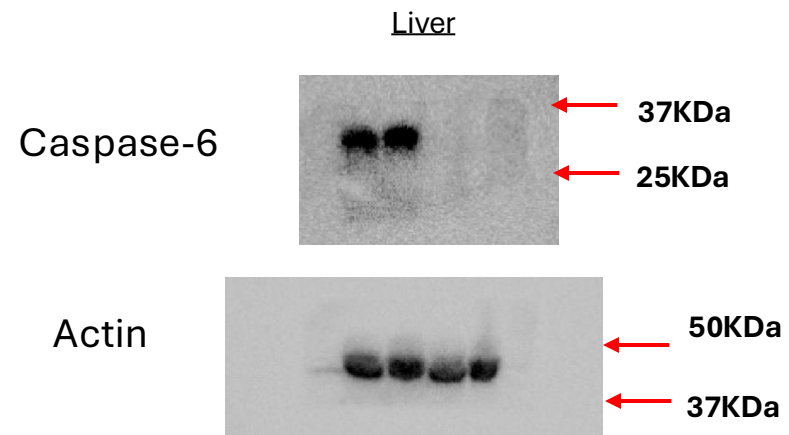

**S9A**

**PPAR $\gamma$**

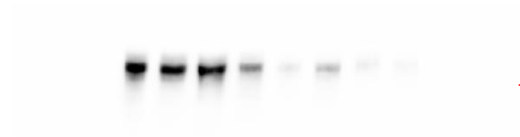

← 50KDa

**SP1**

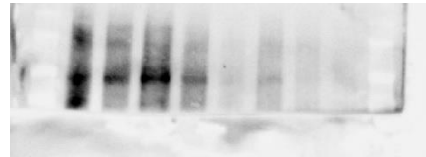

← 100KDa

**Actin**

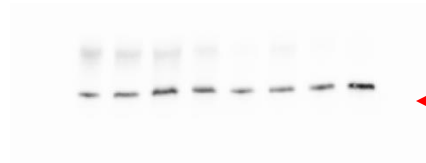

← 37KDa

**S9B**

**PPAR $\gamma$**

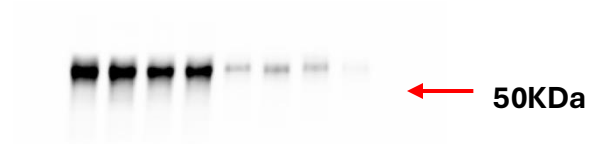

**SP1**

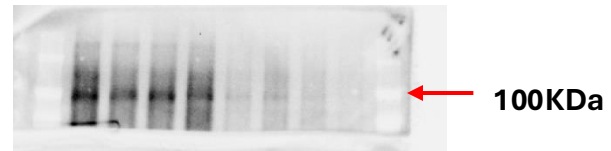

**Actin**

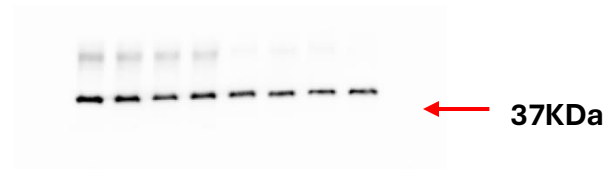

**S9C**

**PPAR $\gamma$**

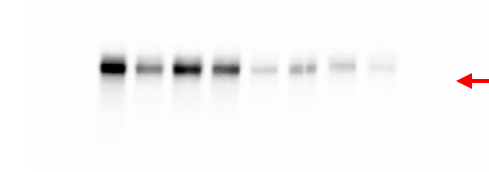

← 50KDa

**SP1**

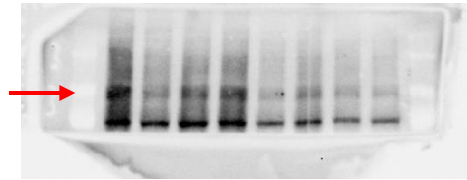

← 100KDa

**Actin**

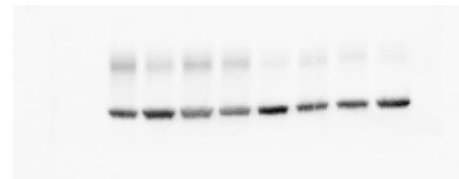

← 37KDa

**S9G**

ATGL

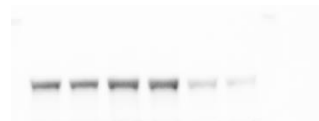

← 50KDa

Actin

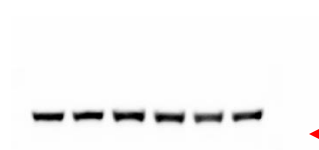

← 37KDa

**S9I**

ATGL

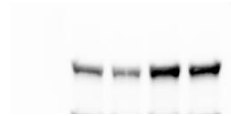

← 50KDa

Actin

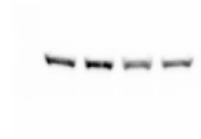

← 37KDa

**S9Q**

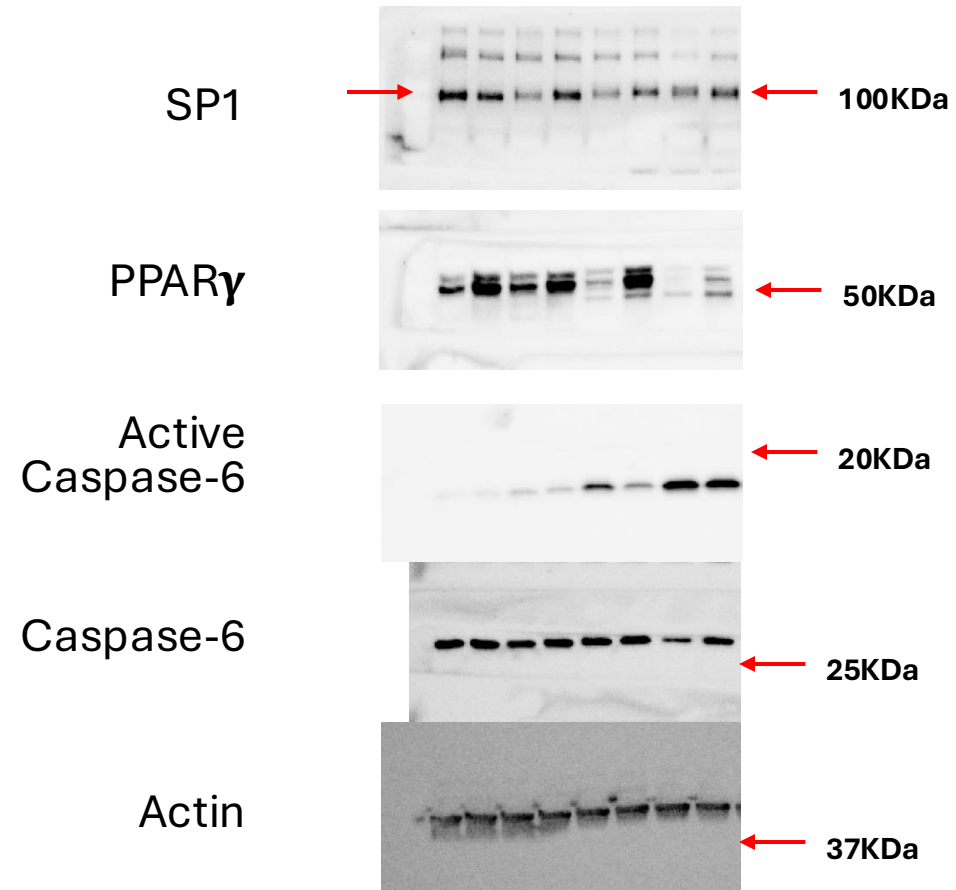

## S9R

SP1

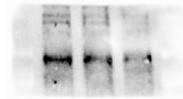

← 100KDa

PPAR $\gamma$

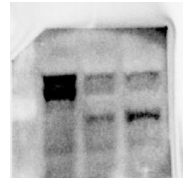

← 50KDa

ATGL

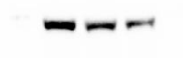

← 50KDa

Caspase-6

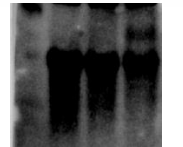

← 25KDa

Active  
Caspase-6

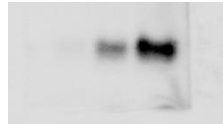

← 20KDa

Actin

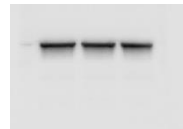

← 37KDa

How the deposited data were processed for this re-analysis (not part of the article)

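RNA was measured in iWAT, eWAT and BAT of male WT and C6KO mice fed an HFD with 60% of calories from fat for 12 weeks, with 3 libraries per genotype and depot and 18 in all. All 18 samples were mapped to a depot, genotype and replicate number from the sample labels and the paper, and 0 value columns were left without a sample. The authors purified poly(A) RNA, sequenced it on an Illumina NextSeq, aligned the reads to mm10 with STAR at default parameters, and counted reads on exons with HOMER's analyzeRepeats.pl, condensing each gene to 1 transcript. The authors deposited 1 table of counts per depot, whole numbers without normalization, for 25124 genes, each with 1 transcript identifier and its position in mm10. For 2619 genes the transcript kept differs between the tables, so a gene's count can cover other exons in one depot than in another. The paper's text does not name the strandedness of the libraries, the annotation or the versions of these tools. Its normalization to 10000000 uniquely mapped tags, its log2(TPM + 1) values and its DESeq2 run through getDiffExpression.pl came after the deposited counts and are not in them.

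From the counts, edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3) was run separately for each depot on 3 C6KO against 3 WT libraries. Genes were kept by filterByExpr with its default settings, libraries were normalized by TMM, dispersions and quasi-likelihood were fitted with the robust option, and genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an estimated fold change of at least 1.5. Log2 fold changes are edgeR's estimates, standard errors come from the quasi-likelihood F statistic, and CPM values are TMM-normalized. Gene lists were compared with all genes tested in the depot by a one-sided Fisher's exact test on the genes called, and by limma's camera with an inter-gene correlation of 0.01. For lists fixed before the data were examined, p-values were also adjusted over the list alone. The pathway lists were written from gene symbols and stand in for KEGG and GO, which were not used here, and lists of genes labelled in the paper's figures are the paper's own calls on these libraries, so a result on them shows no stability. Differences in the C6KO effect between depots were tested as interaction terms in one edgeR fit of all 18 libraries, over 15866 genes. Principal components used log2 CPM with a prior count of 1. A fold change against a group whose libraries all had at most 3 counts was computed against that floor and is given as a lower bound. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

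Total counts per library were 16506034 to 19043523 in iWAT, 16717201 to 19139694 in eWAT and 7803108 to 12428683 in BAT. The common biological coefficient of variation was 0.216 in iWAT, 0.192 in eWAT and 0.321 in BAT. The tests were tested on simulated data, drawn from the means and library sizes of the real libraries with 200 genes changed by a log2 fold change of 2. edgeR recovered 84.02% of the changed genes in iWAT (14336 genes tested), 89.69% in eWAT (14725 genes) and 82.56% in BAT (13396 genes), with 5.23%, 6.45% and 8.52% of its calls false. DESeq2 recovered 92.67%, 88.5% and 84.5% (14250, 14886 and 13566 genes), with 17.29%, 12.81% and 20.28% of its calls false. The interaction test of eWAT against BAT recovered 88.5% (13132 genes), with 6.35% of its calls false. The simulated change was larger than that of Pnpla2 (0.73 in iWAT, 0.79 in eWAT and 0.57 in BAT). It also exceeded in size the medians of the inflammatory response genes (-1.29, -0.80 and -1.61). The percentages therefore do not give the share of such smaller changes that either test recovers. Counts were drawn independently for each gene, so the percentages may not hold where a whole library deviates.

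The main test, its thresholds and the alternatives were set before the data were examined, with a few alternatives added later that are named as such. The alternatives were DESeq2 1.42.0 with its own size factors and independent filtering, DESeq2's size factors in edgeR, total counts as the only scaling, no filter on low counts, at least 10 counts in every library, a fold change tested against 1.5 with glmTreat, no fold change minimum, all 18 libraries in one fit, the replicate number as a block, camera in place of Fisher's exact test, an inter-gene correlation estimated per set, other gene selections and a prior count of 5 for the principal components, and leaving out each library in turn. The replicate numbers come from the sample labels, which number the libraries of each group from 1 to 3. Same-numbered WT and C6KO libraries are different animals. Results with the block are given beside those of BAT, and for iWAT and eWAT with the other alternatives.

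The genes named were chosen by a rule set before the data were examined: genes the paper names for RNA-seq, qPCR or immunoblot in adipose tissue and the mouse symbols of its human PPARγ target genes; genes labelled in Figures 2K-M, S4-S6 and S9M; in each depot the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean of at least 1 CPM and no overlap between the groups; genes called in the same direction in all 3 depots; members of the gene lists; and genes within 10 Mb of Casp6. Sncg, the liver and mast cell lists and the genes named as exceptions were chosen after their values were seen. Reads shared between paralogs, overlapping genes or opposite strands could not be separated in gene counts, and such genes are given as uncertain. Some called genes are counted but not reported here by name. The qPCR, immunoblot, metabolic, cell culture and human measurements and the rosiglitazone profiles were not analysed here.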

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

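The tests of explanations in this part were chosen after the results were seen, apart from the counts of other splits of the libraries.

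The effect of C6KO differed between depots for some genes. In one edgeR fit of all 18 libraries, the interaction term passed an adjusted p below 0.05 for 29 genes between iWAT and BAT (18 with the higher effect in iWAT, 11 with the lower; 1575 unadjusted) and for 85 genes between eWAT and BAT (77 and 8; 1782 unadjusted). Between iWAT and eWAT it passed for 0 genes (869 unadjusted). The fit treats the depots as independent, and whether same-numbered libraries of different depots came from the same mouse is not stated. Such libraries deviated from their group means with mean correlations of 0.127 between iWAT and eWAT, 0.083 between iWAT and BAT and -0.01 between eWAT and BAT. Other splits of the libraries that also part all 3 same-numbered pairs in each depot were fitted in the same way. For eWAT against BAT, 1 of the 16 combinations of splits, the real one, gave as many genes, and the others gave 0 to 44. For iWAT against BAT, 3 of the 16 gave as many genes, the real one included, but those other 2, like each combination that gave any gene, keep the real grouping in 1 of the 2 depots, and the 9 combinations that regroup both gave 0 genes, as they did for eWAT against BAT. For iWAT against eWAT, 16 of the 16 gave at least 0 genes, and the others gave at most 1. A share under 0.05 is out of reach with 16 combinations.

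Technical explanations for the depot differences were tested. The BAT libraries had fewer counts, but when the iWAT and eWAT libraries were thinned to 9872555 counts each, 25 genes passed between iWAT and BAT, all of them among the 29, and 87 between eWAT and BAT, 80 of them among the 85. Skeletal muscle RNA varied between the BAT libraries, but with the mean of 16 muscle marker genes as a covariate, 37 genes passed between iWAT and BAT (28 shared) and 129 between eWAT and BAT (85 shared). Neither depth nor muscle RNA therefore accounts for the differences. Cell composition, with less white adipocyte RNA in BAT of C6KO mice, was tested with 8 genes expressed in white but not brown adipocytes, which differed as a list between the white depots and BAT (limma's camera, adjusted p = 4.45e-05 for iWAT and 1.79e-05 for eWAT). Of the 8, only 4 had enough counts to be tested in BAT alone, and 2 passed as single genes in each comparison. The list includes Lep, which was seen first. The test therefore cannot decide. Less white adipocyte RNA in BAT of C6KO mice would raise the effect in the white depots against BAT. This holds only for genes expressed more in white than in brown adipocytes. The 11 of 29 genes and 8 of 85 genes with the lower effect there were not tested for this. Cell composition is therefore not excluded for them, and the other differences cannot be told apart from it.

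Sncg had the smallest adjusted p between eWAT and BAT, and Lep, a member of the gene lists, also passed. For Sncg, the difference of the log2 fold changes was 3.18 (standard error 0.196, adjusted p = 1.74e-07 from edgeR's quasi-likelihood test), with a log2 fold change of -2.55 in BAT (adjusted p = 0.000504), 0.63 in eWAT (adjusted p = 0.0571) and 0.26 in iWAT (adjusted p = 0.368). For Lep, the difference was 3.87 (standard error 0.493, adjusted p = 0.00152), with -3.35 in BAT (adjusted p = 0.0146), 0.53 in eWAT (adjusted p = 0.160) and -0.20 in iWAT (adjusted p = 0.778). Between iWAT and BAT, Sncg differed by 2.81 (adjusted p = 1.12e-06) and Lep by 3.14 (adjusted p = 0.0105). The tests above do not decide between more white adipocyte RNA in BAT of WT mice and regulation within brown adipocytes.

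Gbp2b, which the paper does not discuss, had the largest increase among genes called in BAT, a log2 fold change of 7.03 (adjusted p = 0.00243, and 0.0565 with the replicate block, where same-numbered BAT libraries had a mean correlation of -0.381). In iWAT it had 2, 89 and 23 counts in WT and 733, 941 and 1000 in C6KO (log2 fold change 4.49, adjusted p = 0.154), and in eWAT 18, 1066 and 17 in WT and 770, 816 and 793 in C6KO (1.17, adjusted p = 0.784), with WT replicate 2 of eWAT as high as the C6KO libraries. One technical explanation is reads shared with its paralogs. If reads had moved to Gbp2b from the other 10 Gbp genes, those would have fallen, but their summed CPM was 269 ± 42 in WT and 297 ± 75.8 in C6KO (SD, n = 3), a fall of -82.3% of the rise of Gbp2b (33.6 CPM), that is, a rise within the spread, which is too wide to exclude sharing. Another is DNA of the embryonic stem cell strain around the targeted gene, since Gbp2b starts 12.7 Mb from the end of Casp6 on the same chromosome. Of the other 53 genes tested 10 to 20 Mb from Casp6, 0 were called in BAT (6 unadjusted; one-sided Fisher's exact test, p = 1), which cannot exclude a segment that changes Gbp2b alone. The increase can therefore not be told apart from either explanation.

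In eWAT, transcripts made mainly in the liver were higher in C6KO mice. Over 18 liver marker genes that were not called, the median log2 fold change was 2.12, and all 18 had a higher estimate. For 10 of them, all 3 C6KO libraries lay above all 3 WT libraries. Chance gives 10% of genes without overlap when higher and lower are counted together. Their summed CPM was 28.16, 22.51 and 25.6 in the WT libraries and 43.89, 130.7 and 126.2 in the C6KO libraries. The 10 of 18 genes are consistent with RNA of liver tissue in the C6KO eWAT libraries (contamination), and the libraries give no way to tell this from expression of the same genes by eWAT. Fga, Ttr and Slc27a2, which were among the largest increases in eWAT, fall under the same limit. In iWAT, C6KO replicate 3 had 9.965 CPM of Fga, 12.74 of Ttr and 6.908 of Slc27a2, more than any eWAT library. High values of these genes were thus not limited to eWAT.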

How the results depend on the processing

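Of the values of the main comparisons recomputed under each alternative, 320 kept their direction and their side of the threshold or stayed within the margin, 120 moved, 40 became stronger, 37 weaker and 3 reversed. Of those of single named genes, 318 were kept, 51 became weaker, 1 stronger and 8 reversed. Where a value changed, the cause was not tested.

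With DESeq2, genes higher in C6KO numbered 169 in iWAT, 429 in eWAT and 156 in BAT, genes lower 505, 189 and 389, genes higher in all depots 6 and lower 27. Inflammatory response genes called lower were then 36, 20 and 31, chemokine genes 6 in iWAT and 4 in eWAT, cytokine and receptor genes 17 in iWAT and 11 in eWAT, PPAR signaling genes called higher 6, 16 and 3, and genes shared with rosiglitazone 41. Casp6 had log2 fold changes of -1.52 in iWAT and -1.48 in BAT and Pnpla2 of 0.73, 0.80 and 0.59 in iWAT, eWAT and BAT, all then called. The median of the mitochondrial respiratory chain genes in eWAT was 0.0963. With DESeq2's size factors in edgeR that median was 0.0978.

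Scaling by total counts only gave 39 genes higher in eWAT, 28 lower and 1 inflammatory response gene lower in eWAT. Over all genes tested, total counts moved the median log2 fold change by -0.0651 in iWAT, -0.0451 in eWAT and -0.0175 in BAT.

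With no low-count filter, genes higher numbered 6, 224 and 47 in iWAT, eWAT and BAT, genes lower 26 in iWAT and 97 in eWAT, genes higher in all depots 1 and lower 4. Inflammatory response genes lower were 1 in iWAT and 9 in eWAT, and genes shared with rosiglitazone 4. The 2 chemokine genes lower in BAT no longer passed Fisher's exact test (p = 0.105), and the eWAT mitochondrial median was 0.0882. Casp6 was called at -1.51 in iWAT and -1.47 in BAT, and Pnpla2 at 0.79 in eWAT.

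With at least 10 counts in every library, 1 gene was lower in iWAT, 36 were higher in BAT, 0 were lower in all depots (2 in the main test), cytokine and receptor genes lower in BAT were 3, and the eWAT mitochondrial median was 0.0898.

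With the fold change tested against 1.5 by glmTreat, eWAT had 0 genes higher and 2 lower, and BAT 2 higher and 51 lower. Inflammatory response genes lower were 0 in eWAT and 7 in BAT, PPAR signaling genes higher 0 in eWAT and 0 in BAT, chemokine genes lower 1 in BAT, and cytokine and receptor genes lower 2 in BAT.

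With all 18 libraries in one fit, genes higher numbered 58, 1 and 95 in iWAT, eWAT and BAT and genes lower 308, 3 and 430. Inflammatory response genes lower were 20 in iWAT and 0 in eWAT, cytokine and receptor genes lower 10 in iWAT, PPAR signaling genes higher 0 in eWAT and 1 in BAT, and genes shared with rosiglitazone 15. Casp6 was called at -1.52 in iWAT and -1.51 in BAT and Pnpla2 at 0.72 in iWAT.

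With the replicate number as a block, genes higher numbered 8, 298 and 12 in iWAT, eWAT and BAT and genes lower 54 in iWAT and 116 in eWAT. Inflammatory response genes lower were 4 in iWAT and 11 in eWAT, chemokine genes lower 2 in eWAT, and PPAR signaling genes higher 2 in iWAT, 9 in eWAT and 0 in BAT. Genes shared with rosiglitazone were 1 in iWAT, 19 in eWAT and 0 in BAT. Lower in all depots were 3 genes, Rpl34, Adh6b and Cd83, while Rpl34-ps1 was not called in BAT (adjusted p = 0.144). Casp6 was called at -1.52 in iWAT (adjusted p = 0.0423) and Pnpla2 at 0.79 in eWAT (adjusted p = 0.0302). The same replicate number does not pair animals: same-numbered libraries deviated from their group means with a mean correlation of 0.03 in iWAT and 0.072 in eWAT.

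With limma's camera in place of Fisher's exact test, chemokine genes were lower in iWAT (p = 4.35e-05) and eWAT (p = 0.0155), and cytokine and receptor genes in iWAT (p = 5.03e-08) and eWAT (p = 0.00233). With the inter-gene correlation estimated per set, the mitochondrial genes, with medians of 0.0919 in iWAT and 0.146 in BAT, no longer passed (p = 0.607 and 0.624).

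Alternatives chosen after seeing the data were limma's voom, which gave 51 genes higher in eWAT, and the skeletal muscle score as a covariate in BAT, which gave 74 genes higher and 269 lower and Casp6 called at -1.43.

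The first principal component held 75.71%, 37.22% and 35.7% of the variance in BAT, eWAT and iWAT over the 500 genes with the largest variance, 39.18% in eWAT over all genes, and 58.2%, 52.05% and 59.5% in BAT, eWAT and iWAT with a prior count of 5. Over the 500 genes, the genotypes overlapped on it in eWAT, where C6KO replicate 3 lay among the WT libraries.

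Across the 6 fits of each depot that each left out 1 library, iWAT had 0 to 327 genes higher, 3 to 951 lower, 0 to 33 inflammatory response genes lower, 0 to 13 chemokine genes lower, 0 to 34 cytokine and receptor genes lower, 0 to 7 PPAR signaling genes higher and 0 to 42 genes shared with rosiglitazone. Casp6 was at -1.70 to -1.40, Pnpla2 at 0.62 to 0.83, the mitochondrial median at -0.0178 to 0.198 and the first component at 51.45% to 64.69%. In eWAT the ranges were 0 to 254 genes higher, 2 to 93 lower, 0 to 7 inflammatory response, 0 to 2 chemokine, 0 to 4 cytokine and receptor and 0 to 9 PPAR signaling genes, Casp6 at -1.98 to -1.69, Pnpla2 at 0.68 to 0.88, the mitochondrial median at -0.117 to 0.197 and the first component at 44.62% to 58.2%. In BAT they were 2 to 33 genes higher, 24 to 145 lower, 3 to 11 inflammatory response, 0 to 4 chemokine, 0 to 7 cytokine and receptor and 0 to 2 PPAR signaling genes, Casp6 at -1.77 to -1.22, Pnpla2 at 0.53 to 0.64, the mitochondrial median at -0.0514 to 0.460 and the first component at 51.92% to 61.39%. Genes lower in all depots numbered 1 to 2, and genes with a different C6KO effect 0 to 225 between iWAT and eWAT, 2 to 90 between iWAT and BAT and 17 to 122 between eWAT and BAT. Reversed single genes were Ucp1 in iWAT (0.22 without WT replicate 1, 0.19 without C6KO replicate 2, 0.098 without C6KO replicate 3; range -0.77 to 0.22) and in BAT (0.26 without WT replicate 1, 0.081 without C6KO replicate 3; range -0.37 to 0.26), Sp1 in iWAT (-0.0124 without C6KO replicate 2; range -0.0124 to 0.16) and in eWAT (0.076 without C6KO replicate 2; range -0.16 to 0.076), and Lep in iWAT (0.098 without C6KO replicate 2; range -0.45 to 0.098).

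Every alternative gave a value. Of Tnf, Il1b, Il6 and Ifng, only Tnf in iWAT and eWAT and Il1b in eWAT had enough counts to be tested. Across the alternatives, Casp6 stayed lower and Pnpla2 higher in each depot. BAT libraries had fewer counts than those of the white depots, which limits genes with few reads there, such as Tnf. Il6 and Ifng also had few counts in iWAT, at most 3 and 5 in any library, so BAT depth is not shown to limit them.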

Differences from the paper's values

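The paper's Tables S1 to S3 list more differentially expressed genes than edgeR's quasi-likelihood test called here. The smallest log2 fold changes listed there were 0.539 in size in iWAT, 0.537 in eWAT and 0.543 in BAT. These lie below the minimum of 0.585 used here, so the counts are not at the same cut. Listed genes below that minimum could not be called here. In iWAT, 1 gene was higher against the paper's 182, and 3 were lower against the paper's 508. In eWAT, 80 were higher against the paper's 493 and 31 lower against the paper's 237, and in BAT 23 were higher against the paper's 162 and 145 lower against the paper's 392. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, came within the margin in each depot, with 169 higher and 505 lower in iWAT, 429 and 189 in eWAT, and 156 and 389 in BAT. All 18 libraries in one edgeR fit came within it only for the genes lower in BAT (430). None of the other alternatives set before the data were examined did so.

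Of the 47 genes that the paper lists as higher in C6KO and with rosiglitazone, 1 was called in iWAT here. DESeq2 called 41 of them, and edgeR without C6KO replicate 3 called 42; no other alternative set before the data were examined came within the margin.

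The paper states that inflammatory response genes were broadly downregulated in each depot. Each labelled gene tested had a lower estimate here, but edgeR called 0 of the 36 in iWAT (36 unadjusted), 3 of the 25 in eWAT and 12 of the 30 tested in BAT. DESeq2 called 36, 20 and 31, and in iWAT all 18 libraries in one fit called 20, the replicate block 4, no low-count filter 1 and the fits without 1 library up to 33. In eWAT the replicate block called 11, no low-count filter 9 and the fits without 1 library up to 7.

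The paper reports chemokine, cytokine, adhesion and NF-κB signaling genes as enriched among downregulated genes in iWAT, and chemokine and cytokine genes in eWAT. edgeR called 0 chemokine genes lower in iWAT (12 unadjusted) and 0 in eWAT (7 unadjusted), and 0 and 1 cytokine and receptor genes. DESeq2 called 6 and 4 chemokine genes and 17 and 11 cytokine and receptor genes, the replicate block 2 chemokine genes in eWAT, all 18 libraries in one fit 10 cytokine and receptor genes in iWAT, the fit without C6KO replicate 3 in iWAT 13 and 34, and the fit without C6KO replicate 2 in eWAT 2 and 4, each an excess by Fisher's exact test. limma's camera put both sets lower in both depots.

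The paper reports Pnpla2 as upregulated in its adipose depots. Its estimates were higher here in each depot (0.73 in iWAT, 0.79 in eWAT and 0.57 in BAT) but not called by edgeR. DESeq2 called Pnpla2 in each depot, all 18 libraries in one fit and the fit without C6KO replicate 3 called it in iWAT, and no low-count filter, the replicate block and the fit without C6KO replicate 2 called it in eWAT. Casp6, the deleted gene, was called by edgeR in eWAT only, where 11 of 14 alternatives gave the same result (estimates from -1.98 to -1.69). It was called in iWAT and BAT by DESeq2, with no low-count filter and with all 18 libraries in one fit, in iWAT also with the replicate block and without C6KO replicate 3, and in BAT also without WT replicate 2 and with the skeletal muscle score as a covariate, which was chosen after seeing the data.

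Figure S3G shows WT and C6KO libraries of BAT apart on the first principal component. Here they overlapped on it with the genes selected as the legend describes, with a prior count of 5, over all genes tested and over the 500 genes with the largest variance, and lay apart on the second component in each of these.

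By qPCR, the paper reports Ucp1 as upregulated in the white depots. In the RNA-seq counts, its log2 fold change was -0.095 in iWAT and 2.06 in eWAT, neither called. In iWAT it was positive in the fits without WT replicate 1, C6KO replicate 2 or C6KO replicate 3. In eWAT, Ucp1 had 0.531, 1.038 and 0.175 CPM in WT and 6.125, 0.483 and 0.812 in C6KO. Only C6KO replicate 1 of eWAT thus lay above all WT libraries.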

Other observations

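Of the tests in this part, the comparison of macrophage marker genes and the counts of other splits of the libraries were chosen before their results were seen, and all others after.

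Other splits of the 6 libraries of each depot were tested as the real one was. Compared with the 4 splits that part all 3 same-numbered pairs, the real split alone gave as many genes called by edgeR in a depot for every count above 0, that is, for 1 of the 4 splits, and the other 3 gave 0 genes. For the counts of 0 (inflammatory response, chemokine, and cytokine and receptor genes in iWAT and chemokine genes in eWAT), 4 of the 4 splits gave as many. The 6 splits that keep pairs together gave 0 but for the genes higher in eWAT, where they reached 72. With 4 splits, the share of splits is never under 0.05, so these counts alone do not decide for a single depot. Over combinations of the depots, 1 of 64 gave 2 genes lower in all depots, the real one, and 64 of 64 gave at least 0 genes higher. With DESeq2, 1 of the 4 splits gave as many genes except for the genes higher in BAT, where 2 of the 4 did and another split that parts all pairs gave 278 genes against 156 in the real one. DESeq2 called up to 236 genes higher and up to 16 lower in other splits of eWAT, and at most 23 higher and 4 lower in iWAT.

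Genes near Casp6 on chromosome 3 changed in all 3 depots. DESeq2 called 31 genes in the same direction in all depots, without Casp6 and Rpl34-ps1. Of these, 3 (Adh6b, Mcub and Rpl34) lay within 10 Mb of Casp6, or 9.68%. Of the 13130 genes tested in all depots, 74 lay there (one-sided Fisher's exact test against these genes, p = 0.00069). Of 1064 genes called in 1 depot, 10 lay there, or 0.94%. The test was chosen after genes near Casp6 had been seen to change, so it describes the pattern and does not decide whether DNA of the embryonic stem cell strain, kept around the targeted gene, is the cause. Reads shared between overlapping genes or copies do not account for all of it, since 1 of the 3, Mcub, overlaps no other gene and has no copy by name. Changes in these genes cannot be told apart from an effect of such DNA, and the strain of the cells was not examined here.

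The decrease of inflammatory response genes was compared with that of macrophage marker genes outside the paper's lists. The median of the marker genes minus that of the inflammatory response genes was -0.12 in iWAT (95% bootstrap interval -0.37 to 0.085, from 10000 resamples), 0.25 in eWAT (0.016 to 0.44) and 0.21 in BAT (-0.43 to 0.93). In iWAT and BAT the interval covers both signs, and it is wide in BAT, so fewer macrophages in the tissue remain a hypothesis there. In each depot, the inflammatory response genes are the paper's calls on these libraries, a selection that favours large decreases. The marker genes were not selected in this way, so the difference does not decide in any depot. Bulk RNA does not separate cell number from expression per cell.

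An increase of Pnpla2 could come from a larger share of adipocyte RNA. The median log2 fold change of 18 adipocyte marker genes was 0.35 in iWAT (95% bootstrap interval 0.175 to 0.423), 0.58 in eWAT (0.317 to 0.711) and 0.06 in BAT (-0.0856 to 0.318), and that of 12 brown adipocyte marker genes in BAT was 0.244 (0.0106 to 0.420). The log2 CPM of Pnpla2 minus the median of the centred log2 CPM of the marker genes was then compared between the genotypes library by library, a test chosen after these medians and their intervals were seen. C6KO exceeded WT by 0.447 in iWAT (95% interval 0.0028 to 0.891; t-test, adjusted p = 0.0982), 0.312 in eWAT (-0.111 to 0.734; adjusted p = 0.146) and 0.453 in BAT (0.289 to 0.616; adjusted p = 0.00622), and by 0.237 in BAT with the brown adipocyte marker genes (-0.345 to 0.819; adjusted p = 0.322). In BAT, Pnpla2 thus rose more than the adipocyte marker genes but not detectably more than the brown adipocyte marker genes, so that a larger adipocyte share is not excluded in any depot.

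Mast cell genes were low in C6KO eWAT. Cma1, Cpa3, Tpsab1 and Mrgprb1 were seen first, with a median log2 fold change of -1.24. Of 8 other mast cell marker genes, 7 had a lower estimate, with a median of -0.67, which does not decide whether fewer mast cells were present.

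The first principal component of BAT, over all genes but the markers, followed skeletal muscle RNA. Its Pearson correlation with the mean of 16 muscle marker genes across the 6 libraries was 0.971 in size (exact permutation test, p = 0.00139, adjusted 0.00278), Spearman's rho was 1 (exact permutation test, p = 0.00278, adjusted 0.00278), and r was 1 without the 2 libraries farthest from the median. The mean log2 CPM of the marker genes was 1.77, 10.77 and 6.23 in WT and 8.02, 4.32 and 8.27 in C6KO. Traces of muscle in the dissected BAT are a candidate source. B cell marker genes also varied within genotypes. In eWAT the 9 genes had means of 1.51, 3.17 and 4.69 in WT and 1.30, 1.23 and 5.13 in C6KO and a mean pairwise correlation of 0.972, which is consistent with lymphoid tissue in some libraries. In BAT only 2 genes were tested, with a correlation of 0.863, too few to tell.

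Replicate 3 of the iWAT C6KO libraries lay 71.7% of the way from the other C6KO libraries to WT on the first component of all genes. A mislabelled or mixed library was tested with Casp6, Rpl34 and Adh6b, where it lay 16.8%, 0.97% and 2.06% of the way, which goes against a mix of that size. Among the iWAT libraries it also had the most Fga, Ttr and Slc27a2 (9.965, 12.74 and 6.908 CPM). Why it lies between the groups was not tested further. The calls in iWAT depend on it, as the fits without it show (1 gene higher with all libraries, 327 without it).

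In iWAT and BAT, all 51 genes of the Y chromosome have 0 counts in every library, while in eWAT they sum to between 4254 and 4775 counts. Female mice were tested as an explanation with Xist, an RNA of the inactive X chromosome of female cells, which had at most 1.53 CPM in any iWAT or BAT library and at most 0.291 CPM in the eWAT libraries, which have Y chromosome counts. This goes against female mice, and the cause of the zeros was not found. No biological explanation was tested.

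Genes that the paper measured by qPCR or immunoblot in HFD-fed mice had these RNA-seq values, in the order iWAT, eWAT and BAT. Pparg had log2 fold changes of 0.33, 0.30 and 0.25 (adjusted p = 0.264, 0.149 and 0.727 from edgeR's quasi-likelihood test) and Sp1 of 0.10, -0.06 and 0.14 (adjusted p = 0.730, 0.865 and 0.745). Tnf had -0.54 in iWAT and -0.47 in eWAT (adjusted p = 0.572 and 0.426) and 6, 5 and 4 counts in WT against 0, 1 and 3 in C6KO in BAT. Il1b had -0.22 in eWAT (adjusted p = 0.876) and in iWAT 8, 11 and 4 counts in WT against 5, 3 and 0 in C6KO, and in BAT 10, 5 and 4 in WT against 6, 5 and 10 in C6KO. Il6 had at most 6 counts in any library. Ifng had 5, 25 and 7 counts in WT and 0, 1 and 5 in C6KO in eWAT, at most 5 counts in iWAT and 0 in BAT.

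Ucp1 had log2 fold changes of -0.095, 2.06 and -0.14 (adjusted p = 0.949, 0.382 and 0.890 from edgeR's quasi-likelihood test), Cox4i1 of 0.30, 0.28 and 0.18 (adjusted p = 0.363, 0.456 and 0.822) and Ndufv1 of 0.25, 0.33 and 0.29 (adjusted p = 0.320, 0.152 and 0.600). Atp5f1b, listed as Atp5b, had 0.24, 0.35 and 0.17 (adjusted p = 0.415, 0.216 and 0.789), Uqcrc2 0.17, 0.01 and 0.15 (adjusted p = 0.517, 0.976 and 0.806) and Ppargc1a 0.06, 0.07 and -0.11 (adjusted p = 0.939, 0.930 and 0.905). None was called. The mitochondrial respiratory chain genes had medians of 0.09 over 80 genes, 0.09 over 80 and 0.15 over 81, with 63, 58 and 64 higher (limma's camera, adjusted p = 0.00901, 0.0513 and 0.00545), a shift that did not pass with the inter-gene correlation estimated per set.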
